# Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in *Arabidopsis*

**DOI:** 10.1186/s13059-015-0597-1

**Published:** 2015-02-11

**Authors:** Julieta L Mateos, Pedro Madrigal, Kenichi Tsuda, Vimal Rawat, René Richter, Maida Romera-Branchat, Fabio Fornara, Korbinian Schneeberger, Paweł Krajewski, George Coupland

## Abstract

**Background:**

The initiation of flowering is an important developmental transition as it marks the beginning of the reproductive phase in plants. The MADS-box transcription factors (TFs) FLOWERING LOCUS C (FLC) and SHORT VEGETATIVE PHASE (SVP) form a complex to repress the expression of genes that initiate flowering in Arabidopsis. Both TFs play a central role in the regulatory network by conferring seasonal patterns of flowering. However, their interdependence and biological relevance when acting as a complex have not been extensively studied.

**Results:**

We characterized the effects of both TFs individually and as a complex on flowering initiation using transcriptome profiling and DNA-binding occupancy. We find four major clusters regulating transcriptional responses, and that DNA binding scenarios are highly affected by the presence of the cognate partner. Remarkably, we identify genes whose regulation depends exclusively on simultaneous action of both proteins, thus distinguishing between the specificity of the SVP:FLC complex and that of each TF acting individually. The downstream targets of the SVP:FLC complex include a higher proportion of genes regulating floral induction, whereas those bound by either TF independently are biased towards floral development. Many genes involved in gibberellin-related processes are bound by the SVP:FLC complex, suggesting that direct regulation of gibberellin metabolism by FLC and SVP contributes to their effects on flowering.

**Conclusions:**

The regulatory codes controlled by SVP and FLC were deciphered at the genome-wide level revealing substantial flexibility based on dependent and independent DNA binding that may contribute to variation and robustness in the regulation of flowering.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0597-1) contains supplementary material, which is available to authorized users.

## Background

Developmental programs of multicellular organisms require the establishment of defined temporal and spatial patterns of gene expression. In higher plants, the initiation of flowering is the first step in reproductive development, and is controlled by a complex regulatory network that converges on the transcription of a small number of floral integrator genes [1,2]. This network primarily consists of transcription factors (TFs) that bind to *cis*-regulatory elements controlling gene transcription. Identifying the individual binding sites of TFs and their precise modes of regulation enables definition of such networks. The genome-wide binding sites of several TFs involved in flowering-time control and floral development were described based on the results of chromatin immunoprecipitation (ChIP) focused on single TFs [3-10]. However, many TFs act in protein complexes, and both their activity and the sites to which they bind are likely to be strongly modulated by the presence or absence of other members of the complex [8,11,12]. Here, we examined the individual and combined activities of the MADS-box TFs SHORT VEGETATIVE PHASE (SVP) and FLOWERING LOCUS C (FLC), which, as flowering repressors that control the effect of environmental cues on floral induction, fulfil key functions within the network controlling flowering in *Arabidopsis thaliana*.

Over 2,000 TFs are encoded in the *A. thaliana* genome and these were classified into 58 families [13], many of which contribute to developmental programs. Among these TFs, the MADS domain family represents a group conserved in nearly all eukaryotes, but greatly expanded in land plants [14]. MADS domain TFs in plants are heavily involved in controlling different stages of flowering, including the floral transition [15-18] and determination of floral organ identity [7,19-23] in which interacting MADS-box proteins form multimeric complexes that configure the ABC model [24]. According to this model different combinations of MADS-box TFs act in transcriptional complexes to specify distinct floral organ identities, which emphasises the significance of MADS protein complexes in conferring specificity.

Two members of the MADS-box family, FLC and SVP, enhance the flowering response to seasonal cues by repressing flowering under non-inductive conditions. These functions were defined by genetic analysis that placed FLC in the autonomous and vernalisation pathways [16,18]. *FLC* represses flowering but its mRNA level is reduced by exposure to winter cold (vernalisation), allowing flowering to proceed [16,18]. Similarly, SVP strongly delays flowering under non-inductive short days (SDs) but its transcription declines in the inflorescence meristem under inductive long days (LDs) [25,26]. *SVP* mRNA reappears shortly after in floral primordia, allowing this TF to participate in flower development [27,28]. The abundance and activity of SVP protein are also reduced under high ambient temperatures that promote flowering [8,15,29,30].

The inhibition of flowering caused by FLC and SVP is, at least in part, due to repression of the floral integrator genes *FLOWERING LOCUS T* (*FT*) and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (*SOC1*) [12,30]. While *FT* is expressed in the leaves during floral induction, the major site of action for *SOC1* is in the shoot apical meristem. FLC acts in both organs to repress expression of these genes and delay flowering [12,31]. Similarly, genetic analysis, gene expression data and transgenic plants implicate SVP protein as acting in both tissues [31,32]. Mutations in either *FLC* or *SVP* lead to early flowering and increased levels of *FT* and *SOC1* mRNAs [15,16,18]. Notably, the double mutant results in an even earlier flowering phenotype, indicating that *SVP* and *FLC* have partially redundant functions during floral repression [12,33].

Consistent with their shared activity in repressing flowering and the capacity of many other MADS-box TFs to form transcriptional complexes, SVP and FLC proteins directly interact [12,33]. In agreement with this conclusion, each TF binds to similar regions of *FT* and *SOC1* [3,4,9,31,34]. In addition, these proteins form high order molecular complexes with other MADS-box proteins, including MADS AFFECTING FLOWERING 3 (MAF3) and FLOWERING LOCUS M (FLM), which belong to the same subclade of the family as FLC [8,27,35,36]. Functional analyses of SVP-FLM complex revealed the participation of SVP in the regulation of flowering response to ambient temperature [8,29]. Furthermore, a high throughput yeast two hybrid interaction map of *A. thaliana* MADS-box proteins also reported, among others, APETALA1 (AP1), SOC1, and SEPALLATA 3 (SEP3) as components of the SVP interactome [35], and these interactions contribute to flower meristem identity [26,27,37].

The activities of SVP and FLC were studied by ChIP PCR on individual target genes, and their genome-wide binding maps were characterized separately by ChIP followed by sequencing (ChIP-seq) or ChIP-on-chip approaches [3,4,9]. This analysis led to the identification of pathways in which each TF participates throughout development. However, no attempt has been made to decode their combined activity across the genome. More generally, TF binding sites are usually compared in separate experiments. However, defining binding sites of TF 'A' in the mutant background of its partner 'B' and *vice versa* has the potential to identify *bona fide* dependencies and to elucidate how both factors act in a combinatorial fashion to regulate transcription.

Here, we studied the combinatorial activity of the TFs FLC and SVP at a genome-wide level by combining ChIP-seq and transcriptome gene expression profiling on experiments performed on different genetic backgrounds and tissues. Through this comprehensive approach we identified direct targets of SVP in the presence and absence of its partner FLC. Reciprocally, FLC ChIP-seq was performed in wild-type and the *svp* mutant. Our study shows that the formation of the FLC:SVP complex substantially influences occupancy of each factor at specific binding sites. The findings demonstrate that complex formation is indeed essential for DNA binding to a subset of genes, leading to the identification of novel *cis*-regulatory elements that may contribute to the recruitment of the complex. The distinct spatial roles of SVP and FLC are emphasised by the marked differences in observed gene expression profiles between leaves and apices. Thus, by describing the genome-wide effects of two MADS-box proteins capable of forming a multimeric complex we show how their interactions generate diverse patterns of co-regulation.

## Results

### Transcriptional network controlled by FLC and SVP in leaves and apices

FLC and SVP delay flowering by repressing the expression of target genes such as *FT* and *SOC1* in the leaves and apices, respectively [30,31,34], and were reported to participate in the same protein complex [12]. SVP and FLC influence flowering time through various genetic pathways, but a specific function for their interaction remains unknown. We addressed this issue at the level of gene regulation in leaves and apices by performing genome-wide transcriptome analyses in single and double mutants of *SVP* and *FLC* under SDs. All plants carried a functional *FRIGIDA* (*FRI*) allele to ensure high levels of *FLC* transcription [38]. The transcriptome profiles of each single and double mutant were compared to wild-type *SVP FLC FRI* (WT) and differentially expressed genes (DEGs) were selected for subsequent analysis (Additional file 1).

DEGs differed between apices and leaves (Figure 1A). Overall, more genes changed in expression in leaves (818 genes) than in apices (184 genes), suggesting that SVP and FLC have broader roles in regulating gene expression in leaves. Furthermore, tissue-specific differences in the contributions of FLC and SVP were observed. While FLC regulated approximately twice as many genes as SVP in leaves, this relationship was reversed in apices (Figure 1A).

**Figure 1:**
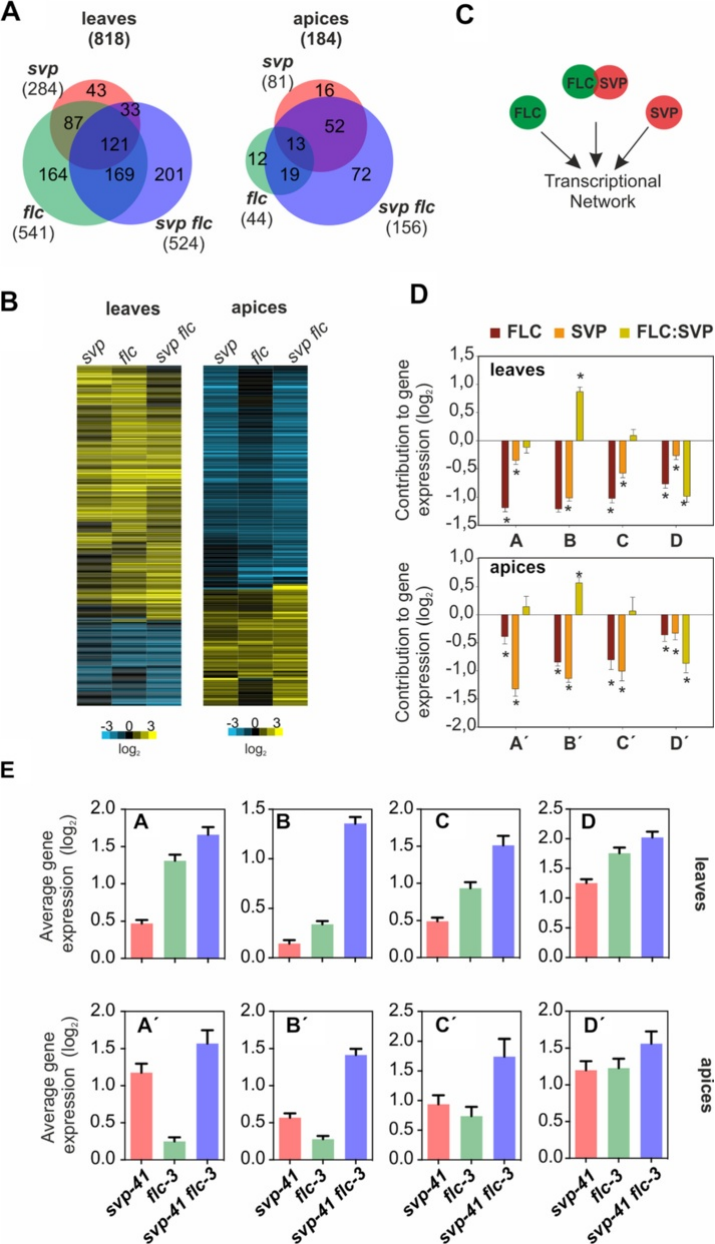
**Characterization of the transcriptional network controlled by FLC and SVP in leaves and apices. (A)** Genes differentially expressed in *svp-41* (pink), *flc-3* (green) and *svp-41 flc-3* (light-blue) loss of function mutants compared to wild-type *SVP FLC FRI* in leaves and apices. Plants were grown for 2 weeks under SD conditions, and leaves and apices were collected 8 h after dawn (Zeitgeber 8 (ZT8)). Only genes with fold-change above 2 and q-value <0.01 were selected as differentially expressed. **(B)** Transcriptional profile comparisons from (A) represented as a heatmap to highlight up-regulated (yellow) and down-regulated (blue) genes. Expression change is represented in log_2_ scale. **(C)** Schema of the transcriptional network under study. **(D)** Statistical analysis of signalling allocation from identified clusters. **A**, **B**, **C**, **D** and **A’**, **B’**, **C’**, **D’** denote the different expression clusters found in leaves and apices, respectively. Asterisks denote *P*-value <0.01. **(E)** Average change in expression level relative to wild-type for genes located in the four clusters represented in **(D)**. For each cluster, the average expression level in each mutant genotype is represented. Colour code is as in **(A)**. Cluster A, 33 genes; cluster B, 29 genes; cluster C, 18 genes; cluster D, 62 genes; cluster A’, 8 genes; cluster B’, 11 genes; cluster C’, 5 genes; cluster D’, 6 genes. Mean values are accompanied by standard error.

Between 70 and 90% of DEGs in leaves showed increased transcript levels in mutants, in agreement with FLC and SVP acting predominantly as transcriptional repressors. However, in apices only 33 to 40% of DEGs increased in expression (Figure 1B; Additional file 1), suggesting that many of the DEGs in the apical samples are indirectly regulated by FLC and SVP, or that these TFs may act more frequently as transcriptional activators in the apex. Among the genes that were up- or down-regulated in leaves or apices, only 10 to 15% were shared between the three mutant genotypes (121 in leaves and 13 in apices, Figure 1A) and these behaved similarly in single and double mutants (Figure 1B; Additional file 1). Moreover, DEGs identified only in double mutants were usually affected to a small degree in each single mutant (less than two-fold compared with WT and therefore below the cut-off to call a DEG; Figure 1B; Additional file 1), suggesting an additive role of both TFs in the regulation of these genes.

The roles of FLC and SVP in controlling gene expression during the transition to flowering were then evaluated. Flowering of *A. thaliana* is induced by exposure to LDs, and five LDs were sufficient to commit plants to flower [39]. Therefore, to identify genes that respond early in the flowering process, before commitment, another set of expression profiling experiments was performed on the same genotypes two days after transferring plants from SDs to LDs. SVP and FLC were required for the differential expression of 30 to 40% of the DEGs identified during transition from SDs to LDs in WT (Additional files 2 and 3). Furthermore, only 20% of DEGs in WT were shared between leaves and apices upon transition to LDs, indicating that the processes occurring during induction of flowering differ between these tissues (Additional file 3).

Taken together, the gene expression profiling experiments revealed the signalling network defined by the two TFs and showed that they have differential yet partially redundant contributions in leaves and apices.

### Four patterns defined by FLC and SVP govern gene regulation in leaves and apices

Single mutations in *FLC* or *SVP* partially suppress the late-flowering phenotype of *SVP FLC FRI* while FLC and SVP physically interact, suggesting the resulting complex has a significant role in the repression of flowering [12,30]. If this protein complex were responsible for the full transcriptional response of SVP and FLC, single and double mutants would be expected to show similar transcriptome changes. However, our genome-wide transcriptome analysis demonstrated that transcriptional regulation by FLC and SVP cannot be explained in this way (Figure 1A,B), but rather is defined as the activity of the complex plus the activities of the individual TFs (Figure 1C).

To understand modes of gene regulation by FLC and SVP, signalling allocation analysis was performed [40,41]. A detailed description of the basis of this analysis is provided in Additional files 4 and 5. A linear model containing FLC, SVP and FLC:SVP as fixed terms explaining modes of transcriptional regulation was used to estimate the contribution to gene expression levels of FLC and SVP as single factors and of the FLC:SVP interaction (Figure 1D). The log_2_ expression values were used as the input data set for the analysis. Negative values for the fixed terms represent positive contributions to gene expression. So, if FLC:SVP took a negative value while FLC and SVP terms were zero, this was interpreted as the FLC:SVP complex having a role in gene expression whereas the single factors do not contribute. If the FLC:SVP term was zero, and FLC and SVP terms were negative, FLC and SVP were assumed to act independently with no action of the complex. Instead, a positive value for FLC:SVP and negative values for single proteins indicated that they function redundantly to repress gene expression, again with no contribution of the complex. All the genes up-regulated in the mutants compared with WT were used for this analysis. However, genes whose expression changes were larger in single mutants than the double mutant were excluded, because in this case gene regulation cannot be explained by transcriptional repression functions of FLC, SVP and the FLC:SVP complex but rather additional factors must be postulated to explain the data (Additional file 6). Nevertheless, we show transcript levels of genes with expression patterns only affected by either of the two TFs (Figure 1A) in Additional file 7.

Genome-wide modes of gene regulation by FLC and SVP were identified and classified into four representative clusters in leaves and apices (clusters A to D in leaves and A’ to D’ in apices in Figure 1D,E; Additional files 5 and 8). The clusters are based on the contribution of the terms of the linear model to gene expression (Additional file 4). Under SDs, 199 genes were up-regulated in leaves and 40 in apices. Of these upregulated genes, around 75% were included in the four clusters of interest (Additional file 8). In leaves, cluster A is mainly reliant on FLC (Figure 1D; Additional files 5 and 8). Consistently, this cluster includes genes showing significant up-regulation in *flc-3* but less in *svp-41* and a similar level of up-regulation in the *svp-41 flc-3* double mutant. Thus, genes in cluster A are regulated by FLC while the contribution of SVP or FLC:SVP complex to their regulation is very limited (Figure 1D,E; Additional file 8). Interestingly, in apices an analogous cluster was not detected, but instead an SVP-dependent cluster was identified (cluster A’; Figure 1D; Additional files 5 and 8). No common genes were found between clusters A and A’, strengthening the idea that these TFs control different genes as individual TFs in different tissues. Thus, when considering genes regulated individually by FLC or SVP during vegetative development, repression in leaves is mostly controlled by FLC while SVP plays the major role in apices, although we observe minor contributions of SVP in leaves and FLC in apices (Figure 1D; Additional files 5 and 8).

Unlike clusters A and A’, the expression patterns of clusters B and D and B’ and D’ were similar in both leaves and apices. Expression of genes in clusters B and B’ was greatly affected in the double mutant while much less in single mutants (Figure 1E), suggesting that SVP and FLC can compensate for each other in the regulation of these genes. This conclusion is statistically confirmed by a significant positive coefficient for FLC:SVP and negative coefficients for FLC and SVP (Figure 1D; Additional file 5). Cluster B in leaves included genes regulating leaf cell size at an early developmental stage, such as *ROTUNDIFOLIA*-like [42] and *TEOSINTE BRANCHED1/CYCLOIDEA/PROLIFERATING CELL FACTOR 9* (*TCP9*) [43]. Leaf shape changes were previously reported in *svp* and *flc* mutants [15,44], and *FLC* was found to have a direct role in leaf development [44]. Notably, *TCP* genes were also overrepresented among direct targets of other MADS-box proteins such as SEP3 and AP1 [7,20,45].

In clusters C and C’ (Figure 1D,E; Additional file 5), FLC and SVP individually contribute to gene expression in an additive manner as no significant effect of FLC:SVP was detected, whereas significant negative coefficients for FLC and SVP were observed (Figure 1D). This analysis indicates that FLC and SVP act independently to regulate these genes. Interestingly, cluster C’ in apices includes *GIBBERELLIN 20 OXIDASE 2* (*GA20OX2*), which encodes an enzyme involved in gibberellin (GA) biosynthesis and was recently shown to be repressed by *SVP* at the shoot apex [32]. Here FLC was also found to regulate expression of *GA20OX2* independently of SVP (Additional file 9), suggesting that both TFs actively control bioactive levels of GA through this enzyme.

Taken together, the genome-wide regulatory input of FLC and SVP revealed different quantitative contributions of the individual MADS-box TFs in regulating gene expression in different tissues, as well as considerable flexibility and diversity in their transcriptional responses, leading to independent (clusters A and A’), compensatory (clusters B and B’) or additive (clusters C and C’) modes of co-regulation.

### The FLC:SVP complex participates in transcriptional regulation

The extent to which FLC:SVP regulates gene expression was then addressed. Clusters D (62 genes) and D’ (6 genes) exhibited negative interaction coefficients for FLC:SVP, indicating that FLC and SVP act in the same pathway and consistent with the proteins acting in a heterodimer to regulate the expression of these genes. We propose that their regulation could depend on the protein complex (Figure 1D; Additional files 5 and 8). Similarly, the effect of mutating one TF on the expression of these genes was similar to the effect of mutating both (Figure 1E). This is particularly evident for cluster D’, whereas in cluster D a broader diversity in coefficient terms was observed (Additional file 5) and the average expression of the cluster indicates that FLC and SVP do not contribute equally but that FLC can work to some extent alone (Figure 1D).

Genes in these clusters that are involved in hormone-regulated processes or cold response were analysed in more detail. The *JASMONATE ZIM-domain* (*JAZ*) genes (*JAZ 3*, *5*, *6* and *8*), which contribute to the jasmonate signalling pathway [46,47], were regulated by FLC:SVP under SDs. The same association was shown by *DARK INDUCIBLE 10* (*DIN10*), also known as RAFFINOSE SYNTHASE, which encodes a glycosyl hydrolase associated with cold response, as well as light and sucrose stimulus. In *Arabidopsis*, *DIN10* transcript levels respond to cold treatments predicted to reduce *FLC* expression [48]. This observation was confirmed by measuring the level of *DIN10* mRNA by independent real-time quantitative PCR (qRT-PCR) in leaves of *svp*, *flc* and *svp flc* mutants (Additional file 10). The *din10* mutant also showed a weak but significant early-flowering phenotype, which can be correlated with increased levels of *FT* mRNA (Additional file 10).

Cluster D, whose expression is governed by FLC:SVP, contains 43% of the up-regulated genes in leaves under SDs while only 20% of the genes are present in cluster B, the compensation cluster. The signalling allocation analysis was repeated for plants shifted from SDs to LDs to evaluate the effect of an environmental stimulus that induces flowering. Interestingly, the proportion of genes controlled by the complex differed under SDs and LDs (Additional file 8). Contrary to what was found under SDs, cluster B contained almost 68% of the genes under LDs, constituting the main mode of transcriptional regulation under this condition (Additional file 8), whereas cluster D contained only 11% of the genes. This decrease in the proportion of FLC:SVP-dependent genes in leaves upon shift to LDs is in agreement with a weaker interaction between FLC and SVP detected in the leaves of 3- and 7-day-old LD grown seedlings [12], suggesting that FLC:SVP complex might not form or regulate gene expression under these conditions.

Overall, by separately analysing single and double mutants the contribution of the complex to gene expression was determined. These results indicate that FLC:SVP regulates around one third of the genes repressed by these proteins in the leaves under SDs but many fewer under LDs.

### SVP influences the genome-wide binding scenario of FLC and *vice versa*

The extent to which the described expression patterns can be explained by direct binding of FLC, SVP or FLC:SVP was determined by performing ChIP-seq to identify the genome-wide binding sites for each TF in the presence and absence of the other. Binding of SVP:GFP was studied in the above-ground tissue of seedlings using an anti-green fluorescent protein (GFP) antibody in the genotypes *pSVP:SVP:GFP svp-41 FLC FRI* (hereafter SVP:GFP in WT) and *pSVP:SVP:GFP svp-41 flc-3 FRI* (hereafter SVP in *flc-3*) (Additional file 11), allowing the influence of FLC on SVP:GFP binding to be determined. Similarly, polyclonal FLC antibody [49] was used for ChIP-seq in *SVP FLC FRI* (FLC in WT) and *svp-41 FLC FRI* backgrounds (FLC in *svp-41*). Each ChIP-seq was done in triplicate. Irreproducible discovery rate (IDR) analysis was performed and only the peaks that were reproducible at an IDR ≤ 0.05 were selected for further processing (Materials and methods; Additional file 12).

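The ChIP-seq samples formed 6 groups of 2-week-old seedlings harvested at ZT 8 h, with 3 samples in each group. SVP:GFP, expressed from the *SVP* promoter in *svp-41* plants, was immunoprecipitated with 5 μl of an antibody against GFP in plants with functional *FLC* (WT) and in *flc-3*. Plants expressing *35S::GFP* were the negative control for both SVP:GFP lists. FLC was immunoprecipitated with 2 μl of an antibody against FLC in WT and in *svp-41*, and *svp-41 flc-3* plants were the negative control for both FLC lists. The paper states that these plants grew under SDs, the sample labels state LDs, and the paper's condition is used here. The authors aligned the reads to the TAIR10 genome with Bowtie, which reports the best alignment of a read that matches several places. They called peaks with MACS against the negative control, selected peaks that were reproducible between replicates, and kept those that NarrowPeaks also detected. The values reported come from the authors' final list of merged peaks for each protein and genotype, in which the replicates are no longer separate, so no SD or n is given. Each peak carries its start, end and summit, the authors' fold-enrichment over the control and the authors' −log10(*P*), which were used to describe, rank or filter the peaks of a list. Alternatives with the same minimum of −log10(*P*) in several lists take that value as comparable between them, although it depends on their depth. The lists hold no numbers of reads, so the depth behind a peak is unknown. Target genes are those assigned by the authors. With the gene annotation of TAIR10.1, 815 of 816 pairs of a peak and an annotated target gene of SVP:GFP in WT fell within 3 kb upstream and 1 kb downstream of the gene, as did 328 of 329 pairs in *flc-3*, 347 of 348 pairs of FLC in WT and 411 of 413 pairs in *svp-41*. Peaks of a pair of lists were counted as shared when they overlapped by at least 1 bp, and the overlap by chance was taken from 1000 random placements of the second list on the same chromosomes. A peak was counted as lying at copied sequence when the 200 bp around its summit matched another place in the genome with at least 95% identity over at least 150 bp.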

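The peaks of SVP:GFP in WT, 523 in number, had widths from 175 to 4826 bp, with a median of 610 bp. Their fold-enrichment had a median of 3.70 and ranged from 2.41 to 10.4, and their −log10(*P*) had a median of 31.4 and a minimum of 17.2. The 3 peaks with the highest −log10(*P*) were on chromosome 1 from 8598499 to 8599336 (−log10(*P*) of 204), on chromosome 5 from 22134148 to 22135011 (183) and on chromosome 4 from 16080370 to 16080953 (181). They were assigned to *SEP3* (AT1G24260) and AT1G24265, to *DFL1* (AT5G54510), and to AT4G33400 and *SPPL1* (AT4G33410). The list held 773 target genes, and 39 peaks (7.46%) had no assigned gene. At copied sequence lay 27 peaks (5.16%, 95% Wilson confidence interval 3.57 to 7.41%, which covers counting error only), compared with 10.4% of 20000 random positions of the genome. The alternative that moved the number of genes most, summits from 1 kb upstream of a gene to its end, gave 407 genes, and requiring a −log10(*P*) of at least 20 gave 460 peaks.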

In WT, SVP:GFP binding was detected at 523 unique genomic regions that were assigned to 773 neighbouring genes (peaks reside 3 kb upstream of the transcription start site or 1 kb downstream of the transcription end site) (Figure 2A; Additional file 13). On the other hand, in the *flc-3* mutant 264 peaks were called for SVP:GFP and annotated to 303 genes (Figure 2A; Additional file 13). Among these genes, 220 were bound in both genotypes, indicating that SVP:GFP binds to these genes regardless of the presence or absence of FLC. Conversely, 83 genes were identified only when FLC was absent, whereas 553 genes were bound only in the presence of FLC (Figure 2A). 

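The list of SVP:GFP in *flc-3* held 246 peaks with 303 assigned genes, a median width of 429 bp and a median fold-enrichment of 3.50. The −log10(*P*) had a median of 19.1 and a minimum of 11.4. The highest values were those of a peak on chromosome 4 from 6771742 to 6772388 in the first annotated intron of *SPA2* (AT4G11110) and of a peak on chromosome 5 from 16440607 to 16441332 assigned to *DRB5* (AT5G41070), AT5G41071 and *GDPD2* (AT5G41080), both with a −log10(*P*) of 97.2. The next peak, on chromosome 2 from 31623 to 31780 (96.9), had no assigned gene and lay at sequence with 24 near-identical copies. In this list 53 peaks (21.5%) had no assigned gene and 60 (24.4%, Wilson interval 19.4 to 30.1%) lay at copied sequence. The number of peaks fell to 112 when a −log10(*P*) of at least 20 was required and to 140 with 1 threshold for all 4 lists.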

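At the level of peaks, 144 of the WT peaks (27.5%) overlapped a peak in *flc-3*, and 148 of the *flc-3* peaks (60.2%) overlapped a WT peak. Random placement gave 1.41 overlapping WT peaks on average and 6 at most (permutation test, one-sided, *P* = 0.001, the smallest that 1000 placements can give). The overlap changed most with a −log10(*P*) of at least 20 in both lists, to 73 WT peaks. Both lists were called against the same *35S::GFP* samples, so chance differences in those samples enter both lists, and their share in the overlap was not analysed here.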

The proportion of SVP:GFP target genes found only in WT or *flc-3* differed significantly between the two genotypes (*P* <2.2e-16, Chi-square test). Thus, overall the presence of FLC increased the number of SVP:GFP targets, but targets only bound in the absence of FLC were also detected. 

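Genes found in a single genotype made up 553 of the genes of SVP:GFP in WT (71.5%) and 83 of those in *flc-3* (27.4%). The difference was 44.1 percentage points (Chi-square test with continuity correction, two-sided, chi-square 174, *P* = 1.15e-39). The genes of a list were the units of this test. Shared genes are in both lists, so the longer list of genes always has the larger share, and the units are not independent. Among the alternatives, equal list sizes changed the difference most: with the 246 peaks of highest −log10(*P*) in each list it was 12.0 percentage points (Chi-square test, *P* = 0.0022), with 375 genes in WT and 303 in *flc-3*.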

Binding to the flowering-related genes *SEP3*, *SOC1* and *SCHLAFMUTZE* (*SMZ*), which were previously shown to be targets of SVP [4,9,11,12], did not depend on the presence of FLC. However, *TEMPRANILLO 1* (*TEM1*), *CONSTANS-LIKE 1* (*COL1*) and *CONSTANS-LIKE 4* (*COL4*) were exclusively bound in WT when both TFs were present. 

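*SEP3* lies on the minus strand of chromosome 1 from 8593536 to 8596123. Its SVP:GFP peak had a summit 2735 bp upstream and a fold-enrichment of 10.4 in WT, and a summit 2753 bp upstream and a fold-enrichment of 6.85 in *flc-3* (8598558 to 8599095). *SOC1* (AT2G45660) lies on chromosome 2 from 18807505 to 18811125. The SVP:GFP peak near its start spanned 18810875 to 18812007 in WT, with a fold-enrichment of 9.45, and 18810952 to 18811387 in *flc-3*, with a fold-enrichment of 5.54. The summits were 30 bp and 28 bp upstream of the gene. *SMZ* (AT3G54990) lies on chromosome 3 from 20373718 to 20376522, with a peak from 20378908 to 20379381 in WT (fold-enrichment 3.74, rank 258 of 523) and from 20379013 to 20379343 in *flc-3* (3.50, rank 162 of 246). Both *SMZ* peaks contained the CArG-box CCTTATTTGG at 20379168 to 20379177.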

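*TEM1* (AT1G25560) lies on the minus strand of chromosome 1 from 8981556 to 8983314 and had a pair of SVP:GFP peaks in WT. The peak from 8981252 to 8982132 had its summit in the 3′UTR and a fold-enrichment of 3.58. The peak from 8983479 to 8984369 had its summit 575 bp upstream, a fold-enrichment of 4.09 and the CArG-box CCATATTTGG at 8983909 to 8983918. In *flc-3* the nearest SVP:GFP summit was 382680 bp from *TEM1*. The WT peak of *COL1* (AT5G15850), on chromosome 5 from 5177724 to 5178147, had a fold-enrichment of 4.01 and was assigned to 4 genes, with its summit 33 bp upstream of *COL1*. That of *COL4* (AT5G24930), on chromosome 5 from 8588733 to 8589329, had its summit 472 bp upstream and a fold-enrichment of 4.33. The nearest summits in *flc-3* were 715325 bp from *COL1* and 141238 bp from *COL4*.

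**Figure D1:**
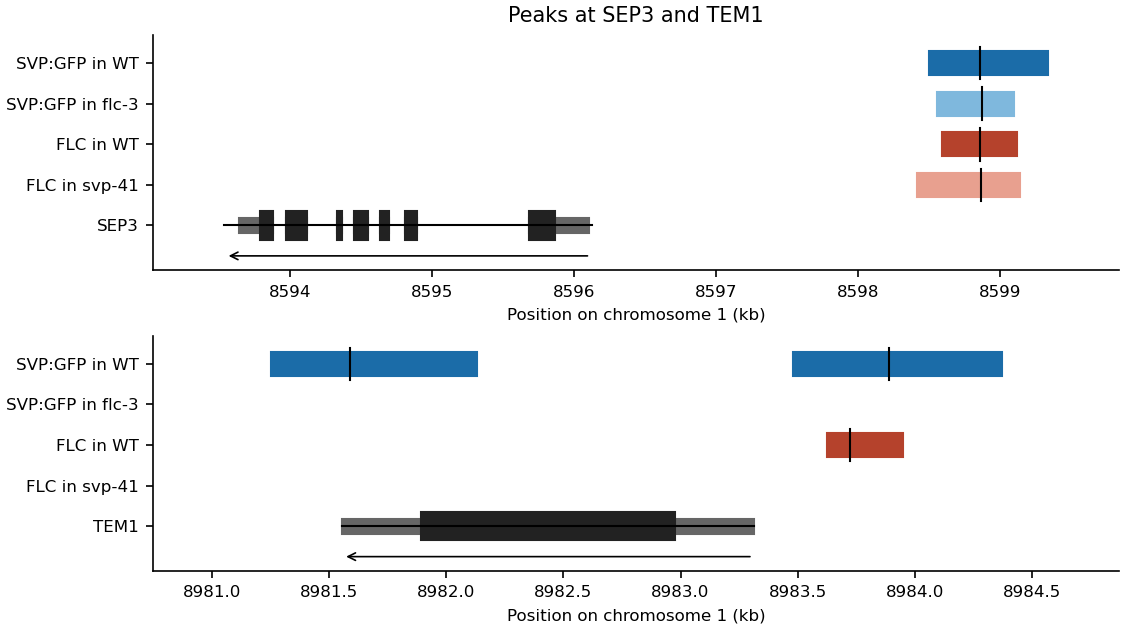
Maps of *SEP3* and *TEM1* with the peaks of the 4 lists against the position on chromosome 1. Bars are peaks, black lines are summits, tall boxes are coding exons and short boxes are other exons of the first annotated transcript, and the arrow gives the direction of transcription. *SEP3* has peaks in all 4 lists and *TEM1* in both WT lists.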

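Each SVP:GFP summit in WT was assigned to a class of position with the annotation of TAIR10.1, a summit inside a gene counting for that gene. Of the 523 summits, 248 (47.4%) lay up to 3 kb upstream of a gene, compared with 25.0% of random positions (permutation test, *P* = 0.001, the smallest that 1000 sets can give). 5′UTRs held 14.7% of the summits, 3′UTRs 12.8% and coding exons 4.21%. A further 7.07% lay up to 1 kb downstream of a gene and 7.27% outside genes and their flanks, and the remaining summits were in introns. The share upstream changed most, to 65.4%, when a summit up to 3 kb upstream of any gene was counted as promoter even inside another gene, an alternative chosen after seeing the data. With that rule the share of random positions was 52.8%.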

As described for other MADS-box TFs [3-5,7,9,20], binding sites were mostly found in promoter regions 5’ of transcriptional start sites, and in smaller proportions in exons, introns and UTRs (Additional file 14). 

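In *flc-3*, 88 of the 246 SVP:GFP summits (35.8%) lay up to 3 kb upstream of a gene, compared with 25.2% of random positions (permutation test, *P* = 0.002). Outside genes and their flanks lay 22.0%. The share upstream was 11.6 percentage points higher in WT (Chi-square test, two-sided, chi-square 8.76, *P* = 0.00308). Without the peaks at copied sequence, an alternative chosen after seeing the data, the difference was 5.31 percentage points (Chi-square test, *P* = 0.249). With a −log10(*P*) of at least 20 it was 9.22 percentage points (Chi-square test, *P* = 0.099), and with promoters of up to 1 kb it was 6.15 (Chi-square test, *P* = 0.0964). The other alternatives kept it past the threshold. It was 10.3 with 1 threshold for all 4 lists (Chi-square test, *P* = 0.0381) and 12.4 with the midpoint of the peak (Chi-square test, *P* = 0.00161). With promoters counted before genes, chosen after seeing the data, it was 11.3 (Chi-square test, *P* = 0.00333).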

Overall, this distribution was not affected by the presence of FLC (Additional file 14).

**Figure 2:**
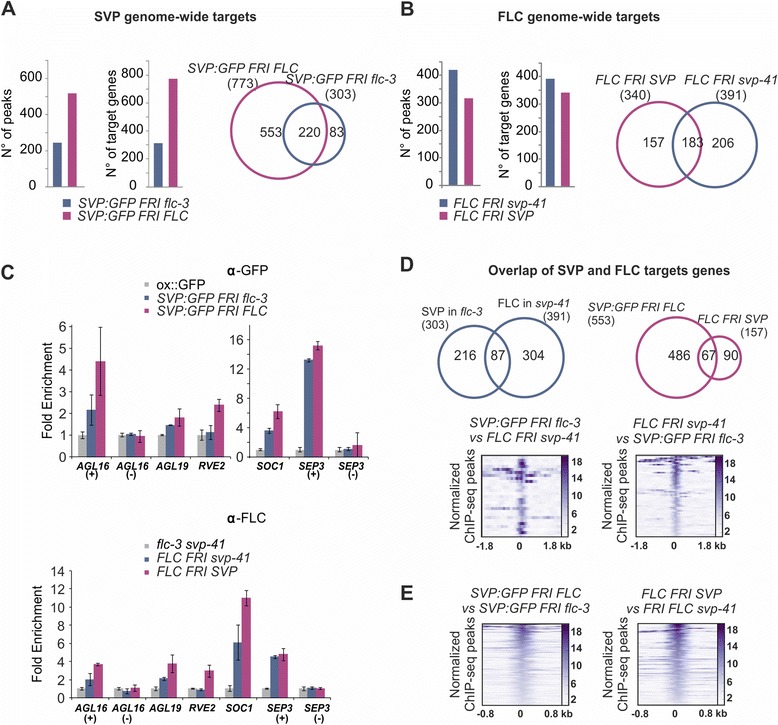
**Absence of cognate partner in the SVP-FLC complex influences genome-wide binding events of individual transcription factors. (A)** Number of significantly read-enriched peaks and their corresponding genes (left) for SVP binding in FLC (violet) and in *flc-3* mutant genotype (blue). Overlap among target genes for both genotypes (right). **(B)** Number of significantly enriched peaks and their corresponding genes (left) for FLC binding in SVP (purple) and in *svp-41* mutant genotype (blue) (left). Overlap among target genes for both genotypes (right). **(C)** Validation of selected targets. For each target, fold-enrichment relative to its input is shown. Plus signs indicate primers flanking predicted binding site; minus signs indicate primers not flanking predicted binding site used as negative control. Mean values are accompanied by standard error. **(D)** Top left: Venn diagram displaying the number of overlapping targets highly enriched for SVP binding in *flc-3* mutant and highly enriched for FLC binding in *svp-41* mutant ChIPs. Shared targets (total 87) are shown in the overlap area. Top right: Venn diagram displaying the number of overlapping targets highly enriched in ChIP for SVP binding only in WT and highly enriched for FLC binding only in WT ChIPs. Bottom: heat maps for a selection of 84 peaks for SVP binding in *flc-3* mutant found to overlap the peaks for FLC binding in *svp-41* mutant. Normalized binding signals are visualized 1.75 kb around each peak summit. The binding regions were sorted according to their maximum median value for FLC in the *svp-41* mutant. **(E)** Heatmap of normalized binding signals for 148 peak summits corresponding to SVP binding in FLC WT that overlap the peaks found for SVP binding in *flc-3* mutant (left), and for 170 peak summits corresponding to FLC binding in SVP WT and overlapping peak regions for FLC binding in *svp-41* mutant (right). In both cases, results were sorted according to the maximum median values and visualized for genomic regions 750 bp around peak summits.

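The peaks of FLC in WT had a median width of 233 bp and a median fold-enrichment of 3.28, with a range from 1.32 to 16.4. Their −log10(*P*) had a median of 10.4 and a minimum of 4.33. In *svp-41* the median width was 300 bp, the median fold-enrichment 3.65 with a range from 1.43 to 17.0, and the −log10(*P*) had a median of 15.6 and a minimum of 9.24. The highest −log10(*P*) of FLC in WT was that of a peak on chromosome 2 from 8813369 to 8813990, assigned to AT2G20440, AT2G20450 and AT2G20453. It was followed by a peak on chromosome 5 from 16440600 to 16441151, assigned to *DRB5*, AT5G41071 and *GDPD2*, and by a peak on chromosome 3 from 1652680 to 1653261 assigned to *RLP33* (AT3G05660) and AT3G05670. In *svp-41* the highest were the peak at *SOC1* (18810847 to 18811451), a peak on chromosome 1 from 4548436 to 4549076 in the 3′UTR of *AOC4* (AT1G13280), and a peak on chromosome 1 from 7065163 to 7065783 downstream of AT1G20380, whose sequence has 1 near-identical copy. Of the 315 peaks in WT, 103 (32.7%) had no assigned gene and 102 (32.4%, Wilson interval 27.5 to 37.7%) lay at copied sequence. Of the 419 peaks in *svp-41*, these were 177 (42.2%) and 193 (46.1%, 41.3 to 50.8%). A −log10(*P*) of at least 20 left 77 peaks in WT and 152 in *svp-41*.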

For FLC, a total of 315 binding sites were detected in WT by ChIP-seq and these corresponded to 340 target genes, whereas 419 binding sites and 391 target genes were identified in *svp-41* mutant (Figure 2B; Additional file 13). Only 183 genes were detected in both genotypes (Figure 2B), among which were *SEP3* and *SOC1* that were also found in SVP:GFP ChIP-seq. 

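Of the FLC peaks in WT, 183 (58.1%) overlapped a peak in *svp-41*, and 175 of the *svp-41* peaks (41.8%) overlapped a WT peak. The average of random placements was 0.754 overlapping peaks (permutation test, one-sided, *P* = 0.001, the smallest possible here). The FLC peak upstream of *SEP3* had a fold-enrichment of 8.77 in WT (8598589 to 8599118) and 11.8 in *svp-41* (8598413 to 8599137). At *SOC1* the fold-enrichment was 9.63 in WT (18810863 to 18811421). Both FLC lists were called against the same *svp-41 flc-3* samples.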

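Target genes of FLC found in a single genotype were 157 of 340 in WT (46.2%) and 208 of 391 in *svp-41* (53.2%). Upstream of *TEM1*, FLC in WT had a peak from 8983623 to 8983948 with a fold-enrichment of 2.97, rank 224 of 315 by −log10(*P*), and a summit 409 bp from the gene. The nearest FLC summit in *svp-41* was 174842 bp away.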

Among the FLC target genes, 157 were detected only in the presence of SVP - again *TEM1* was one of them - but the total number of targets was lower in WT compared with *svp-41*. In this case, the proportion of unique genes did not significantly differ between the two genotypes (*P* = 0.1, Chi-square test). 

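The share of genes found in a single genotype differed by −7.02 percentage points between WT and *svp-41* (Chi-square test with continuity correction, two-sided, chi-square 3.31, *P* = 0.0689). An exact binomial test of the 157 genes found only in WT and the 208 found only in *svp-41* against equal numbers gave *P* = 0.00878. With 1 threshold for all 4 lists the difference was −32.8 percentage points (Chi-square test, *P* = 1.44e-07), and with a −log10(*P*) of at least 20 it was −29.4 (Chi-square test, *P* = 1.48e-05). With equal list sizes it changed direction, to 5.76 percentage points (Chi-square test, *P* = 0.214), with 282 genes in WT and 250 in *svp-41*.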

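Summits of FLC lay up to 3 kb upstream of a gene at 117 of 315 peaks in WT (37.1%) and at 118 of 419 peaks in *svp-41* (28.2%). Random positions gave 25.1% for WT (permutation test, *P* = 0.001) and 25.0% for *svp-41* (permutation test, *P* = 0.0779). The share was 8.98 percentage points higher in WT (Chi-square test, two-sided, chi-square 6.26, *P* = 0.0124). Without the peaks at copied sequence the difference was 3.55 percentage points (Chi-square test, *P* = 0.517), and the share in *svp-41* was 50.4% (permutation test, *P* = 0.001). With 1 threshold for all 4 lists the difference was 2.12 percentage points (Chi-square test, *P* = 0.823). Outside genes and their flanks lay 32.4% of the summits in WT and 41.8% in *svp-41*.

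**Figure D2:**
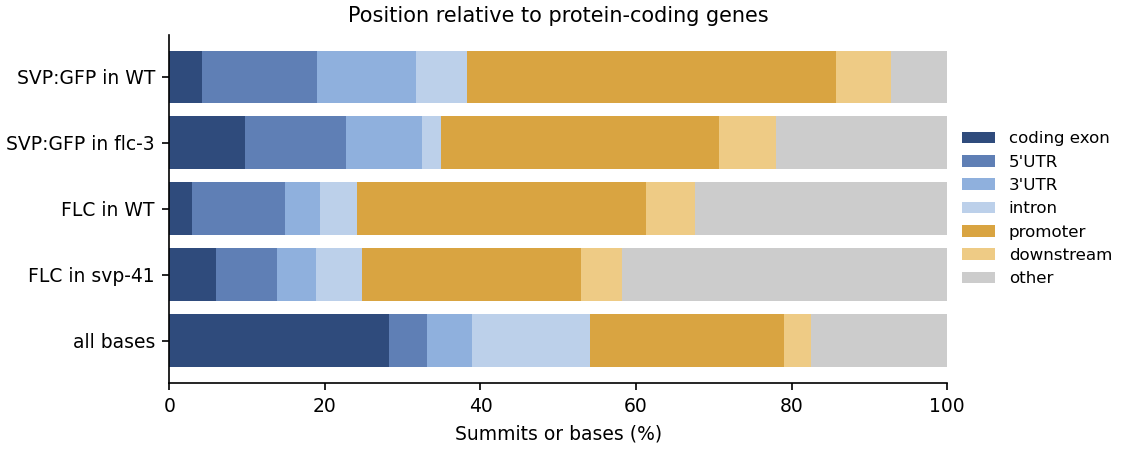
Percent of summits in each class of position for the 4 lists, with the percent of all bases of the genome in each class for comparison. The promoter class, up to 3 kb upstream of a gene, holds 47.4% and 35.8% of the SVP:GFP summits and 37.1% and 28.2% of the FLC summits in WT and mutant, and 24.9% of all bases.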

As for SVP, FLC peaks were mainly located in promoter regions in both genotypes (Additional file 14). Several binding sites for each TF were validated by ChIP quantitative PCR in independent experiments (Figure 2C).

The ChIP-seq data indicated that the presence of one of these MADS-box TFs influenced the binding of the other. SVP genome-wide targets approximately doubled in the presence of FLC. On the other hand, FLC binding sites were greatly altered by the presence of SVP, but in a qualitative rather than a quantitative manner, as the total number of targets did not increase. These results indicate that target recognition by complexes of MADS-box TFs can be substantially altered by the expression of their MADS cognate partners.

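The ratio of SVP:GFP peaks in WT to those in *flc-3* was 2.13. It was 2.67 without the peaks at copied sequence, which left 496 peaks in WT and 186 in *flc-3*, 3.74 with 1 threshold for all 4 lists and 4.11 with a −log10(*P*) of at least 20. Without the peaks at copied sequence, those 2 thresholds gave 4.51 and 5.01. In Text S2 of the paper, the counts of reproducible peaks for pairs of replicates overlapped between WT and *flc-3*. The ratio may therefore differ with the replicates used.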

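For FLC, the ratio of peaks in *svp-41* to peaks in WT was 1.33. Without the peaks at copied sequence there were 226 peaks in *svp-41* and 213 in WT, a ratio of 1.06. With 1 threshold for all 4 lists the ratio was 2.03, and 1.82 without those peaks. At a −log10(*P*) of at least 20 it was 1.97, and 1.74 without them. The counts for pairs of replicates in Text S2 overlapped between WT and *svp-41* too, so this ratio may also differ with the replicates used.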

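Of the genes assigned to peaks, 273 were targets of SVP:GFP in either genotype and of FLC in either genotype, and 55 were in all 4 lists. From the larger number of SVP targets with FLC present, and from FLC targets that changed in identity more than in number, the paper proposes that the targets recognised by complexes of MADS-box TFs can be altered by the expression of their partners.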

### Combinatorial binding and joint genomic occupancy of FLC and SVP

To investigate co-regulation of target genes by FLC and SVP their binding sites were compared. First, the sites at which FLC and SVP bound DNA independently of each other were identified. Of the 303 genes recognized by SVP:GFP in *flc-3* background, 87 (29%) were also bound by FLC in *svp-41* (22% of the FLC targets *in svp-41*). Therefore, when FLC and SVP bind independently, about 20 to 30% of their target genes are shared. 

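The 87 genes were 28.7% of the SVP:GFP genes in *flc-3* and 22.3% of the FLC genes in *svp-41*. Among the 27444 protein-coding genes of the annotation, 78 genes were shared where 3.70 were expected by chance, an odds ratio of 36.5 (Fisher's exact test, one-sided, *P* = 2.14e-81). A peak can be assigned to several neighbouring genes, so the genes are not independent units and this *P* overstates the evidence. With the background limited to genes in any of the 4 lists, the odds ratio was 0.694 (Fisher's exact test, *P* = 0.995). That background removes most genes found in neither list by construction, which lowers the odds ratio whatever the sharing. Among the alternatives, the number of shared genes fell most with a −log10(*P*) of at least 20, to 33. The odds ratio was then 64.2 against the protein-coding genes.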

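Of the SVP:GFP peaks in *flc-3*, 86 (35.0%) overlapped an FLC peak in *svp-41*, and 82 FLC peaks in *svp-41* (19.6%) overlapped an SVP:GFP peak in *flc-3*. Random placement gave 0.787 overlapping peaks on average (permutation test, one-sided, *P* = 0.001, the smallest possible here). At copied sequence lay 38 of the 86 peaks (44.2%), and without such peaks the overlap was 48 peaks, with an average of 0.324 from random placement.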

The presence of these common targets (Figure 2D, top left) and the co-occurrence of binding sites (Figure 2D, bottom) suggests that these TFs can regulate the same pathways independently of each other. 

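*FT* (AT1G65480) lies on chromosome 1 from 24331373 to 24333999. SVP:GFP in *flc-3* had a peak from 24330603 to 24331682, with its summit 56 bp upstream of *FT* and a fold-enrichment of 2.12. The FLC peak in *svp-41*, from 24331589 to 24332039, had its summit in intron 1 and a fold-enrichment of 6.10, and it contained the CArG-box CCTTTTTTGG at 24331801 to 24331810. The peaks overlapped only from 24331589 to 24331682. Their summits, at 24331317 and 24331802, were not within 100 bp of each other. The SVP:GFP peak ranked 181 of 246, with a −log10(*P*) of 14.4. It was thus absent with a −log10(*P*) of at least 20 and with 1 threshold for all 4 lists. The nearest summits in WT were 78741 bp from *FT* for SVP:GFP and 346996 bp for FLC. At *SOC1*, the peaks without the partner ranked 27 of 246 for SVP:GFP and 1 of 419 for FLC, and neither contained an exact CArG-box. The SVP:GFP peak at *SOC1* in WT contained the same 10 bp as the FLC peak of *FT*, at 18811827 to 18811836, which is 677 bp from its summit.

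**Figure D3:**
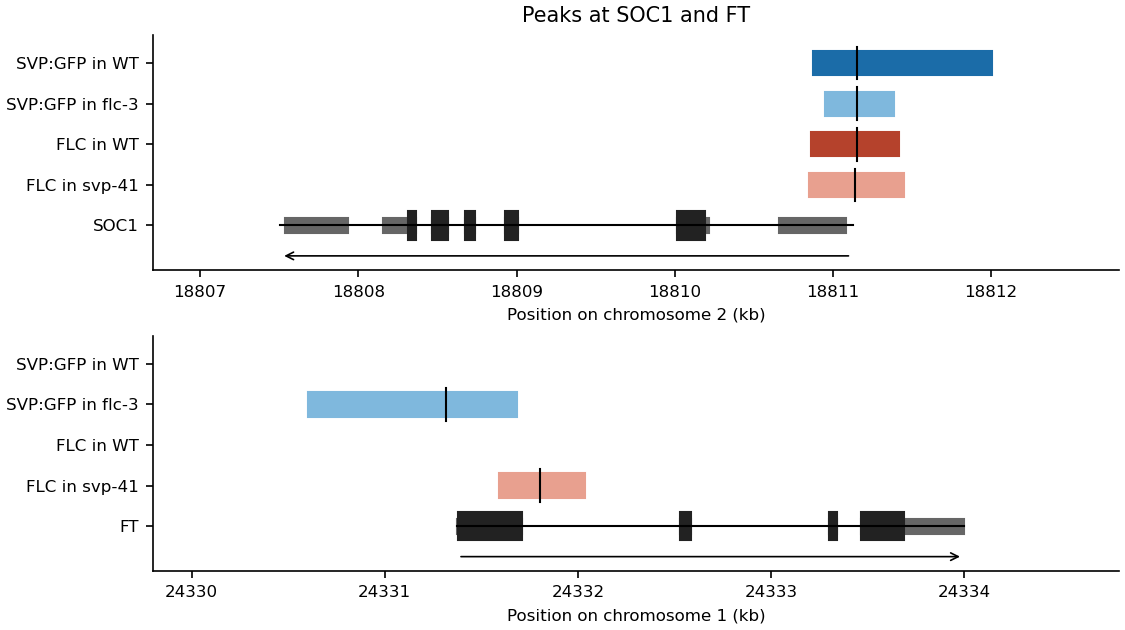
Maps of *SOC1* on chromosome 2 and *FT* on chromosome 1 with the peaks of the 4 lists against the position on the chromosome. Bars are peaks, black lines are summits, tall boxes are coding exons and short boxes are other exons of the first annotated transcript, and the arrow gives the direction of transcription. *SOC1* has peaks in all 4 lists and *FT* in the 2 mutant lists.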

Interestingly, among those targets where the proteins bind independently are the flowering integrator genes *FT* and *SOC1*. In agreement with this observation, signalling allocation analysis of *FT* and *SOC1* in the transcriptome data indicates that FLC:SVP is not required for repression of these genes (Additional file 9). On the other hand, 67 genes appear to be bound by both TFs only in the WT context (Figure 2D, top right).

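The 67 genes were 12.1% of the SVP:GFP genes and 42.7% of the FLC genes found only in WT. In the background of protein-coding genes, 62 genes were shared where 2.77 were expected, an odds ratio of 43.3 (Fisher's exact test, one-sided, *P* = 1.09e-67). The 67 genes came from 42 SVP:GFP peaks, so they are not independent units and this *P* overstates the evidence. Against genes in any of the 4 lists, the odds ratio was 0.748 (Fisher's exact test, *P* = 0.962), a value lowered by construction in the same way. The number of genes in both sets fell most, to 23, with a −log10(*P*) of at least 20 and with 1 threshold for all 4 lists. The odds ratios were then 145 and 114 against the protein-coding genes. Among all WT peaks, 143 SVP:GFP peaks (27.3%) overlapped an FLC peak and 146 FLC peaks (46.3%) overlapped an SVP:GFP peak, compared with 1.51 on average in random placement (permutation test, *P* = 0.001).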

Similarly, common regions bound by SVP:GFP in *flc-3* and in WT (Figure 2A), and also those shared by FLC in *svp-41* and in WT, were very highly correlated (Figure 2E). This analysis suggests that for these common targets the single proteins and the FLC:SVP heterodimer bind to the same regions.

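Between overlapping SVP:GFP peaks in WT and *flc-3*, the median distance of the summits was 30 bp, and 124 of 148 pairs (83.8%) had summits within 100 bp. Summits placed at random within the same peaks gave a median of 193 bp (permutation test, one-sided, *P* = 1e-04, the smallest that 10000 sets can give). For FLC in WT and *svp-41* the median was 18 bp, compared with 102 bp at random, and 167 of 183 pairs (91.3%) had summits within 100 bp. A −log10(*P*) of at least 20 changed these medians most, to 18 bp for SVP:GFP and 12 bp for FLC. The random summits were spread evenly over each peak. Called summits near the middle of overlapping peaks would also lie closer than these, so the test cannot separate a shared site from neighbouring sites.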

In summary, our results indicate that when FLC and SVP regulate the same target genes in the absence of the other protein they bind to common genomic regions (Figure 2D, bottom). This observation suggests that for certain targets these factors can compensate for loss of activity of the other, acting redundantly and providing robustness to the system. Furthermore, at targets recognised by individual TFs and the complex, they locate to the same binding regions (Figure 2E).

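At 80 of the 87 genes bound by SVP:GFP in *flc-3* and FLC in *svp-41* (92.0%), the peaks of the 2 proteins overlapped, and at 7 genes they were separate. The median distance of the overlapping summits was 14.5 bp, compared with 103 bp for summits placed at random within the peaks (permutation test, *P* = 1e-04). Within 100 bp of each other lay 77 of 86 pairs (89.5%).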

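In WT, overlapping SVP:GFP and FLC peaks had summits at a median distance of 22.5 bp, compared with 144 bp at random (permutation test, *P* = 1e-04). In 132 of 146 pairs (90.4%) the summits were within 100 bp. The random summits were again spread evenly over each peak, here and for the peaks without the partner. These tests thus cannot separate a shared site from neighbouring sites either.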

### Peak analysis reveals quantitative and significant differences in SVP and FLC binding sites

In order to better elucidate the basis of the differences that we observed between the ChIP-seq datasets obtained in the different genetic backgrounds (Figure 2A,B), we performed differential binding analyses [50,51] and quantitative comparisons of peak height [52] (Materials and methods; Additional files 12, 15 and 16).

Differential binding in the two genotypes was examined for each TF in a region ±750 bp around the peak summits (Additional file 12). The peaks in each genotype were identified independently and then each peak was compared with the corresponding region in the other genotype. The 521 SVP:GFP peaks in WT were compared with the corresponding regions in *flc-3*, and 63 significant differences were detected (Hotelling’s T^2^ test, adjusted *P*-value ≤ 0.05; Figure 3A; Additional file 16). By contrast, the reciprocal comparison revealed one significant difference in 245 peaks (Additional file 17). However, a similar number of differences was found by comparing FLC peaks in WT with the same regions in *svp-41* (Figure 3A) or FLC peaks in *svp-41* with the corresponding regions in WT (Additional file 18). Median profiles show that, overall, peaks in SVP:GFP in WT are more read-enriched than the same regions observed in the *flc-3* (Figure 3A). Interestingly, the FLC binding pattern is the reverse, showing stronger binding in the *svp-41* mutant genetic background (Additional file 18).

**Figure 3:**
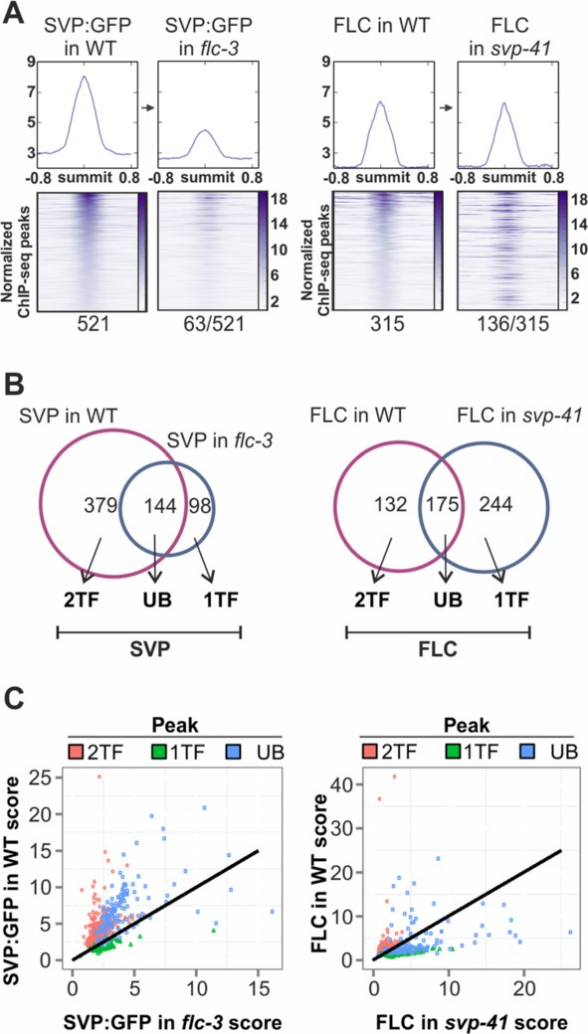
**Normalized fold-change between ChIP-seq peak heights and peak shape analysis by functional PCA techniques show differences in binding behaviour. (A)** Left panels for SVP: heat map of 521 TF binding sites for SVP:GFP in FLC WT for regions ±750 bp around the peak summits (the binding regions were sorted according to their maximum median value), and heat map for SVP:GFP binding intensity in *flc-3* mutant. Regions and ordering are the same in both heat maps. Right panels for FLC: heat map of the 315 TF binding sites for FLC binding in SVP WT for regions of ±750 bp around the peak summits and heat map for FLC binding in *svp-41* mutant. Regions and ordering are the same in both heat maps. Summary images above the heat maps plot the median profiles for each experiment. Values below the heat map indicate significant differentially occurring binding events (adjusted *P* ≤ 0.05) detected by comparison between the paired panels. **(B)** FLC and SVP ChIP-seq datasets used for analysis. Labels: 1TF, peaks enriched exclusively when only one TF is present; 2TF, peaks enriched exclusively when both TFs are present; UB, (ubiquitous) peaks enriched in both conditions. **(C)** Scatter-plot of the normalized peak scores calculated as in Bardet *et al*. [52] for SVP and FLC ChIP-seq peaks. 2TF (379 and 132 peaks, respectively), UB (144 and 175 peaks, respectively) and 1TF (98 and 244 peaks, respectively). No change in fold-enrichment is represented by the black line.

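From the overlaps, the SVP:GFP lists gave 379 peaks found only in WT, 144 WT peaks shared with *flc-3* and 98 peaks found only in *flc-3*. The FLC lists gave 132 peaks found only in WT, 175 *svp-41* peaks shared with WT and 244 peaks found only in *svp-41*. Copied sequence lay under 47 of the SVP:GFP peaks found only in *flc-3* (48.0%), 10 of those shared (6.94%) and 17 of those found only in WT (4.49%). For FLC these were 130 of the peaks found only in *svp-41* (53.3%), 63 of those shared (36.0%) and 31 of those found only in WT (23.5%).

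**Figure D4:**
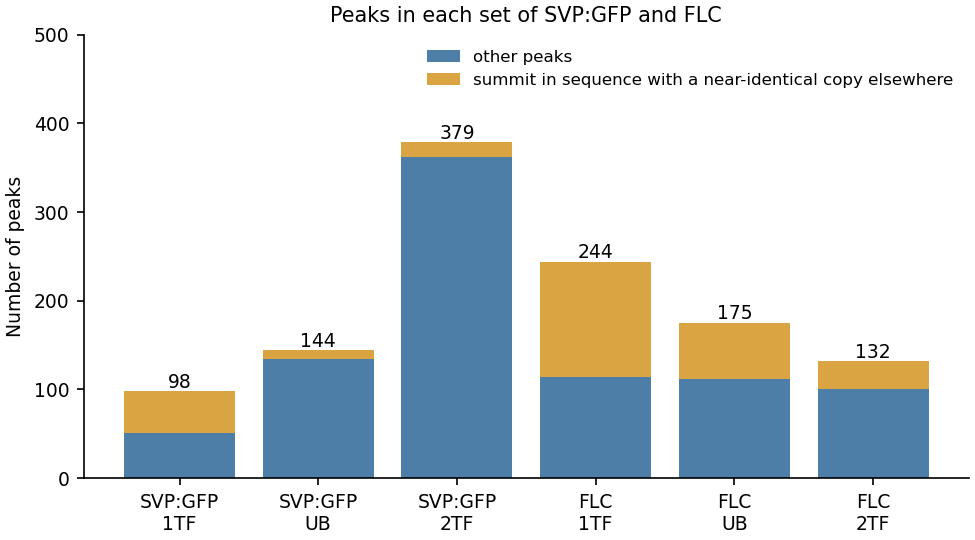
Number of peaks found only in the mutant (1TF), in both genotypes (UB) and only in WT (2TF) for SVP:GFP and FLC, divided into peaks at copied sequence and other peaks. Copied sequence lies under 47 of 98 SVP:GFP peaks and 130 of 244 FLC peaks found only in the mutant.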

To further explore TF binding strength in our data a quantitative analysis of peak changes was performed, dividing first the consensus lists of regions for FLC and SVP into three groups: peaks present in both WT and the mutant for the interacting TF referred to as ubiquitous (UB); peaks only identified in WT, that is, when both TFs were present (2TF); and peaks only identified in the mutant (1TF) (Figure 3B). Of 144 SVP:GFP UB binding regions, 120 (83%) presented higher binding in the presence of FLC, whereas only 24 presented decreased binding (Figure 3C). By contrast, for FLC, only 47 of 175 UB regions (27%) showed higher binding when SVP was present (Figure 3C). Thus, the presence of FLC quantitatively increased peak height for SVP:GFP whereas FLC showed no strong dependency for binding strength on the presence of SVP. On the other hand, SVP has a more qualitative effect on binding of FLC.

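The paper's Table S6 gives a score of every region in both genotypes, and these scores are the paper's. A UB region was counted as lying at copied sequence when it overlapped a peak of the mutant list at copied sequence. By this division, 117 of the 133 SVP:GFP UB regions outside copied sequence (88.0%) scored higher in WT, as did 3 of the 11 at copied sequence (27.3%). The median log2 ratio of the scores was 0.91 and −0.12, respectively.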

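Outside copied sequence, 31 of 112 FLC UB regions (27.7%) had the higher Table S6 score of the paper in WT, and at copied sequence 16 of 63 (25.4%). The median log2 ratio of WT to *svp-41* was −0.48 and −0.57.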

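Within the list of SVP:GFP in WT, the median fold-enrichment was 6.04 for the 144 peaks shared with *flc-3* and 3.46 for the 379 others. The difference of 2.58 was past the threshold (permutation test of the medians, 100000 resamples, two-sided, *P* = 1e-05, the smallest they can give). Within the list of FLC in WT, the median was 3.18 for the 132 peaks found only in WT and higher by 0.226 for the 183 peaks shared with *svp-41* (permutation test, *P* = 0.083). The difference for FLC passed the threshold when sharing was defined by summits within 100 bp, at 0.396 (permutation test, *P* = 0.00532), and when peaks at copied sequence were left out, at 0.371 (permutation test, *P* = 0.0426). With −log10(*P*) in place of fold-enrichment it was 3.10 (permutation test, *P* = 0.00438).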

### *Cis*-regulatory elements vary among genotypes

To study whether the sets of binding sites of FLC, SVP and FLC:SVP could be explained by the presence of different CArG-boxes or other sequences we performed *de novo* motif discovery using MEME [53]. CArG-boxes bound by most plant MADS-box proteins correspond to the canonical sequence CC(A/T)_6_GG, although variations in the distribution of A and T nucleotides in the A/T stretch or its length have been described [54-56], even for the same TF at different developmental stages [57]. DNA regions bound by FLC and SVP were divided as before into three groups (UB, 1TF, 2TF; Figure 3B). Three different motifs were enriched in the dataset (Figure 4A). The canonical CC(A/T)_6_GG motif was found to be the most enriched in all genotypes, whether FLC or SVP and 1TF, 2TF or UB data were used (Figure 4A,B) and CArG-boxes with different A/T stretches (for example, 5 and 7 bp length) were also enriched in the three categories (UB, 1TF, 2 TF) (Additional file 19). Therefore, FLC:SVP did not appear to recognise CArG-boxes with different A/T stretch lengths than those bound by the TFs acting independently. Nevertheless, analysis of the position weight matrix revealed differences between the recognition sites for the heterodimer and for the TFs acting independently (Figure 4C). 

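The consensus CC(A/T)_6_GG was searched as a string in the peaks and in 1000 sets of random regions of the same lengths on the same chromosomes, with a Z-score above 3 as the threshold. The position weight matrices of the paper were not used. For FLC, 23 of the 175 UB peaks (13.1%) contained a match, compared with 2.51% of random regions (Z-score 9.37). So did 20 of the 244 1TF peaks (8.20%, compared with 1.67%, Z-score 7.52) and 7 of the 132 2TF peaks (5.30%, compared with 1.53%, Z-score 3.51). For SVP:GFP, the Z-score was 4.04 in 1TF peaks (9 of 98) and 3.26 in UB peaks (16 of 144). In SVP:GFP 2TF peaks, 24 of 379 (6.33%) contained a match, compared with 4.63% of random regions (Z-score 1.59). With 5 or 7 A/T bases in place of 6, the result that moved most was that of FLC UB peaks, to a Z-score of 2.73. The SVP:GFP 2TF peaks passed the threshold with at most 1 mismatch allowed (Z-score 6.38) and within 100 bp of the summits (3.47).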

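For CArG-boxes with 5 or 7 A/T bases, the Z-score was 1.29 in SVP:GFP 1TF, 0.263 in UB and 1.79 in 2TF peaks. For FLC it was 2.82 in 1TF and 2.36 in 2TF peaks, and all 6 sets were under the threshold of 3.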

We identified differences in A/T distribution. For 1TF the A/T stretch clearly favours the T nucleotide for most of the positions, whereas for 2TF or UB this preference is less pronounced and in fact inclined more towards the A base (Figure 4C; Additional file 20). This difference likely contributes to sequence-specific recognition capabilities for the heterodimer and TFs acting independently. *De novo* motif discovery also detected other motifs significantly enriched in the peak sequences. 

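The string CACGTG was present in 58 of the 144 SVP:GFP UB peaks (40.3%), compared with 8.54% of random regions (Z-score 13.9), and in 91 of the 379 2TF peaks (24.0%, compared with 7.81%, Z-score 12.7). In SVP:GFP 1TF peaks it was present in 3 of 98 (3.06%, compared with 4.55%, Z-score −0.761). For FLC, it was present in 17 of 175 UB peaks (9.71%, Z-score 3.55), 21 of 132 2TF peaks (15.9%, Z-score 9.56) and 7 of 244 1TF peaks (2.87%, compared with 2.89%, Z-score −0.0156). The Z-score of the FLC 1TF peaks became 1.79 without peaks at copied sequence, and that of the FLC UB peaks fell under the threshold with random regions taken upstream of genes (2.85) and with a −log10(*P*) of at least 20 (1.91).

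**Figure D5:**
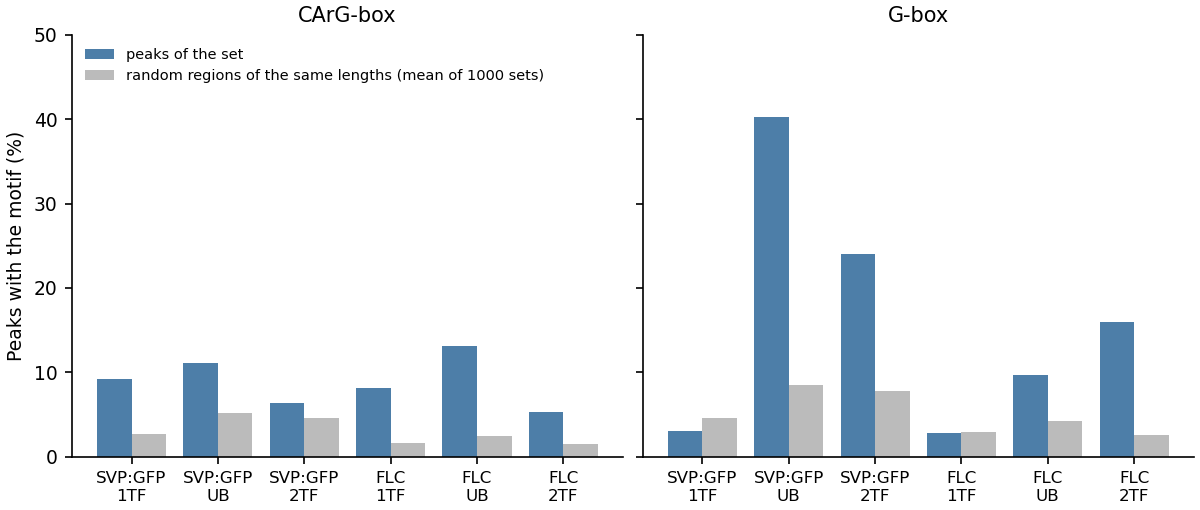
Percent of peaks with a CArG-box and with a G-box in the 1TF, UB and 2TF sets of SVP:GFP and FLC, beside the mean percent of 1000 sets of random regions. The G-box is in 40.3% of SVP:GFP UB peaks and in 3.06% of SVP:GFP 1TF peaks.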

G-box motif (CACGTG) was found in UB or 2TF peaks but not in the 1TF set (Figure 4A,B; Additional file 21). The selective enrichment of the G-box suggests that basic helix-loop-helix (bHLH) or bZIP TFs might associate more often with the FLC:SVP heterodimer than with complexes containing only one of the factors. 

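Both motifs, as exact matches, were present in 7 of the 1172 peaks of the 6 sets. Within a set, peaks with a CArG-box contained a G-box at an odds ratio of 5.44 in SVP:GFP 1TF (1 peak with both), 0.083 in UB (1 peak) and 0.616 in 2TF (4 peaks). In FLC the odds ratio was 0.386 in UB (1 peak), and in 1TF and 2TF 0 peaks had both. None of the 6 sets passed the threshold (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted *P* = 1 in each). The distance between the motifs was under 100 bp in 2 peaks, 100 to 200 bp in 3 peaks and over 200 bp in 2 peaks. With at most 1 mismatch in the CArG-box, the odds ratio was above 1 in SVP:GFP 2TF (1.18), FLC 1TF (3.31) and FLC 2TF peaks (1.18), with the lowest adjusted *P* of 0.405 (Fisher's exact test).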

Significant co-occurrence of CArG and G-box motifs was observed when FLC and SVP were both present (Figure 4D) and this appears to occur within a distance interval of 100 to 200 bp (Figure 4E), indicating that both motifs occur in the same binding region. G-boxes were previously found adjacent to SVP binding sites [9]. In addition, a previously undescribed Complex-Enriched motif (CE-box, sequence [CA]CGG[GT][AT]A[TG][AT]GCCGGT) was enriched only among the targets in the 2TF and UB of SVP ChIP-seq dataset (Figure 4A,B; Additional file 21).

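Exact matches to this 15 bp sequence were in 5 of the 144 SVP:GFP UB peaks (Z-score 52.8) and in 1 of the 379 SVP:GFP 2TF peaks (Z-score 7.38). None was found in the SVP:GFP 1TF peaks or in the 3 FLC sets. Matches in random regions were so rare that a single match gives a high Z-score. The Z-score of the UB peaks moved most without peaks at copied sequence, an alternative chosen after seeing the data, to 91.3, and that of the 2TF peaks within 100 bp of the summits, to 14.1. With at most 2 mismatches it was 32.2 in UB and 11.1 in 2TF peaks of SVP:GFP.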

**Figure 4:**
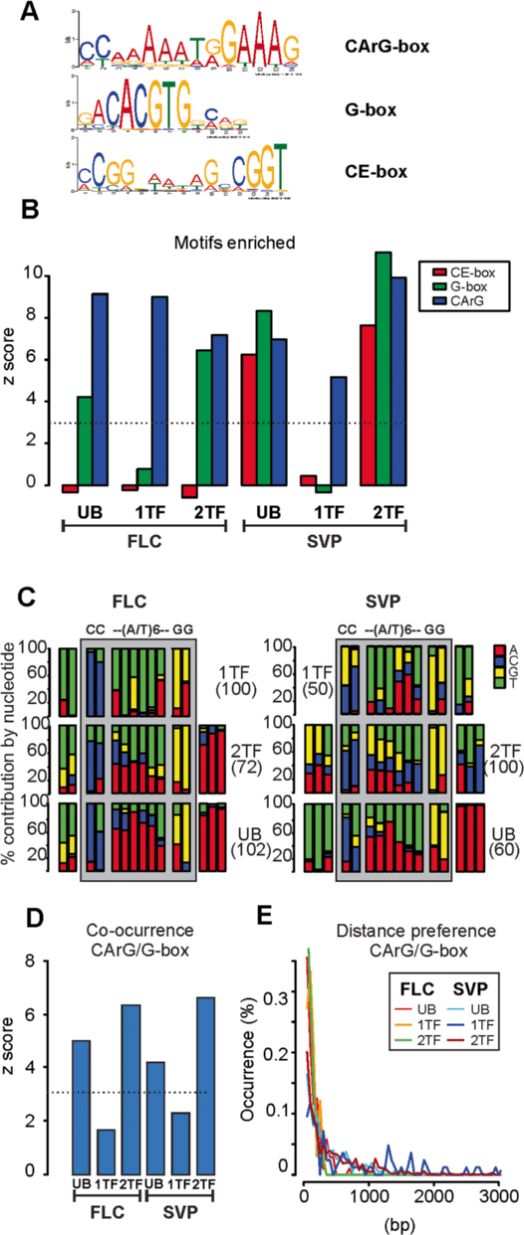
**The FLC:SVP complex binds to distinctive** ***cis*** **-elements. (A)** The sequence logos for CArG-box, G-box and CE-box. **(B)** Bar plot showing motifs enriched in different ChIP-seq peak regions. The CArG-box (blue) was enriched in all ChIP regions whereas the G-box (green) was enriched only when both the SVP and FLC binding site co-localized. The newly identified CE-box motif (red) was enriched only in UB and 2TF subsets of the SVP:GFP ChIP dataset. **(C)** Nucleotide distribution at the *de novo* discovered CArG-box (CC(A/T)_6_GG) motif for FLC and SVP ChIP-seq regions defined in **(B)**. The A/T stretch shows differences in its nucleotide distribution for 1TF, UB and 2TF. The CArG-box motif is highlighted in grey. **(D)** Bar plot showing significant co-occurrences observed for CArG-box and G-box. Significant co-occurrences were observed for CArG-box and G-box when both FLC and SVP binding sites co-localized. **(E)** Histogram displaying the distribution of relative distance observed between nearest CArG-box and G-box occurrences for the different datasets. For FLC binding: 1TF (orange), UB (red), 2TF (green). For SVP binding: 1TF (blue), UB (cyan), 2TF (brown). CArG-box and G-box motifs most often occur within a sequence window of 100 to 200 bp.

In summary, the data suggest that the heterodimer binds preferentially to different CArG sequences than the individual TFs, and might specifically interact with bHLH or bZIP TFs at G-boxes enriched adjacent to the CArG-boxes. Also, a novel motif (CE-box) was detected that is exclusively present adjacent to sites at which SVP binds in genotypes where it can form a complex with FLC.

### Targets of the complex and processes governed by FLC and SVP in *Arabidopsis* flowering

To gain further insight into the biological roles of FLC and SVP acting as a complex or individually, the genes targeted by these TFs in WT and mutant backgrounds were analysed. First, genes bound in WT but not in mutant genotypes were selected. The genes present in either 2TF group were bound by FLC or SVP only in WT, and therefore were combined in one set that contained 643 genes. This set was referred to as complex-enriched genes, because it was expected to contain all the genes bound by the complex, but might also contain some genes bound in WT by only one of the TFs. 

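The 643 genes were counted from the authors' gene assignments of the 553 SVP:GFP genes and 157 FLC genes found only in WT. Any of the 4 lists held 1131 genes in all.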

A more stringently selected set of genes bound by the complex is represented by those present in both 2TF groups. This set contained 67 genes that after stringent individual inspection was reduced to 45, and these were referred to as complex-exclusive genes.

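At the level of peaks, 45 SVP:GFP 2TF peaks overlapped 45 FLC 2TF peaks. These pairs of peaks carried 66 of the 67 genes, and 1 gene had peaks in both sets that did not overlap.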

These gene lists were analysed according to their functional annotation [58] and Gene Ontology (GO) terms enriched in the different datasets were compared. In all datasets, as expected, overrepresentation of genes related to regulation of transcription was detected, indicating that FLC and SVP have indirect as well as direct effects on transcriptional regulation, expanding their impact to other biological processes. TFs present in the complex-enriched set or in those sets bound by the TFs acting independently consist mainly of proteins with MADS-box, AP2 or bHLH domains. Interestingly, considerable differences between enriched GO categories in the complex-enriched and individual factors gene sets were detected (Figure 5A). A high enrichment in terms related to flower development was observed in the datasets obtained when the proteins were acting independently from each other (Figure 5A). These genes include several encoding other MADS-box TFs such as *SEP3*, *SHATTERPROOF 2* (*SHP2/AGL5*), *APETALA3* (*AP3*), *SOC1* and *SVP* (Figure 5A,B; Additional file 22). In contrast, genes involved in flower development are not as prominent among complex-enriched targets, but rather these include many genes controlling flowering time and environmental responses (Figure 5A,B). 

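*SHP2* (AT2G42830) lies on chromosome 2 from 17820114 to 17824013 and had a peak upstream in all 4 lists. The fold-enrichment there was 4.61 for SVP:GFP in WT, 3.47 in *flc-3*, 2.32 for FLC in WT and 6.48 in *svp-41*. Each of these peaks contained the CArG-box CCAAAAAAGG at 17819847 to 17819856. *AP3* (AT3G54340), on chromosome 3 from 20119140 to 20121314, had an FLC peak with its summit in the 5′UTR in WT (20121110 to 20121369, fold-enrichment 2.92) and in *svp-41* (20120905 to 20121492, 6.88). The nearest SVP:GFP summits were 128884 bp from *AP3* in WT and 257868 bp in *flc-3*. *SVP* (AT2G22540), on chromosome 2 from 9579647 to 9583901, had a peak near its 5′UTR in all 4 lists. The SVP:GFP peaks covered 93.5% of the gene in WT and 68.3% in *flc-3*, and the FLC peaks 11.4% in WT and 10.5% in *svp-41*.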

The GO analysis also highlighted the enhanced function of the complex in responses to cold and temperature stimulus (Figure 5A). Regulation of flowering by the complex appears to be achieved via diverse pathways such as photoperiod or circadian clock and the GA pathway (see later). *AGAMOUS LIKE-16* (*AGL16*) encodes a MADS-box TF that was described as a target of SVP and FLC in previous studies [3,4]. Our data indicate that its binding is dependent on the FLC:SVP complex (Figure 5B), and it falls both in the complex-enriched and complex-exclusive lists. 

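*AGL16* (AT3G57230) lies on chromosome 3 from 21177282 to 21181026, and the summits of its peaks fell in the 5′UTR. SVP:GFP in WT had a peak from 21177187 to 21177703 with a fold-enrichment of 7.71, rank 31 of 523. FLC had a peak in WT from 21177167 to 21177732 with a fold-enrichment of 11.5, rank 7 of 315, and in *svp-41* from 21177345 to 21177539 with a fold-enrichment of 3.99, rank 223 of 419. In *flc-3* the nearest SVP:GFP summit was 189071 bp away. No exact CArG-box was in these peaks, and the closest match, with 1 mismatch, was CCTTATGTGG at 21177447 to 21177456.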

Its expression pattern correlates with this finding, being increased similarly in each single mutant and in the double mutant compared to WT (Additional file 22). Interestingly, AGL16 was recently shown to be involved in flowering-time control and to interact with FLC [59]. The ChIP-seq normalized read alignments for the 30 regions (45 associated genes) fulfilling the requirements for complex-exclusive binding are shown in Additional file 25 along with descriptions of all the genes present. Twenty-four of these 45 genes were previously described as targets of SVP or FLC [3,4,9].

**Figure 5:**
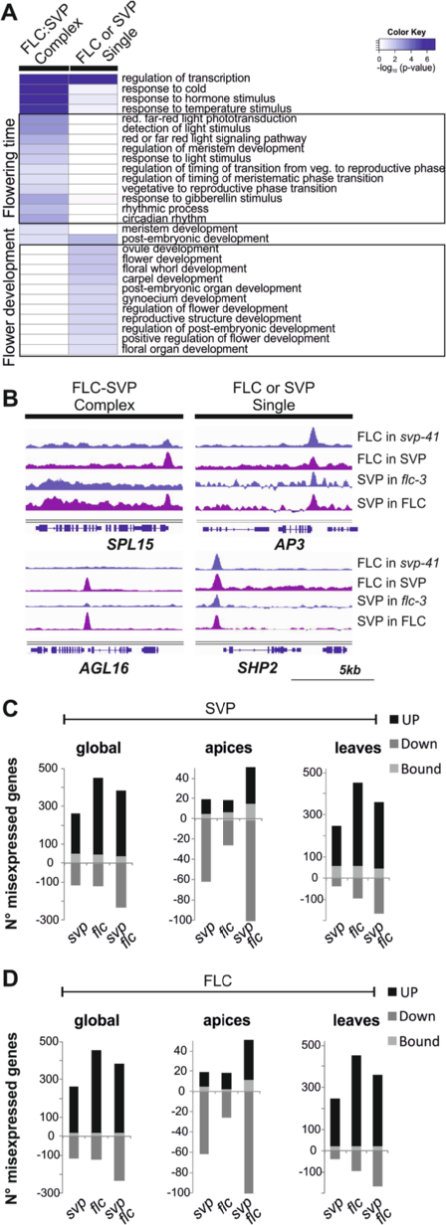
**Integration of transcriptional profiling and binding site data. (A)** GO term enrichment analysis of high-confidence targets that were found only when both TFs are present (labelled FLC:SVP complex) or that were independent of complex formation (labelled FLC or SVP single). **(B)** Local enrichment of SVP:GFP and FLC binding in four different regulatory regions. *AP3* and *SHP2* are complex-independent, while *SPL15* and *AGL16* are bound in a complex-dependent manner. Bar represents a 5 kb window. **(C,D)** Proportion of direct targets of SVP:GFP **(C)** and FLC **(D)** among genes identified as up- or down-regulated in the *svp-41*, *flc-3* and *svp-41 flc-3* in the whole set (left) or divided between apices (middle) and leaves tissue samples (right).

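*SPL15* (AT3G57920) lies on the minus strand of chromosome 3 from 21444243 to 21446035. A peak was assigned to it in the list of FLC in WT, from 21445801 to 21446182, with its summit in the 5′UTR and a fold-enrichment of 4.67 (rank 83 of 315). The nearest summits of the other lists were 30883 bp away for SVP:GFP in WT, 456032 bp in *flc-3* and 210605 bp for FLC in *svp-41*.

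**Figure D6:**
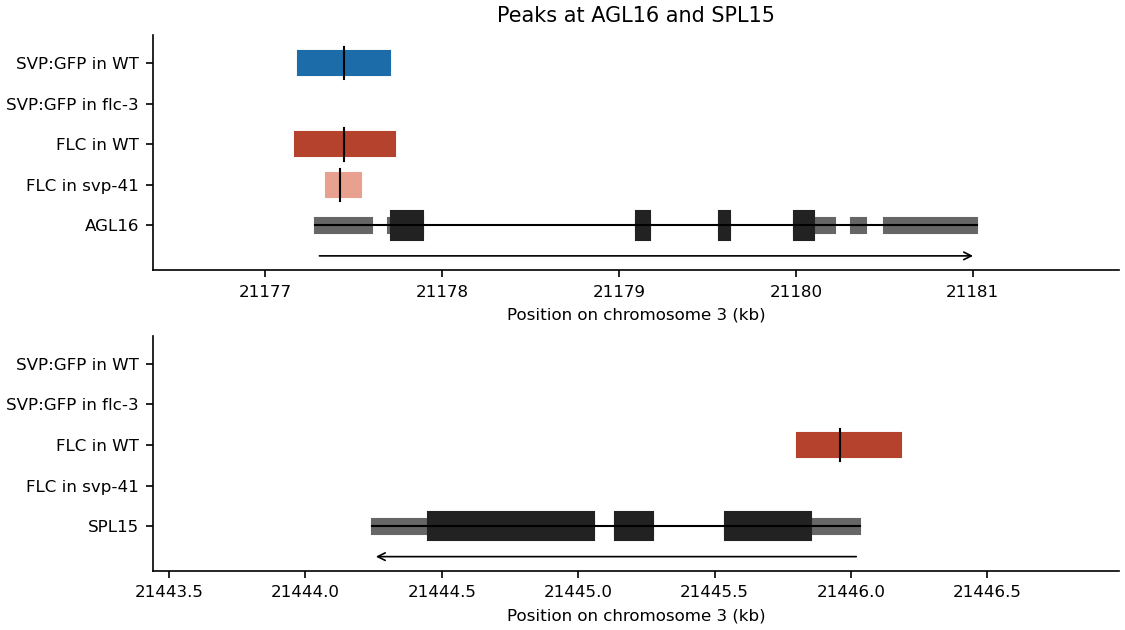
Maps of *AGL16* and *SPL15* with the peaks of the 4 lists against the position on chromosome 3. Bars are peaks, black lines are summits, tall boxes are coding exons and short boxes are other exons of the first annotated transcript, and the arrow gives the direction of transcription. *AGL16* has peaks in 3 lists and *SPL15* in 1.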

Taken together, our functional analyses suggest that individually FLC and SVP, probably coupled with other TFs, predominantly control flower development, whereas the FLC:SVP heterodimer acts as a major regulator of flowering time.

### Integration of transcriptional profiling and binding site data

The correlation between DEGs and direct targets obtained by ChIP-seq was then assessed to determine how many of the transcriptional changes are due to direct binding of FLC and SVP. The DEGs in leaves and apices were combined and compared with the list of target genes obtained from seedlings in the ChIP-seq experiments. This global analysis showed that 15 to 20% of DEGs in all the mutants were direct targets of FLC or SVP (Figure 5C,D, left; Additional file 23). Furthermore, 90% of the direct targets that were differentially expressed showed increased expression upon loss of the regulatory input of the TF. 

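The paper's SD lists of DEGs in leaves and apices were set beside the authors' assigned genes of all 4 peak lists. A peak of either protein was assigned to 65 of the 344 DEGs of *svp-41* (18.9%), 69 of the 562 DEGs of *flc-3* (12.3%) and 60 of the 616 DEGs of *svp-41 flc-3* (9.74%). Over the 3 mutants, 100 of 924 DEGs were bound (10.8%). Summits from 1 kb upstream of a gene to its end gave the share in *svp-41 flc-3* that moved most, 6.66%.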

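Of the 100 bound DEGs, 89 were up-regulated in every mutant and tissue in which they changed. The share of bound DEGs that were up-regulated was 92.3% in *svp-41*, 87.0% in *flc-3* and 88.3% in *svp-41 flc-3*.

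**Figure D7:**
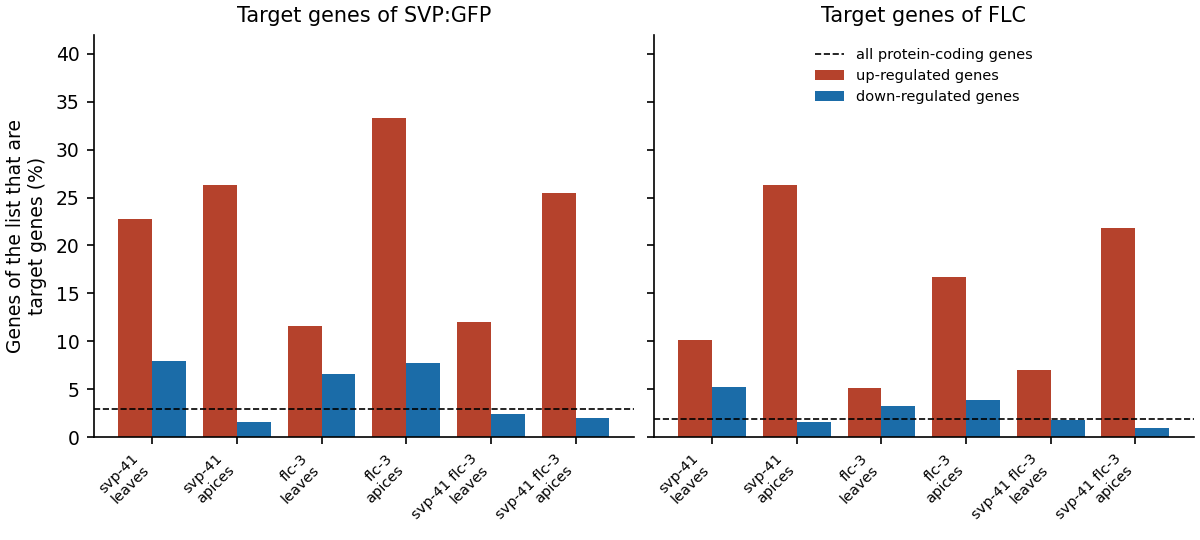
Percent of the up- and down-regulated genes of each mutant in leaves and apices that are target genes of SVP:GFP or of FLC. The dashed line is the percent of all protein-coding genes that are target genes, 2.92% for SVP:GFP and 1.85% for FLC.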

To uncover tissue specificity, DEGs in apices and leaves were compared with direct targets of FLC and SVP. 

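Genes up-regulated in any of the 3 mutants numbered 619 in leaves and 66 in apices. A peak of SVP:GFP or FLC was assigned to 85 of those in leaves (13.7%, Wilson interval 11.2 to 16.7%) and to 18 of those in apices (27.3%, 18.0 to 39.0%).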

Of the up-regulated genes in leaves and apices, 20% were bound by at least one of the TFs (Figure 5C,D). Although in apices the majority of the differential transcripts were down-regulated in the mutants (Figure 1B), less than 2% were direct targets of FLC or SVP. Therefore, a high proportion of the down-regulated genes in apices of mutants are indirectly regulated by FLC or SVP. These data support the idea that FLC and SVP act predominately as repressors of transcription.

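In apices, 4 of the 119 down-regulated genes had an assigned peak (3.36%, Wilson interval 1.31 to 8.32%), and in leaves 9 of 202 (4.46%, 2.36 to 8.25%). In apices the share was 1.68% with peaks assigned to the nearest gene only.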

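The target genes of each protein were compared with the 12 lists of up- or down-regulated genes, 24 tests in all, against the protein-coding genes of the annotation. All 12 tests on up-regulated genes had an adjusted *P* under the threshold of 0.05 (Fisher's exact test, one-sided, Benjamini-Hochberg adjustment over the 24 tests), with odds ratios from 4.63 to 16.7 for SVP:GFP and from 2.98 to 20.6 for FLC. For SVP:GFP and genes up-regulated in leaves of *svp-41*, 56 of 246 genes were targets where 7.12 were expected, an odds ratio of 10.6 (Fisher's exact test, adjusted *P* = 1.77e-32, raw *P* = 7.38e-34). None of the tests on down-regulated genes passed, the lowest being 6 of 91 genes in leaves of *flc-3* for SVP:GFP, an odds ratio of 2.47 (Fisher's exact test, adjusted *P* = 0.0774, raw *P* = 0.0419). With the changed genes as the background, 3 tests on up-regulated genes no longer passed, among them FLC targets in leaves of *flc-3*, whose odds ratio was 1.11 (Fisher's exact test, adjusted *P* = 0.857, the adjusted values over the alternatives ranging from 1.72e-07 to 0.857). From the bound genes, most of which rose in expression in the mutants, and from the few genes down-regulated in apices that were bound, the paper proposes that both proteins act mainly as repressors of transcription.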

### Regulation of gibberellin-related genes partially depends on the FLC:SVP complex

Several genes related to GA biosynthesis and response were present among the high-confidence FLC and SVP direct targets as well as DEGs (Additional file 23) and were also found to be overrepresented in the GO terms analysis (Figure 5A; Additional file 24). Moreover, SVP was recently shown to indirectly reduce transcription of a GA biosynthetic enzyme to lower GA biosynthesis and delay the floral transition [32]. Therefore, whether regulation of genes involved in GA-related processes depends on the FLC:SVP complex was examined. *TEMPRANILLO* (*TEM*) genes encode TFs that delay flowering by directly repressing *FT* and reducing GA levels [60,61]*.* TEM1 directly binds to and represses transcription of paralogues encoding GIBBERELLIN 3-OXIDASE, *GA3OX1* and *GA3OX2*, an enzyme required for biosynthesis of bioactive GAs [61]. 

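*TEM2* (AT1G68840) lies on chromosome 1 from 25880155 to 25882222. SVP:GFP in WT had a peak from 25877512 to 25877863, with its summit 2484 bp upstream and a fold-enrichment of 3.34. FLC in *svp-41* had an overlapping peak from 25877414 to 25877819, with its summit 2441 bp upstream and a fold-enrichment of 3.88. Both peaks were assigned to 2 genes. The nearest summits to *TEM2* were 136012 bp away for FLC in WT and 500556 bp away for SVP:GFP in *flc-3*. At *TEM1*, the upstream peaks of SVP:GFP and FLC in WT overlapped.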

*TEM1* and *TEM2* were among the direct targets of FLC and SVP and *TEM1* was in the complex-exclusive set (Figure 6A). *TEM1* and *TEM2* mRNA levels were also changed in leaves and apices of single and double mutants, suggesting that binding of FLC and SVP regulates their expression (Figure 6B). Interestingly, in agreement with what was found for FLM and SVP [8,9], *TEM2* expression decreased up to three-fold in the *svp flc* double mutant, suggesting that it might be activated by FLC and SVP binding (Figure 6B). By contrast, for *TEM1* the FLC and SVP proteins act as repressors (Figure 6B). In addition, *GA3OX1* mRNA levels were increased in the mutant (Additional file 23), probably due to an indirect effect of the misregulation of the *TEM* genes as it was not detected as a direct target of either FLC or SVP.

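*GA3OX1* (AT1G15550) lies on chromosome 1 from 5344388 to 5346342. The nearest summit in WT was 206186 bp away for SVP:GFP and 206173 bp away for FLC. In the mutants it was 370570 bp away for SVP:GFP and 148608 bp away for FLC.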

**Figure 6:**
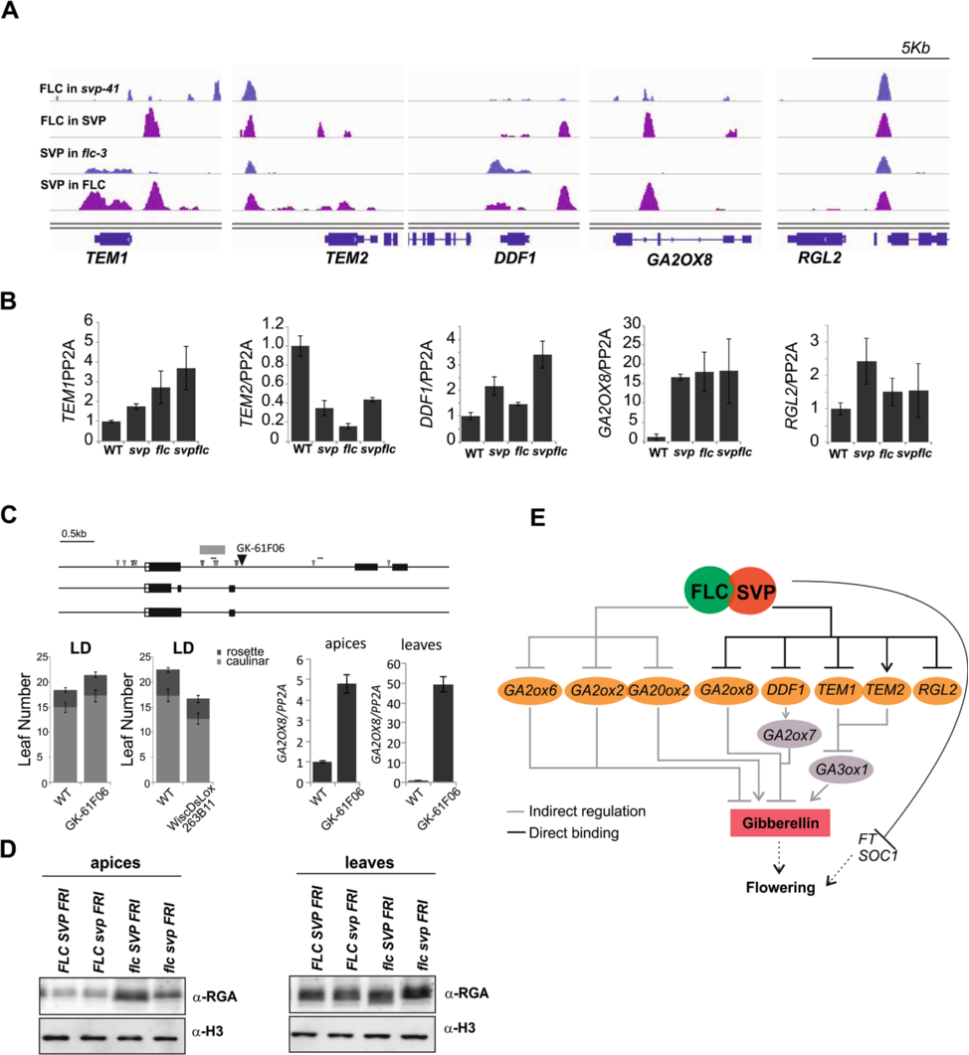
**Coordinated regulation of GA-related genes by FLC and SVP. (A)** Local enrichment of SVP:GFP and FLC proteins bound to genes involved in GA signalling: *TEM1*, *TEM2*, *DDF1*, *GA2OX8* and *RGL2* (as inferred by ChIP-seq). Bar denotes a 5 kb window. **(B)** Transcript levels of *TEM1*, *TEM2*, *DDF1*, *GA2OX8* and *RGL2* in apices of different mutants. Expression was measured by qRT-PCR. **(C)** Characterization of *ga2ox8* mutant alleles. Top: gene model of *GA2OX8*. The GK-61 F06 insertion site is depicted by a filled triangle. Empty triangles denote CArG-boxes. The grey box indicates the FLC:SVP binding site identified by ChIP-seq. Bottom left: number of leaves at flowering time for WT and two alleles of *ga2ox8* (GK-61 F06 and WiscDsLox263B11) measured under LD photoperiod. Bottom right: transcript levels of *GA2OX8* in leaves and apices determined in 2-week-old plants by qRT-PCR. **(D)** Western blot analysis detecting RGA protein levels in apices and leaves of WT and single and double mutants grown for 2 weeks under SDs. **(E)** Model for FLC and SVP regulating the GA signalling pathway. Direct and indirect regulation described in this study are illustrated as shown. Mean values are accompanied by standard deviation in **B** and **C**.

*DWARF AND DELAYED FLOWERING 1* (*DDF1*) encodes an AP2-type TF that promotes expression of the GA catabolic enzyme *GIBBERELLIN 2-OXIDASE 7* (GA2OX7) [62]. *DDF1* was associated with a complex-exclusive peak (Figure 6A; Additional files 25 and 26) and *DDF1* mRNA levels were two-fold higher in single mutants of either *svp-41* or *flc-3* than WT and up to four-fold higher in the double mutant (Figure 6B). Therefore, FLC and SVP additively repress expression of this activator of GA catabolism through direct binding to its promoter. Furthermore, *GIBBERELLIN 2-OXIDASE 8* (*GA2OX8*), a homologue of *GA2OX7*, was also present in the complex-exclusive list (Figure 6A; Additional file 25). 

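*DDF1* (AT1G12610) lies on the minus strand of chromosome 1 from 4289883 to 4291017. SVP:GFP in WT had a peak from 4292059 to 4292565, with a fold-enrichment of 4.56 and its summit 1228 bp upstream. The FLC peak in WT, from 4292078 to 4292338, had a fold-enrichment of 3.50 and its summit 1153 bp upstream. Both contained 2 G-boxes and no CArG-box with at most 1 mismatch. The nearest summits in the mutants were 257766 bp away for SVP:GFP and 207295 bp away for FLC.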

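*GA2OX8* (AT4G21200) lies on chromosome 4 from 11302682 to 11306770. A peak was assigned to it in the list of SVP:GFP in WT, from 11303338 to 11303863, with its summit in annotated intron 2 and a fold-enrichment of 5.59 (rank 106 of 523). The peak contained no exact CArG-box, and the closest match, with 1 mismatch, was CTAATTTTGG at 11303706 to 11303715. The nearest summits of the other lists were 438629 bp away for FLC in WT, 204642 bp for FLC in *svp-41* and 721735 bp for SVP:GFP in *flc-3*.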

Regulation of this gene was further examined because ectopic expression of *GA2OX8* was shown to delay flowering in *Arabidopsis* [63]. The complex-exclusive binding was validated independently by showing that FLC and SVP bind to canonical CArG-boxes of the first intron in *GA2OX8* (Figure 6A; Additional files 26 and 27). FLC and SVP repress *GA2OX8* expression in a complex-dependent manner as judged by the transcription profile of the respective single and double mutants (Figure 6B). To functionally analyse the significance of this site, a T-DNA insertion at the intronic region, GK-61 F06, was analysed (Figure 6C; Additional file 27). Strikingly, the mutant flowered later than WT under LDs and SDs (Figure 6C; Additional file 27), a phenotype associated with overexpression of *GA2OX8* [63]. In agreement with the late-flowering phenotype, the *GA2OX8* transcript in GK-61 F06 was more abundant than in WT (Figure 6C), indicating that the insertion causes overexpression of the gene in leaves and apices. Disruption of the intron to which FLC and SVP bind therefore appears to cause up-regulation of *GA2OX8* mRNA. By contrast, an independent mutant allele of *GA2OX8* (WiscDsLox263B11) carrying a T-DNA insertion in the first exon (Additional file 27) caused early flowering (Figure 6C; Additional file 27). Lastly, other direct targets of FLC and SVP include components associated with GA signalling. 

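*RGL2* (AT3G03450), on the minus strand of chromosome 3 from 819337 to 821652, had an upstream peak in all 4 lists, with summits from 1128 to 1138 bp upstream. The SVP:GFP peak had a fold-enrichment of 6.26 in WT (822445 to 822971) and 5.30 in *flc-3* (822559 to 822993). The FLC peak had a fold-enrichment of 8.07 in WT (822570 to 823001) and 7.90 in *svp-41* (822601 to 823008). These peaks were each assigned to 3 genes.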

*RGA-LIKE2*, which encodes a DELLA protein repressor of GA signalling that is rapidly degraded in response to GA [64], is also bound by FLC and SVP (Figure 6A; Additional file 26). Here, no significant misregulation of *RGL2* mRNA was detected in leaf or apical RNA samples of the mutants (Figure 6B). Finally, the levels of the RGA protein DELLA fluctuate in single and double *svp* and *flc* mutants (Figure 6D), consistent with effects on GA abundance and signalling in these genotypes.

Previously, higher levels of bioactive GA were detected in the *svp* mutant due to deregulation of *GA20OX2* expression, which is indirectly repressed by SVP [32], and FLC was reported to bind to one gene encoding a GA biosynthetic gene and to GID1c, a member of the GA receptor family [3]. Here we show that SVP and FLC co-operatively regulate several genes with effects on GA biosynthesis, catabolism and signalling (Figure 6E), suggesting that modulating the effects of GA constitutes a major function for these TFs.

## Discussion

The *Arabidopsis* MADS-box TFs FLC and SVP interact to form a complex and each represses the transition from vegetative growth to flowering. Here we studied their functional interdependency at the genome-wide level. Transcript profiling and ChIP-seq studies were performed in WT plants in which both TFs are active as well as in mutants lacking activity of one or both TFs. The landscape of binding sites and regulated genes differed dramatically when both factors were active compared with when they functioned individually. Strikingly, a subset of binding sites that is recognized by each factor only when the other is present identified genes that are regulated specifically by the FLC:SVP complex. Genes involved in flowering time or environmental responses were enriched among those recognized by the complex whereas genes with developmental functions during flower development were over represented among those recognized by the TFs acting individually. Our study demonstrates at the genome-wide level how the functions of these plant MADS-box TFs with pivotal roles in reproductive development are influenced by their cognate partners.

### Genetic interactions of SVP and FLC on flowering time and gene expression

SVP and FLC contribute to several endogenous and environmental pathways that govern floral induction in *A. thaliana* [1]. Their major function is to delay or prevent flowering in non-inductive environments so increasing the amplitude of the flowering response to inductive cues. Genetic analysis demonstrated that these two TFs have overlapping functions [12,33]. SVP FLC plants are strongly delayed in flowering under inductive LDs or non-inductive SDs, although they can be accelerated to flower by exposure to vernalization that reduces *FLC* transcription. Mutation of *FLC* or *SVP* is sufficient to cause much earlier flowering under inductive LDs, while double mutants exhibit extreme early flowering even under non-inductive SDs. The genetic data demonstrate that although these TFs interact to form a complex, each protein must retain a function in the absence of the other. MADS-box TFs interact with other TFs of the same class to form higher order complexes [24], so individual functions of SVP and FLC probably depend on interactions with other members of the family. Indeed, SVP interacts with a broad class of MADS-box TFs, including AP1, CAL, SEP3, AGL16 and FLM [8,11,35,59,65], whereas FLC interacts with at least MAF3, MAF4 and FLM [36].

To define the contribution of FLC or SVP acting individually, genome-wide transcriptome analysis of the WT and single and double mutants in apices and leaves was carried out. Both genes are expressed in these tissues and influence flowering when expressed in either region [31,32]. As expected from the related mutant phenotypes, a considerable overlap in the function of FLC and SVP was observed at the transcriptome level, although each TF also showed specific effects. FLC controlled twice as many genes in leaves as SVP, and mutations in *FLC* have an effect on vegetative phase change reflected in leaf heteroblasty [44], whereas this has not been described for *svp* mutants. However, mutations in *SVP* do increase GA levels leading to changes in chlorophyll accumulation in leaves and to leaf petiole elongation [32]. In contrast to leaves, SVP had a more significant effect on gene expression in the apex than FLC. The lower number of genes misexpressed in apices of *flc* mutants nevertheless included flowering-time genes such as *SOC1*. SVP has defined functions in flower development in part by interacting with other MADS proteins involved in this process [11,65] and such interactions might contribute to a broader role in the apex.

Interestingly, a set of leaf and apex genes that are bound specifically by the FLC:SVP complex in seedlings was identified (Figures 2 and 5; Additional file 25). Expression levels of a subset of these genes showed similarly increased levels of expression in the single and double mutants, demonstrating that both proteins are required for their repression. Similar comparative transcriptome data were reported for PISTILLATA and APETALA3 MADS-box factors that interact to specify petal development [10]. In that case similarities in the transcriptome were emphasized but the single mutants were not compared directly with the double mutant [10]. The flexibility we observed for FLC and SVP is likely a feature of the ability of these TFs to interact with additional MADS-box proteins to substitute for the loss of one partner or to provide distinct specificities. Both FLC and SVP interact with other MADS-box TFs, as described above. Conceivably each of these TF complexes might bind to specific sets of targets as we show here for groups of genes that are recognized uniquely by the FLC:SVP complex but not by either protein acting individually.

### Effect of interactions between SVP and FLC on target site occupancy

Genome-wide identification of binding sites for FLC and SVP revealed that 15 to 25% of the transcript changes were caused by direct regulation and that SVP and FLC act almost exclusively as repressors (Figure 5). Although the ChIP was performed on seedlings and the RNA expression analysis on apices or leaves, the proportion of misexpressed genes directly bound by the TFs is in a similar range to what has been observed previously for other MADS-box proteins [7]. Inducible forms of TFs or induction of artificial microRNAs that lower TF activity at specific times can be used to reduce the indirect effects of TFs and increase the proportion of direct targets identified in transcript profiling experiments [7,10].

Genome-wide targets of FLC and SVP were previously described. Studies of SVP identified 2,982 targets by ChIP-seq in SD-grown plants [4] while Tao *et al*. [9] reported 328 genes associated with SVP using ChIP to chip on plants grown under LDs. In WT, we identified 773 genes associated with SVP binding, which included 71 genes in common with Tao *et al*. [9], and 54 with Gregis *et al*. [4] (Additional file 28). These differences might be caused by environment, the genotype (in one case overexpressing plants were used [9] while the other utilized the endogenous promoter [4]), the technology used to identify ChIP enriched fragments (ChIP-chip, ChIP-seq using a GAII sequencer or a Hi-Seq 2000 in our study) and the bioinformatics approach employed to analyse the data (replicate treatment, FDR versus IDR [50] and alignment tools). Nevertheless, our data were validated in triplicate biological replicates and using recently developed statistical tools, providing additional support for these binding sites. 

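The lists of SVP:GFP in WT and FLC in WT had 213 target genes in common. With the FLC genes of both genotypes, SVP:GFP in WT had 253 in common.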

Strikingly, our SVP data showed higher overlap with published FLC target lists identified by ChIP-seq, 141 genes in common with Deng *et al*. [3] and 223 genes in common with our FLC data. Overlap with FLC datasets from the other SVP studies [4,9] was less than 60 genes in all cases. The comparison of FLC targets identified by Deng *et al*. [3] and by us showed a 40% overlap (Additional file 28). This high overlap found under different environments and performed independently in different laboratories provides strong support for our SVP and FLC target lists.

Variation among sites recognised by the TFs acting individually or together was found at the level of *cis*-elements (Figure 4). Canonical CArG boxes appear equally in genes bound by the single TFs or by the complex, but other *cis*-elements, such as G-boxes, were encountered more frequently at sites where the complex is formed. The presence of the G-box neighbouring the CArG boxes (Figure 4D) could be part of a mechanism by which the complex and single factors discriminate between targets. For example, the FLC:SVP complex might associate with a bHLH or bZIP TF that recognizes G-boxes to control transcription of those target genes. This is in part supported by the transcriptome analysis as signal allocation analyses identified a group of genes whose expression pattern might be explained by the presence of a third factor (Additional file 6). Such a mechanism might strengthen the affinity for weak CArG boxes. Interestingly, a new motif was also found only in genes bound by SVP complexes (Figure 4).

The functional annotation analysis suggests that those genes regulated only by the complex have distinct biological functions to those regulated by the factors acting individually. Many genes involved in flower development were bound by FLC or SVP independently of the presence of the other TF. Several other MADS-box proteins that interact with FLC and SVP are involved in flower development, including SEP3, SHP2, PI, AP3 and SOC1. Therefore, interaction of these with either FLC or SVP could contribute to flower development and reduce the requirement for the complex. By contrast, the importance of the complex in controlling floral transition was evident because genes involved in several flowering pathways were overrepresented among its targets. 

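*AP2* (AT4G36920), on chromosome 4 from 17400610 to 17403469, had a peak of SVP:GFP (17397535 to 17398282, fold-enrichment 3.42) and of FLC (17397968 to 17398074, 2.09) in WT, which both contained the CArG-box CCATTATTGG at 17397985 to 17397994. The nearest summit without the partner was 4756 bp from *AP2* for SVP:GFP and 4757 bp for FLC. *PIF3* (AT1G09530), *TOE1* (AT2G28550), *TOE2* (AT5G60120) and *MIR172A* (AT2G28056) had peaks only in the list of SVP:GFP in WT. The fold-enrichments were 3.11 at *PIF3*, 3.22 at *TOE1*, 5.37 and 3.06 at the pair of peaks of *TOE2*, and 4.13 at the peak assigned to *MIR172A*. The summit of that last peak lay 1668 bp downstream of *MIR172A* in the annotation used here, outside the window of 1 kb. *TOE3* (AT5G67180) had peaks of SVP:GFP in WT (3.15) and of FLC in WT (2.79) and *svp-41* (5.15). The other annotated *MIR172* genes, *MIR172B* to *MIR172E*, had no assigned peak in the 4 lists. FLC in WT had a peak at *COL1* (5177805 to 5178080, fold-enrichment 3.71), and at *COL4* its nearest summit was 212792 bp away.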

The complex-enriched set contained the floral-induction related genes *TEM1*, *TEM2*, *AP2*, *PIF3*, *TOE*s, *miR172*, *CONSTANS-LIKE* genes, *SPL15*, *GA2OX8* and *DDF1* among others. The integrator genes *SOC1* and *FT*, whose regulation by FLC and SVP strongly contributes to flowering-time repression [12,25,31,32], were bound by FLC and SVP acting independently. However, their effect is likely enhanced by regulation of other flowering-time genes by the complex, which could fine-tune the flowering response by influencing a wider range of pathways. Several of these pathways ultimately converge on *FT* so that FLC and SVP regulation of *FT* transcription could be achieved both by direct binding and indirectly through the complex regulating upstream pathways. For example, *TEM1/TEM2*, to which the FLC:SVP complex binds, encode direct repressors of *FT* transcription [60]. Overall we found that the FLC:SVP complex regulates multiple pathways within the flowering network (Figure 6E).

In flowering plants, multiple MADS-box TFs share similar structures and form complexes of dimers or tetramers. Therefore, they are able to multimerize in a combinatorial fashion, although the ultimate composition of these complexes *in vivo* is only beginning to be deciphered [66]. We elucidated mutual interdependencies between the floral repressors FLC and SVP by performing ChIP-seq independently for each TF in different genetic backgrounds. This method allowed us to indirectly assess which genes are regulated by the complex. Future development of methods to detect the complex directly bound to DNA will further clarify which genes are regulated by FLC and SVP acting together.

### Regulation of gibberellin biosynthesis and signalling by FLC SVP

The targets of FLC and SVP included several genes implicated in GA biosynthesis or signalling. GA has long been known to promote flowering of *Arabidopsis*, most strongly under SDs [67] but also under LDs [68-71]. However, how GA biosynthesis and response are regulated by and intersect with other flowering pathways that are comprised mainly of TFs is still poorly understood. SVP was recently shown to indirectly reduce *GA20OX2* mRNA abundance and thereby GA levels. Also, increased *GA20OX2* mRNA and GA levels contribute to the early flowering of *svp* mutants [32]. Furthermore, *GA3*, which encodes an ent-kaurene oxidase that catalyzes early steps in GA biosynthesis, was identified as a target of FLC, as was GID1C, which is a member of a small gene family encoding GA receptor proteins [3]. However no effect of FLC on the expression of these genes was described. By contrast the TEM1 and TEM2 TFs that delay flowering are repressors of genes encoding the GA biosynthetic enzyme GA3ox [61].

Our data indicate that FLC and SVP have several roles in regulating GA metabolism, but that these appear to have opposing effects (Figure 6E). For example, a major direct effect of FLC:SVP appears to be to repress expression of GA2 oxidases, which are GA catabolic enzymes. FLC:SVP bind directly to and repress the genes encoding *GA2OX8* and DDF1, a transcriptional activator of *GA2OX7* [62]. In addition, *GA2OX6* and *GA2OX2* were not bound by FLC:SVP but were identified as upregulated DEGs in the mutants. 

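No peak of the 4 lists was assigned to *GA2OX6* (AT1G02400) or *GA2OX2* (AT1G30040). In WT the nearest SVP:GFP summit was 20311 bp from *GA2OX6* and 320530 bp from *GA2OX2*, and the nearest FLC summit was 414552 bp and 387687 bp away, respectively.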

The complex, therefore, represses the expression of enzymes required to reduce GA levels, and the transcripts encoding these enzymes are increased in abundance in early flowering *flc svp* double mutants. Paradoxically, increased expression of these enzymes in transgenic plants is associated with late flowering and reduced GA levels [63], whereas *flc svp* mutants are early flowering and *svp* mutants contain elevated GA levels [32]. Genes encoding GA2 oxidases often exhibit precise spatial and temporal expression patterns [72,73], and the FLC:SVP complex might regulate these genes in different cells to those in which GA levels must rise to promote flowering. In addition, FLC:SVP negatively regulates *TEM1* and positively regulates *TEM2*, which encode repressors of *GA3ox1*, whose product is an enzyme required for GA biosynthesis. In agreement with this binding, *flc svp* double mutants express higher levels of *TEM1* mRNA and lower levels of *TEM2* in leaves and apices as well as higher levels of *GA3ox1* mRNA in leaves. *TEM1* and *TEM2* might be expressed in different cells or at distinct times so that the effect of both genes confers a spatial pattern of GA biosynthesis that could be important in modulation of the floral transition and related processes. *TEM1* and *TEM2* were also reported to be bound by SVP and SOC1 [9]. In total seedling RNA, *soc1* mutants showed increased *TEM1* and *TEM2* mRNA levels. By contrast, no effect of *svp* mutations was detected, although *SVP* overexpressors caused an increase in *TEM1* and *TEM2* mRNAs [9]. Since FLC:SVP also represses *SOC1*, some of the effects on *TEM1* mRNA detected in *svp flc* mutants might be indirect due to increased *SOC1* expression. Finally, the mRNA encoding the biosynthetic enzyme *GA20OX2* was present at higher levels in single and double mutants, consistent with a previous report [32] and with the early flowering as well as increased GA levels detected for *svp* mutants.

Thus, FLC and SVP have a broad role in regulating GA metabolism and an unexpectedly strong, direct effect in repressing GA catabolism, but integration of this into their role in controlling flowering awaits a more extensive understanding of the spatial and temporal expression of GA metabolism and its regulation during floral transition.

### FLC and SVP as an evolutionarily flexible system

Plant MADS-box proteins were previously described as showing degeneracy, whereby different members can perform similar functions in one condition but distinct functions in another [74]. This feature is believed to support robustness within biological processes while also providing flexibility for adaptation and evolution of the system [75,76]. Our genome-wide analysis of the MADS-box proteins FLC and SVP demonstrates that they function as degenerate elements, which are redundant in some scenarios but have distinct functions in others, and this might facilitate variation in their activity among *Arabidopsis* accessions. Such plants vary tremendously in the contributions of FLC and SVP to flowering control. Winter-annual accessions contain an active, highly expressed *FLC* gene whereas summer annuals do not and this difference confers variation in requirement for vernalization to flower [16,18]. Similarly, some early-flowering Asian accessions show reduced SVP activity [77]. Furthermore, the important role of FLC in vernalization requirement seems to have evolved relatively recently at the origin of the Brassicaceae; although *FLC* orthologues were found in other families by utilizing conservation of synteny, their contribution to vernalization requirement remains unclear [78]. Our data show that in the presence of FLC, the number of SVP binding sites and the strength of their recognition increases (Figures 2 and 3). Therefore, FLC might have evolved such an important role in flowering in the Brassicaceae at least in part by enhancing the activity of SVP. Although FLC clearly also functions independently of SVP. Such overlapping or degenerate functions of these TFs might be important in ensuring that loss of activity of one of them does not impair essential functions and that, therefore, early flowering summer annual accessions can compete in natural populations.

## Conclusions

Our work has general significance in understanding the combinatorial activity of MADS-box TFs. We decoded the genome-wide interdependency of FLC and SVP, two TFs that have crucial roles in flowering control. Our findings show that their activities change when they act individually or as a complex. This behaviour confers flexibility as well as robustness to the regulatory network they govern. Also, their overlapping activities may allow plants in natural populations to tolerate genetic variation at these two genes, and thereby contribute to phenotypic differences in seasonal flowering behaviour observed in nature.

## Materials and methods

### Growth conditions, plant materials and phenotypic analysis

The WT *Arabidopsis* plants used in most of this study represented the *FRI* introgression line (Col FRI) [79]. The deficient WT Col/fri was used in a minor number of experiments (indicated in the legends). Plants were grown on soil under controlled conditions either under LDs (16 h light/8 h dark) or SDs (8 h light/16 h dark) at 20°C. The level of photosynthetic active radiation was 150 μmol m^-2^ s^-1^ under both conditions. The mutant lines described here are: *svp-41* [15], *flc-3* [16], *svp-41 flc-3*, *din10* (SAIL-54-G03), and *ga2ox8* (GK-617 F06, WiscDsLox263B11). *svp-41*, *flc-3* and *svp-41flc-3* were crossed with Col FRI-Sf2 to obtain an active FRI background. Plants used for ChIP experiments are described below in the 'ChIP experiments' section. For flowering phenotype determination, the numbers of rosette and cauline leaves were counted at flowering for at least 12 individual plants.

### Microarray expression analysis

Seedlings from *SVP FLC FRI*, *SVP flc-3 FRI*, *svp-41 FLC FRI* and *svp-41 flc-3 FRI* genotypes were grown for 2 weeks under SD conditions or 2 weeks under SDs and then transferred for 2 days under LDs. Leaf and apex tissue was harvested at Zeitgeber 8 (ZT8). Total RNA from three biological replicates was isolated with an RNAeasy extraction kit (Qiagen, Hilden, Germany) and probed to an AGRONOMICS1 Tiling array [80]. Probe signal values were subjected to the robust multi-array average (RMA) summarization algorithm [81] using the ‘rma’ function in the R environment. The following models were fit to log_2_ expression values using the ‘lmFit’ function in the limma package in R: S_gytr_ = GYT_gyt_ + R_r_ + ε_gytr_, where S is log_2_ expression value, GYT is genotype:condition:tissue interaction, and R and ε are the random factors: R is biological replicate and ε is the residual. The ‘ebayes’ function in the limma package was used for variance shrinkage in calculation of the *P*-values and the Storey’s q-values were calculated from the *P*-values using the ‘qvalue’ function in the qvalue package. Heat maps were generated by CLUSTER3.0 [82] using uncentred Pearson correlation and complete linkage, and visualized by TREEVIEW [83]. The signalling allocation analysis was performed as previously described in [40,41].

### RNA extraction and quantitative real-time PCR

Total RNA was isolated from leaf or apex tissues using an RNAeasy extraction kit (Qiagen) and treated with RNAse-free DNase (Ambion, Darmstadt, Germany) to remove residual genomic DNA. Total RNA (1 μg) was used for reverse transcription (Superscript II, Invitrogen, Darmstadt, Germany). Transcript levels were quantified by quantitative PCR in a LightCycler 480 instrument (Roche, Basel, Switzerland) using *PP2A* (At1g13320) and *UBC21* (At5g25760) as house-keeping genes. The sequences of the primers used to quantify the expression are listed in Additional file 12.

### ChIP experiments

For ChIP experiments plants were grown under SDs for 2 weeks and above-ground tissue was collected at ZT8. Three biological replicates were performed for all the ChIP assays. For ChIP on SVP we used the line expressing SVP fused to GFP under its own promoter in the *svp-41* mutant, *SVP::SVP:GFP svp-41* [11], and crossed it with flc-3 FRI to obtain *SVP::SVP:GFP svp-41 flc-3 FRI* and *SVP::SVP:GFP svp-41 FLC FRI*. Both lines were compared with the control line, in our case *35S::GFP*. Polyclonal antibody (5 μl) against GFP from Abcam (Ab290) was used to immunoprecipitate chromatin (Abcam, Cambridge, England). For ChIPs on FLC we used the genotypes Col FRI and *svp-41* FRI and these were compared to the control *svp-41 flc-3* FRI. In this case, 2 μl of FLC antiserum was used (kindly provided by Chris Helliway) [3]. After crosslinking the tissue, the ChIP was performed as in Gendrel *et al*. [84] with minor changes. Before proteinase K treatment, samples were treated with RNAse for 1 h at 37°C, purified with MinElute Reaction Cleanup kit (Qiagen) and eluted in 15 μl. ChIP samples were tested for enrichment by quantitative PCR measuring enrichment on the promoter region of *SEP3* [3] and a negative primer on the exon using primers described in Additional file 12. For ChIP-seq, 10 μl from the eluted chromatin was then used for library preparation using Ovation Ultralow DR Multiplex System (NuGen, Leek, The Netherlands). Libraries were sequenced at the Max-Planck-Genome centre Cologne using an Illumina Hi-Seq2500 instrument.

### ChIP-seq data analysis

We followed recommended guidelines in the analysis of ChIP-seq data for quality control, read mapping, normalization, peak-calling, assessment of reproducibility among biological replicates, and post-processing of peaks [50]. Low-quality reads in the raw data (FASTQ files) were filtered out using Parallel-QC 1.0 [85]. Reads kept were then mapped to the *A. thaliana* genome (TAIR10) using Bowtie [86] version 2.0.2 under default parameters. Technical replicates showed very high similarity and were combined. Reproducibility of reads mapped and peaks called was assessed between biological replicates. Peak calling was done using MACS version 2 [87] with a *P*-value cutoff of 1e-3, followed by IDR analysis [88]. Duplicated reads were not considered during peak calling in order to achieve a better specificity [50]. Peaks across the three replicates with an IDR ≤ 0.05 were retained. We further post-processed the peaks using shape analysis implemented in the Bioconductor package NarrowPeaks [51]. Only MACS peaks also detected by NarrowPeaks were considered for further processing. Final sets of peaks were annotated to TAIR10 using the Bioconductor package CSAR [89]. Analysis of peak distribution over exon, intron, enhancer, proximal promoter, 5’ UTR and 3’ UTR was done in R using ChIPpeakAnno [90]. Proximal promoter and immediate downstream were considered, respectively, 3 kb upstream of the transcription start site and 1 kb downstream the transcription end site. Quantitative comparison of peaks was done following the procedure described in [52], without quantile normalization of the peak scores. Differential binding analysis was performed using functional principal component scores (obtained from shape analysis in NarrowPeaks) over a list of aggregated regions across conditions. Genomic regions were declared as significantly different if *P* ≤ 0.05 (Hotelling’s T^2^ test). *P*-values were adjusted for multiple comparison using Benjamini-Hochberg correction [91]. Genes that present significantly different binding profiles for FLC and SVP in, respectively, *svp-41* and *flc-3* mutants as opposed to the WT were tentatively classified as complex-dependent. The plots and heat maps in Figures 2D,E and 3A and Additional files 17 and 18 were generated using deepTools-1.5.3 [92]. Regions were sorted in descendent order by the maximum of the non-overlapping median bin calculated over the regions’ length. Missing data are indicated as zero. Any region containing an intensity value >20 was skipped. ChIP-seq data visualization in Figures 5B, 6A and Additional files 22 and 23 was done using IGV [93]. Detailed description of the analysis can be found in Additional file 12.

### Gene ontology analysis

Significant GO terms were identified using the Functional Annotation Tool from DAVID Bioinformatics resources [58,94].

### Motif analysis

For each ChIP experiment we first generated three subsets of peaks (and associated sequences): peak regions in (the experiments with) both genotypes (UB), peaks present only for the WT genotype (2TF), and peaks present only for the respective mutant genotype (1TF). ChIP regions for all six scenarios (UB, 2TF, 1TF for SVP and FLC) were screened for enriched *cis*-elements. We used MEME [53] with ‘zoops’ (zero or one per sequence) model and then ‘anr’ (any number of repeats) for *de novo* motif identification. MEME parameters were set to find the 10 most significant motifs with length between 5 and 20 nucleotides. TOMTOM [95] (from MEME suite) with default parameters (+ matching all motifs) was used to match identified motifs with the JASPAR CORE motifs database.

### CArG-box searches with different spacer lengths

To assess the frequency of CArG-boxes with different spacer lengths, we generated position weight matrices of CArG variants with different spacer lengths ranging from 5 to 7 nucleotides. Subsequently, MOODS [96], a position weight matrix search tool, was used to re-screen ChIP regions for CArG-box variants. Only matches with *P*-value <0.001 were considered significant.

### Permutation test for *de novo* identified *cis*-elements

To confirm enrichment of *de novo* identified *cis*-elements 1,000 sets of regions with similar length to ChIP regions were selected randomly from the *A. thaliana* reference sequence (TAIR10). MOODS was used to re-screen ChIP and random regions. Average numbers of sequences with CArG-box and G-box as well as standard deviation in random sets were calculated to generate Z-scores for each motif for each of the six scenarios. Z-scores above 3 were considered as significant.

### Distance preference for CArG-box and G-box

To check whether CArG-boxes and G-boxes preferentially occur within a specific distance range in any of the six scenarios, we searched for all occurrences of CArG-boxes and G-boxes and calculated the distances between nearest *cis*-elements of both categories.

### Immunoblots

Plant protein extracts of 2-week-old SD grown plants dissected for apices and leaves at ZT8 were prepared in extraction buffer (50 mM Tris-HCl, 150 mM NaCl, 0.5% Triton-X100, 10 μM MG132, 0.1 μM PMSF and Protease Inhibitor Cocktail, Sigma-Aldrich (Sigma-Aldrich, St. Louis, MO, USA) and a total of 30 μg of plant protein extract was used for immunoblots. Western analysis was performed with anti-rabbit-RGA antibody (AGRISERA), and immunoblots were incubated with SuperSignal Femto West Substrate (Thermo Fisher Scientific) and detected with a LAS-4000 Mini-image analyzer (Fujifilm).

### Accession numbers

Microarray data have been deposited with the NCBI Gene Expression Omnibus (GEO) under accession number GSE57416. ChIP-seq data have been deposited under accession number GSE54881.

## Additional files

Additional file 1: Table S1. Whole-genome expression profiling experiments comparing the profiles of the genotypes *SVP FLC FRI*, *SVP flc-3 FRI*, *svp-41 FLC FRI* and *svp-41 flc-3 FRI* grown for 2 weeks under short day conditions (SD) or for 2 weeks under SDs and then transferred for 2 days under long days (LD). Additional file 2: Table S2. Whole-genome expression profiling experiments comparing the profiles of the genotypes *SVP FLC FRI*, *svp-41 FLC FRI*, *SVP flc-3 FRI*, and *svp-41 flc-3 FRI* in a transition experiment. Plants were grown for 2 weeks under SD conditions and then transferred for 2 days under LDs. Table describes the effect of treatment for each genotype. Additional file 3: Figure S1. Transcriptome changes in flowering transition from SDs to LDs. **(A)** Comparison of transcriptional profiles in the transition from SDs to LDs in *SVP FLC FRI* wild type, and mutant genotypes *SVP flc-3 FRI*, *svp-41 FLC FRI* and *svp-41 flc-3 FRI.* Genes with fold change >2 and false discovery rate <0.01 were identified as differentially expressed. The heat map represents expression difference values for up-regulated (red) and down-regulated (green) genes in apices (left) and leaves (right). **(B)** Venn diagram for differentially expressed genes during transition from SDs to LDs in the different genotypes. FLC- and SVP-dependent genes are defined as those differentially expressed in the mutants but not in the wild-type genotypes (WT). **(C)** Venn diagram for genes differentially expressed during transition from SDs to LDs in the *FRI FLC SVP* wild-type genotype in both tissues. Additional file 4: Text S1. Microarray data analysis. Rationale of the signalling allocation analysis to identify gene expression clusters. Additional file 5: Figure S2. Different modes of regulation defined by SVP and FLC. **(A)** Flowchart of microarray data analysis for differential gene expression, signalling allocation analysis, and clustering. **(B)** Cartoon describing possible modes of regulations: 1TF dependent; redundant; independent; dependent. The 1TF dependent mode suggests that gene regulation is achieved by binding of only one of the TFs, either SVP or FLC. The redundant mode of regulation suggests that they bind to the same sequence and either of them is functional. The independent mode of regulation suggests that they bind to different DNA regions to additively repress gene expression. The dependent mode suggests that the FLC:SVP protein complex is needed to bind and repress transcription. Cluster names for each mode are also indicated. **(C)** Heat map of coefficients obtained from signalling allocation analysis for genes up-regulated in leaves (199 genes; left) and apices (40 genes; right). Down-regulated genes in mutants were not included in this analysis because most or all of these were assumed to be indirectly regulated. Negative values for the coefficients for FLC and SVP represent positive contributions of each gene to repression of gene expression. For the interaction term, negative values represent that FLC and SVP work cooperatively (dependent); zero, independently and positive, redundant. Letters identify the different clusters found. Additional file 6: Figure S3. Coefficients of the terms FLC, SVP and FLC:SVP in the linear model used for signalling allocation analysis in leaves under SD conditions. **(A)** Heat map of signalling allocation analysis coefficients of all differentially expressed genes in leaves (818 genes). Positive values are represented in red, while negative values are represented in green. Genes having positive coefficients for the single TF (FLC and SVP terms) but a negative coefficient for the complex (term FLC:SVP) are marked with a black line. **(B)** Bar plot of the contribution of each term to gene expression detected in the signalling allocation analysis for genes marked in (A) with the black line (199 genes). **(C)** Average expression of genes located in the group of genes identified in (A). Values are the mean and standard error of these 199 genes. Additional file 7: Figure S4. Transcript levels of genes with expression patterns only affected by either of the two TFs. **(A,B)** Venn diagrams showing genes differentially expressed in *svp-41* (pink), *flc-3* (green) and *svp-41 flc-3* (light-blue) loss of function mutants in leaves (A) and apices (B) as described in Figure 1A. The average fold-change in expression of all genes relative to WT affected by either FLC or SVP and not in double mutant is shown for leaves (A) and apices (B) in the bar plots. Additional file 8: Table S3. Gene expression clusters identified for each tissue. Genes and expression values are described for each cluster. Additional file 9: Figure S5. Gene expression for *GA20OX2*, and signalling allocation analysis for *FT*, *SOC1*, and *GA20OX2*. **(A)** Transcript levels of *GA20OX2* determined by qRT-PCR in apices of *SVP FLC FRI* wild type, and for the mutant genotypes *SVP flc-3 FRI*, *svp-41 FLC FRI* and *svp-41 flc-3 FRI* from 2-week-old seedlings grown under SDs. Data values are represented as log_2_ fold-change relative to wild type. **(B)** Statistical analysis of signalling allocation for individual genes. Data for *FT* were analysed in leaves of plants grown under SDs followed by 2 LDs. *SOC1* and *GA20OX2* were analysed in apices grown under SDs (plain) or SDs followed by 2 LDs (dashed). Asterisks denote *P* <0.01. Additional file 10: Figure S6.
*DIN10* transcription is controlled by FLC and SVP in a complex-dependent manner. **(A,B)** Transcript levels of *DIN10* determined by tilling array and qRT-PCR in leaves of *SVP FLC FRI*, *SVP flc-3 FRI*, *svp-41 FLC FRI* and *svp-41 flc-3 FRI* genotypes for 2-week-old seedlings grown under SDs. Values are represented in log_2_ fold-change relative to wild type (A), or in mean values and stand error of the mean; n = 12 to 14 plants. **(C)** Flowering time of wild-type and *din10* plants under LDs; n = 12 to 14. Values are mean and standard deviation. Asterisks denote statistical significance *P* ≤ 0.05 (*t*-test). **(D)** Phenotypes of wild-type and *din10* mutant plants at flowering time grown under LDs. **(E)** *FT* mRNA levels in 9-, 13- and 15-day-old seedlings of wild type and *din10*. Expression levels relative to PP2A. Additional file 11: Figure S7. Characterization of transgenic plants expressing SVP-GFP translational fusion used for SVP:GFP ChIP-seq. **(A)** Flowering phenotype of plants expressing *pSVP:SVP:GFP* in *svp-41 FLC FRI* and *svp-41 flc-3 FRI* mutant background showing complementation of *svp-41* with the transgene. **(B)** Localization of SVP:GFP under SDs or SDs followed by 5 LDs. The expression pattern in apices was visualized by confocal microscopy demonstrating SVP:GFP responds as SVP wild-type protein. Additional file 12: Text S2. Supplementary methods. Additional file 13: Table S4. High confidence transcription factor binding sites and associated targets of SVP:GFP and FLC in the four genotypes analysed (*SVP:GFP FLC FRI*, *SVP:GFP flc-3 FRI*, *FLC SVP FRI*, *FLC svp-41 FRI*). Additional file 14: Figure S8. Peak annotation in the *Arabidopsis* genome (TAIR10) for ChIP-seq peaks of FLC and SVP proteins in wild-type and mutant genotypes. **(A)** SVP:GFP peak distribution over different genomic features in wild type and *SVP flc-3 FRI* mutant background. **(B)** FLC peak distribution over different genomic features in wild type and *svp-41 FLC FRI* mutant background. Peaks were annotated to chromosomal regions with the Bioconductor Package ChIPpeakAnno. Additional file 15: Table S6. ChIP-seq quantitative comparison for SVP and FLC binding between wild-type (*SVP:GFP FLC FRI*; *FLC SVP FRI*) and mutant (*SVP:GFP flc-3 FRI*; *FLC svp-41 FRI*) genotypes. The table shows the log_2_ of the peak height score change for the list of genomic regions present in both genotypes (ubiquitous (UB)), peaks uniquely identified when both TFs were present (2TF), and peaks uniquely identified in the mutant (1TF). The genomic neighbourhood for any given gene was defined to encompass the 3 kb upstream region and 1 kb downstream region; peak summits overlapping these regions were associated with that gene (Additional file 13). Additional file 16: Table S7. Statistical analysis of differential binding with replicates. The table shows the results of functional PCA on ChIP-seq peak shape (normalized binding) across replicates, followed by a Hotelling's *T* ^*2*^ test over the functional principal component scores on two different treatment conditions (genotypes). The number of PCs to achieve at least 70% of variance, as well as the total variance explained by the chosen components, are indicated. *P*-values were adjusted for multiple comparison using the Benjamini-Hochberg procedure for the control of false discovery rate. Additional file 17: Figure S9. Heat maps and profile plots of the 245 transcription factor binding sites in *SVP flc-3 FRI* in a region ±750 bp around the peak summits in both genotypes. **(A)** SVP binding in the *flc-3* mutant; **(B)** SVP binding in wild type. Summary images above the heat map plot the median profiles. Regions in the heat map in (B) are in the same order as regions in (A). Numbers below the heat map indicate significant differential binding (corrected *P* ≤ 0.05) detected by comparison with the genotype in (A). Additional file 18: Figure S10. Heat maps and profile plots of the 419 transcription factor binding sites in *svp-41 FLC FRI* in a region ±750 bp around the peak summits for both genotypes. **(A)** FLC binding in the *svp-41* mutant genotype; **(B)** FLC binding in wild-type. Summary images above the heat map plot the median profiles. Regions in the heat map in (B) are in the same order as regions in (A). Numbers below the heat map indicate significant differential binding (corrected *P* ≤ 0.05) detected by comparison with the genotype in (A). Additional file 19: Figure S11. Enrichment over background of different CArG-box variants. (CC(A/T)_5_GG, CC(A/T)_6_GG and CC(A/T)_7_GG) in FLC and SVP ChIP-seq regions defined in Figure 3B. The CArG-box with 6-nucleotide long spacer was found significantly enriched in all ChIP regions. Additional file 20: File S1. Position weight matrix for each dataset described in Figure 3B. Additional file 21: Figure S12. Beanplots for the distribution of motif occurrences/instances found in 100 random sets of equal numbers of sequences as in ChIP seq datasets and statistical comparison with ChIP-seq data. **(A,B)** Beanplot distribution of CArG-box, G-box and CE-box motifs identified in FLC ChIP-seq dataset (A) and SVP ChIP-seq dataset (B). Red dots indicate the number of occurrences/instances in ChIP-seq datasets. **(C,D)** Total sequences (under peaks), total occurrences/instances of a motif in those sequences, instances expected by chance (median of distribution of 100 random sets) and *P*-value for observed ocurrences/instances in ChIP-seq datasets for each motif in tabular form. Additional file 22: Figure S13. Binding of FLC and SVP:GFP to flowering- and flower development-related genes *SOC1*, *SEP3* and *AGL16*. **(A)** ChIP-seq enrichment of SVP:GFP and FLC genotypes binding to the *SEP3* and *SOC1* regions. Bar denotes a 5 kb window. **(B)** Local ChIP-seq enrichment of SVP:GFP and FLC genotypes binding to the *AGL16* region in a complex-dependent manner. Bar denotes a 5 kb window. Transcript levels of *AGL16* were determined by qRT-PCR in apices and leaves of *SVP FLC FRI*, *SVP flc-3 FRI*, *svp-41 FLC FRI* and *svp-41 flc-3 FRI* genotypes for 2-week-old seedlings grown under SD conditions. *PP2A* was used as the internal reference. The expression level of each gene in the mutants was normalized to the level in wild type. Error bars represent standard deviation of the mean. Additional file 23: Table S5. List of differentially expressed genes and TF binding in any of the conditions assayed. Additional file 24: Figure S15. GO terms enriched for differentially expressed genes obtained after transcriptome analyses. Only GO terms enriched at a significant level (*P*-value <0.01, X = 2) are represented. Additional file 25: Figure S14. FLC and SVP:GFP binding in a complex-exclusive manner. Local enrichment of SVP:GFP and FLC binding for the 30 peak regions defined to be complex-exclusive after statistical analysis of ChIP-seq data. Peak location and gene annotation are described in the table. Additional file 26: Figure S16. ChIP analysis of FLC (left) and SVP:GFP (right) binding to *DDF1*, *GA2OX8* and *RGL2*. Results are represented as the percentage of input. Additional file 27: Figure S17. Molecular and phenotypic characterization of *GA2OX8* alleles used in this study. **(A)** Model of *GA2OX8* gene structure annotated based on TAIR10. GK-61 F06 and WiscDsLox263B11 insertion sites are marked with a red triangle. Primers used for genotyping each allele are indicated as grey triangles. FLC and SVP common binding site identified by ChIP-seq is depicted with a green bracket. **(B)** Flowering time of GK-61 F06 and WiscDsLox263B11 compared with *fri* Col as control under SDs. Data represent the mean ± standard deviation of 12 to 15 individual plants. Additional file 28: Figure S18. Venn diagrams showing the overlapping set of putative targets for SVP and FLC between this and previous studies. **(A**) Venn diagram for SVP ChIP-seq targets in Gregis *et al*. [4], Tao *et al*. [9] and the results presented in this study. **(B)** Venn diagram for targets of FLC reported in Deng *et al*. [3] and the results presented in this study. **(C)** Comparison between experimental procedures, sequencing technologies, and bioinformatic approaches used for genome-wide identification of SVP and FLC targets in the studies in (A) and (B).

## Abbreviations

AGL: AGAMOUS LIKE
AP: APETALA
bHLH: basic helix-loop-helix
ChIP: chromatin immunoprecipitation
ChIP-on-chip: Chromatin immunoprecipitation combined with DNA microarrays
ChIP-seq: Chromatin immunoprecipitation followed by high-throughput sequencing
COL: CONSTANS-LIKE
DDF1: DWARF AND DELAYED FLOWERING 1
DEG: differentially expressed genes
DIN10: DARK INDUCIBLE 10
FLC: FLOWERING LOCUS
FRI: FRIGIDA
FT: FLOWERING LOCUS T
GA: gibberellin
GA20OX2: GIBBERELLIN 20 OXIDASE 2
GA2OX7: GIBBERELLIN 2-OXIDASE
GFP: green fluorescent protein
GO: Gene Ontology
IDR: irreproducible discovery rate
JAZ: JASMONATE ZIM-domain
LD: long day
MAF3: MADS AFFECTING FLOWERING 3
PCA: principal component analysis
qRT-PCR: real-time quantitative PCR
SD: short day
SEP3: SEPALLATA3
SHP2/AGL5: SHATTERPROOF 2
SOC1: SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1
SVP: SHORT VEGETATIVE PHASE
TEM: TEMPRANILLO
TF: transcription factor
UB: ubiquitous
UTR: untranslated region
WT: wild-type
ZT: Zeitgeber

# Supplementary material for: Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis
**Source:** Genome Biol. 2015 Feb 11;16(1):31. doi: 10.1186/s13059-015-0597-1
**Supplement:** Additional file 4: Text S1. — Microarray data analysis. Rationale of the signalling allocation analysis to identify gene expression clusters.

**Microarray data analysis**

**Rationale of the signaling allocation analysis to identify gene expression clusters**

FLC and SVP control transcription of many genes. FLC and SVP physically interact to form a heterodimer and bind to common sites, therefore the output of the transcriptional network governed by both proteins is determined by the individual action of each TF and by their interaction. In this context interaction includes the physical interaction between them (complex formation) and genetic interactions due to shared DNA binding activity (redundancy or competition). Mutations impairing each TF affect both the individual activity and the interaction. For example, mutations in *SVP* not only disrupt SVP function as a single TF but also that of the interaction FLC:SVP. Therefore, the output of the network is determined by the combined effects of FLC and SVP, and their interaction FLC:SVP. In this way, if the interaction FLC:SVP is significant in controlling gene expression (which is not known so far), the effect of SVP or FLC cannot be estimated by studying *svp-41* or *flc-3* single mutants respectively, but comparisons should include the double mutant *flc-3 svp-41*.

To determine the role of the wild-type TFs and the relationship between them in controlling gene expression in leaf and apex, we quantified genome-wide expression patterns in single and double mutants and fitted these to a linear model (see Methods and [[1](#_ENREF_1)]). We obtained the coefficient for each term of the model, FLC, SVP and FLC:SVP. Interaction terms (or interaction coefficient) could be of three classes: negative, positive or zero. Negative values represent a positive contribution of the complex to gene repression. A negative interaction coefficient applies to cases in which both TFs need to be present to repress expression of genes, for example acting together as a heterodimer. If the coefficient for the FLC:SVP interaction is positive, FLC and SVP function redundantly. The third case is when interaction is zero, indicative of the TFs acting independently. A graphical description is shown in Additional File 5: Figure S2. Then, performing hierarchal clustering on the coefficients calculated for each term, we could identify groups of genes that could be associated with the different cases described in Additional File 5: Figure S2. These different sets of genes defined the clusters used in this study. By looking at the coefficients of the terms in the model for each cluster of genes, we could define the wild-type effect of FLC, SVP and the complex in mastering the transcriptome in different tissues.

REFERENCES

1. Tsuda K, Sato M, Stoddard T, Glazebrook J, Katagiri F: **Network properties of robust immunity in plants.** *PLoS Genet* 2009, **5:**e1000772.

# Supplementary material for: Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis
**Source:** Genome Biol. 2015 Feb 11;16(1):31. doi: 10.1186/s13059-015-0597-1
**Supplement:** Additional file 12: Text S2. — Supplementary methods.

**Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis**

Julieta L. Mateos, Pedro Madrigal, Kenichi Tsuda, Vimal Rawat, René Richter,Maida Romera-Branchat, Fabio Fornara, Paweł Krajewski, George Coupland

**Supplementary Methods**

**ChIP-seq data analysis**

We followed recommended guidelines in the analysis of ChIP-seq data for quality control, read mapping, normalization, peak-calling, assessment of reproducibility among biological replicates, post-processing of peaks, and comparison between different treatment conditions [[1](#_ENREF_1)].

***Quality check and read mapping***

Low-quality and duplicated reads in the FASTQ files were filtered out using Parallel-QC 1.0 [[2](#_ENREF_2)]. Low-quality reads were considered as those not having Phred quality scores ≥ 13 (probability that the base called is incorrect ≤ 0.05) in all the bases called. Duplicated reads were also removed to achieve a better specificity (fewer false positive peaks) during the peak calling step of each treatment sample in presence of a control sample [[1](#_ENREF_1), [3](#_ENREF_3)]. Reads kept were then mapped to the *Arabidopsis thaliana* genome (TAIR10) using Bowtie [[4](#_ENREF_4)] version 2.0.2 under default parameters (i.e., reporting the 'best' alignment if multiple mapping locations were found for a read). Then, alignments reported in SAM format were sorted by chromosomal location and converted to indexed binary format (BAM) using SAMtools [[5](#_ENREF_5)].

***Assessment of global reproducibility***

The reproducibility between replicates in ChIP-seq can be measured in two different ways [[1](#_ENREF_1)]: reproducibility of reads, and reproducibility of identified peaks (see next section). Reproducibility between replicates was first assessed using the Pearson Correlation Coefficient (PCC) for each possible pair of replicates both biological and technical, using the genome-wide normalized read (extended to 300 bp) count distribution on a single nucleotide resolution. For this, we used the script ‘correlation.awk’ provided in [[6](#_ENREF_6)]. PCC values were at least 0.96 for all pair-wise comparisons between biological samples, which indicates high similarity between replicates’ binding landscapes [[6](#_ENREF_6)]. Technical replicates showed very high similarity and were merged.

Table 1. Pearson Correlation Coefficient (PCC) ranges for technical and biological replicates.

| **Experimental condition** | **Pearson Corr. Coefficient** |
| --- | --- |
| *SVP::SVP:GFP* *SVP FLC* *FRI* * | 0.960 ≤ PCC ≤ 0.987 |
| *SVP::SVP:GFP* *svp-41 flc-3 FRI* * | 0.970 ≤ PCC ≤ 0.993 |
| *FLC* *FRI SVP* ** | 0.991 ≤ PCC ≤ 0.995 |
| *FLC* *FRI svp-41*** | 0.991 ≤ PCC ≤ 0.992 |

*****= SVP:GFP ChIP-seq using GFP antibody

******= FLC ChIP-seq using FLC anti-serum

***Peak calling***

Peak-calling was performed using MACS [[7](#_ENREF_7), [8](#_ENREF_8)] version 2.0.10, allowing a relaxed *p*-value cut-off (*p*-value≤1e-3, *mfold* range to build the model 2-20, --to-large = TRUE, keep-dup = 1, rest parameters default). Relaxed thresholds are suggested in order to enable the correct computation of IDR values [[9](#_ENREF_9)]. Following the recommendations for the analysis of self-consistency and reproducibility between replicates the four negative control samples were combined into one single control (code for IDR analysis was downloaded from <https://sites.google.com/site/anshulkundaje/projects/idr>, [[10](#_ENREF_10)]). This is also beneficial as control samples with substantially higher number of reads are recommended for peak calling [[1](#_ENREF_1)]. No substantial differences were found when repeating the analysis without pooling the control samples.

Table 2. Peak calling results in MACS

| **Experimental condition** | **#Replicate** | **#Peaks (MACS, *p*-value ≤ 1e-3)** |
| --- | --- | --- |
| *SVP::SVP:GFP* *SVP FLC* FRI * | 1 | 16,973 peaks for 458_CF*** vs control |
|  | 2 | 17,821 peaks for 365_F vs control |
|  | 3 | 17,696 peaks for 365_I vs control |
| *SVP::SVP:GFP* *svp-41 flc-3 FRI* * | 1 | 9,908 peaks for 458_BE*** vs control |
|  | 2 | 36,304 peaks for 365_E vs control |
|  | 3 | 18,347 peaks for 365_H vs control |
| *FLC* *FRI SVP* ** | 1 | 11,352 peaks for 611_A vs control |
|  | 2 | 3,931 peaks for 611_D vs control |
|  | 3 | 2,210 peaks for 611_G vs control |
| *FLC* *FRI svp-41*** | 1 | 6,714 peaks for 611_B vs control |
|  | 2 | 4,890 peaks for 611_E vs control |
|  | 3 | 7,517 peaks for 611_H vs control |

*****= SVP:GFP ChIP-seq using GFP antibody

******= FLC ChIP-seq using FLC anti-serum

*******= Technical replicates C and F, and B and E, respectively, were combined.

***Conservative estimate of reproducible peaks***

To estimate the Irreproducible Discovery Rate (IDR) between replicates (3 pair-wise estimations for each treatment condition) top 16,000 peaks for *SVP::SVP:GFP* *svp-41 FLC* FRI, top 9,900 peaks for *SVP::SVP:GFP* *svp-41 flc-3* FRI, top 2,210 peaks for *41 FLC* *FRI SVP*, and top 4,890 peaks for *FLC* *FRI* *svp-41* (*p*-value ranked) at each biological replicate were submitted for assessment of reproducibility between peaks [[1](#_ENREF_1), [10](#_ENREF_10)]. Note that the discovery of irreproducible peaks is dominated always by the worst sample. For IDR computation using MACS results, we used *p*-values rather than *q*-values as suggested in <https://sites.google.com/site/anshulkundaje/projects/idr> [[9](#_ENREF_9)]. From the overlaps found (at least 1 bp) for each pair-wise assessment, we recorded the number of peaks found passing a threshold of IDR ≤ 5%. Then, a conservative estimated number of candidate TF binding sites was chosen as the maximum number of reproducible peaks found at any comparison [[9](#_ENREF_9)]. No sample was flagged as invalid as the proportion of reproducible peaks was in the order of ~2 in all cases. We kept the maximum number of peaks shown to be reproducible in any pair-wise comparison.

Table 3. Conservative estimate of reproducible peaks

| **Experimental condition** | **#Replicate pairs** | **#Peak overlaps** | **#Reproducible peaks (IDR ≤ 0.05)** | **Max** |
| --- | --- | --- | --- | --- |
| *SVP::SVP:GFP* *SVP FLC* FRI * | 1 & 2 | 5,018 | 235 | 574 |
|  | 1 & 3 | 3,999 | 408 |  |
|  | 2 & 3 | 4,583 | 574 |  |
| *SVP::SVP:GFP* *SVP flc-3* FRI * | 1 & 2 | 1,418 | 229 | 292 |
|  | 1 & 3 | 2,176 | 202 |  |
|  | 2 & 3 | 2,016 | 292 |  |
| *FLC* *FRI SVP* ** | 1 & 2 | 477 | 253 | 409 |
|  | 1 & 3 | 415 | 199 |  |
|  | 2 & 3 | 522 | 409 |  |
| *FLC* *FRI* s*vp-41*** | 1 & 2 | 920 | 443 | 443 |
|  | 1 & 3 | 842 | 398 |  |
|  | 2 & 3 | 864 | 405 |  |

*****= SVP:GFP ChIP-seq using GFP antibody

******= FLC ChIP-seq using FLC anti-serum

***Post-processing of ChIP-seq peaks***

Combining alternative ChIP-seq peak calling methods [[11](#_ENREF_11)], and post-processing ChIP-seq peaks are common practices able to decrease false positive rates [[1](#_ENREF_1), [11](#_ENREF_11)], and has been done before in the analysis of other plant TF ChIP-seq datasets [[12](#_ENREF_12)]. We used the Bioconductor (http://www.bioconductor.org/, [[13](#_ENREF_13)]) package NarrowPeaks v1.4.0 (score of read-enriched regions ≥ 6.0; allowed gap between region = 100 bp; pmaxscor = 0; rest default) on the read-coverage to analyze peak-shape as a post-processing step after general peak calling using functional principal component analysis [[14](#_ENREF_14)]. Reproducible peaks reported by MACS at the previous step were then retained only if they had any overlap with peaks determined by NarrowPeaks.

The final set of peaks considered in the paper is listed at Additional File12: Table S4.

Table 4. Post-processing of ChIP-seq peaks

| **Experimental condition** | **MACS Reproducible peaks** | **NarrowPeaks** | **Filtered out** | **Final set of peaks** |
| --- | --- | --- | --- | --- |
| *SVP::SVP:GFP* *SVP FLC* *FRI* * | 574 | 1104 | 51 | 523 |
| *SVP::SVP:GFP* *SVP flc-3* *FRI* * | 292 | 619 | 46 | 246 |
| *FLC* *FRI SVP* ** | 409 | 1160 | 94 | 315 |
| *FLC* *FRI svp-41* ** | 443 | 1326 | 24 | 419 |

*****= SVP:GFP ChIP-seq using GFP antibody

******= FLC ChIP-seq using FLC anti-serum

***Peak annotation***

Target genes in Additional File12: Table S4 were obtained using the R/Bioconductor package CSAR [[15](#_ENREF_15)] and the genes annotated in TAIR10 (http://www.arabidopsis.org/) as those having a peak summit (location of max. tag enrichment) in a region spanning from 3Kb upstream (start of the gene) to 1Kb downstream (end of the gene) of the final set of peaks called at IDR ≤ 5% after post-processing.

Analysis of peak distribution over exon, intron, enhancer, proximal promoter, 5´ UTR and 3´ UTR was done in R with the ChIPpeakAnno Package [[16](#_ENREF_16)]. Proximal promoter cutoff was set as 3kb, and immediate promoter cutoff at 1kb. Peaks that reside downstream over immediate downstream cutoff from gene end or upstream over proximal promoter cutoff from gene start were classified as enhancers.

***Overlap between peak regions***

Overlaps between peaks were obtained using BEDtools [[17](#_ENREF_17)]. 144 out of 523 peaks (27.5%) in *SVP::SVP:GFP* *SVP FLC* *FRI* overlap (at least 1 bp) with any of the 246 ChIP-seq peaks in *SVP::SVP:GFP* *SVP flc-3* *FRI*. 148 out of 246 peaks (60.2%) in *SVP::SVP:GFP* *SVP flc-3 FRI* overlap with any of the 523 ChIP-seq peaks in *SVP::SVP:GFP* *SVP FLC* *FRI*.

183 out of 315 peaks (58.1%) in *FLC* *FRI SVP* overlap (at least 1 bp) with any of the 419 ChIP-seq peaks in *FLC* *FRI svp-41*. 175 out of 419 peaks (41.8%) in *FLC* *FRI svp-41* overlap (at least 1 bp) with any of the 315 ChIP-seq peaks in *FLC* *FRI SVP*.

***Quantitative analysis of peak height change***

Once a set of confident peaks at each treatment condition have been determined, it is suggested to consider 'all hits' to adequately capture the protein's affinity (peak height) in a genomic region to better quantify differences in TF binding [[1](#_ENREF_1)]. Therefore, we put duplicated reads back at this step.

First, we divided the consensus set of binding regions for the 2 SVP backgrounds (*SVP::SVP:GFP* *SVP FLC* *FRI* and *SVP::SVP:GFP* *SVP flc-3* *FRI*) into 3 different set of peaks referred as UB, 2TF and 1TF. UB set (ubiquitous) are bound regions encountered in the two backgrounds (spanning the global region: union -not intersection-), 2TF (peaks present in the wild-type background, where 2 TF are active) and 1TF (peaks present in mutant background where 1 transcription factor is active) correspond to the regions described that does not overlap in at least 1bp with any peak called in the other background. We did the same for *FLC* *FRI SVP* and *FLC* *FRI svp-41.*

Secondly, we scored each peak region as described in [[6](#_ENREF_6)] for the quantitative comparison of ChIP-seq samples. Quantile normalization was not used because we did not have similar number of binding sites in the two conditions under comparison, and also because the same antibody (anti-GFP) was used and therefore the signal-to-noise ratio was considered to be comparable across genotypes (for FLC or SVP, respectively). As same control was used in wild-type and mutant conditions, control sample scores were not considered. Figure 3C plot the above mentioned scores for the regions. Additional File 15: Table S6 contains the scores.

***Shape-based differential binding analysis***

To further study the differential binding between SVP and FLC, we performed a dimensionality reduction analysis in the peak shapes for the four experimental conditions using a functional version of PCA, and tested whether significant differences exist between the PCA scores of a binding site, and the corresponding normalized read-enrichment in the other three conditions. The analysis was done using the function ‘narrowpeaksDiff’ in the Bioconductor package NarrowPeaks (<http://www.bioconductor.org/>, [[14](#_ENREF_14)]). We studied the peak shape (normalized coverage) ±750bp around peak summits. We employed one principal component if the proportion of variation explained at a peak region was <70%, and two components otherwise. Peak-shapes where smoothed using a linear combination of 15 B-spline basis functions before PCA analysis. To avoid biases in the analysis we excluded peaks with length longer than 4Kb. Although many global quantitative differences were observed in the quantitative analysis of peak height change in the aggregated normalized read coverage (Figure 3C; Additional File 15: Table S6), differential binding analysis penalized the significance for the differences between the biological replicates at the same condition, thus uncovering robust differential binding.

Values in Additional File 16: Table S7 report the *p*-values (multivariate analysis of variance in the PCA space, Hotelling’s T^2^ test) calculated for an experiment ‘A’ changing with respect to read-enrichment in condition ‘B’. The chi square approximation was used in the Hotelling’s T^2^ test to relax the assumption of data normality (f=”chi” in function Hotelling’s T2, R package ICSNP). To control for multiple testing problem we corrected the *p*-values using Benjamini-Hochberg adjustment [[18](#_ENREF_18)]. Genomic regions were declared as significantly different if Benjamini-Hochberg corrected p≤0.05.

The plots and heatmaps of the transcription factor binding sites in a region +/- 750 bp around the summits in in Figures 2D-E, 3A, Additional File 17: Figure S9, Additional File 18: Figure S10 were generated using deepTools-1.5.3 (<https://github.com/fidelram/deepTools>, [[19](#_ENREF_19)]). Regions were sorted in descendent order by the maximum of the non-overlapping median bin calculated over the regions’ length. Summary images above the heatmaps represent the median profile. In Figure 3A, the heatmaps for the mutant condition (right) plots the binding intensity in the same regions and order than in wild-type (left). Values below the heatmaps indicate the number of significant differentially binding events (Benjamini-Hochberg corrected *p*-value≤0.05) detected in that pair-wise comparison. Missing data was considered as zero. Any region containing an intensity value >20 was not considered.

***Visualization***

IGV genome browser [[20](#_ENREF_20)] captures in Figures 5-6 and Additional File 22: Figure S13, Additional File 23: Figure S14 visualize bigWig format files generated for *FLC* FRI *SVP*, *FLC* FRI *svp-41*, *SVP::SVP:GFP* *SVP FLC* FRI and *SVP::SVP:GFP* *SVP flc-3* FRI and controls. The reads mapped at both DNA strands from 5' to 3' direction were extended to a length of 300 bp, and the read count at each genomic position was normalized to the library size and per million reads.

| *SOC1* | xSOC (+) fwB | ATGGGAGGGAAAAAGATGTGT |
| --- | --- | --- |
|  | xSOC (+) reB | TGGTAATGGTGTTTGTGAAACC |
|  | SOC1--ChIP5-SVP | TGGACGCTTGAAACCTCATCCT |
| *SEP3* | xSEP3 (+) reA | AGATGAGAATCGGACGGCT |
|  | xSEP3 (+) fwA | TCTATTTTGGGTAACGAGGTCC |
|  | xSEP3 (-) reC | CATGTTGATAAATTCAGTTTG |
|  | xSEP3 (-) fwC | CAGAATAAAGCAATTACGTC |
| *RVE2* | xRVE2 (+) _fwA | ACAACTGTCTCAAAATGAAAGAGGA |
|  | xRVE2 (+) _revA | CACTTTTGTGCTGACTAGGCAAT |
| *RGL2* | xRGL2_(+) fwA | AGCATGCACCATGTGACTTC |
|  | xRGL_(+) revA | GTATGGTCCCAATCGCAGCT |
| *AGL19* | xAGL19_(+) fwA | TATGAGCTGGCAACGGACAAG |
|  | xAGL19_r(+) evA | CAGATCCGGTGTCCGTCAAA |
| *JAZ6* | xJAZ6 (+) fwA | AGGACACGTGAAGTATTGTTATGTG |
|  | xJAZ6 (+) reA | GGCCTATGAAGTATGAACGCTATAA |
| *AGL16* | xAGL16 (+) fwA | TGCCATGTGTCAAAACATAACAAGC |
|  | xAGL16 (+) reA | GAGATGTGGTTTTGTTGATCGAAAG |
| *GA2OX8* | xGA2ox8_(+) fwA | TCCCCATATCTCATGCGTTTCT |
|  | xGA2ox8_(+) revA | ACATGCCAACTTGCTATCCCA |
|  | xGA2ox8_(-) fwB | AGACTGACCGGATTGTGGTA |
|  | xGA2ox8_(-) RevB | ATCCGGTTGGATTAGCTCGG |
| *DDF1* | xDDF1 (+) fw | TCCCACGTGTTACTCACAGCT |
|  | xDDF1 (+) rev | TGGGACCAAAATATCCATT |
|  | xDDF1 (-) fw | CAACTGAACGATCAATGTGG |
|  | xDDF1 (-) rev | CTTGCACATAACATGTGGTG |

***List of primers used for ChIP-qPCR***

**List of primers used for qRT-PCR**

| *SVP* | SVP-RT-fw | GAAGGACAGTCGTCGGAGTC |
| --- | --- | --- |
|  | SVP-RT-re | GCCTCTTCCATAGGCAGAAA |
| *JAZ6* | JAZ6 RT-PCR For | AAAATTCGATCTCAAAGGACAAC |
|  | JAZ6 RT-PCR Rev | GCTTTTGTCAAGATTCATGTGACTC |
| *DIN10* | DIN10 RT-PCR For | CTTCTTCGCTTTCTGGCATTG |
|  | DIN10 RT-PCR Rev | CGAACCGCCGGTTTAATCGT |
| *AGL16* | AGL16 RT-PCR For | GATTTCTCCAGCTCCAGCATGA |
|  | AGL16 RT-PCR Rev | GGTGAACGAGATTCCCCTCTC |
| *GA2OX8* | MR94-OX8qPCRfor | CACTTCTATCCGGCAGCTTT |
|  | MR95-OX8qPCrrev | GCAAGAACCTCTGCCAACAT |
| *RGL2* | RGL2_fw | CCAAAACCACTACCAGCTTCTC |
|  | RGL2_rev | CAGCCATCTCAGAAGATCGAAC |
| *AGL19* | *AGL19_fw* | AGCAAGCGAGAGACGAAACA |
|  | *AGL19_rev* | AGCTCCTCGATGGAACATGC |
| *RVE2* | RVE2_Rev | CTGAATCAGCTTGGATCCGGTTAG |
|  | RVE2_Fw | CGAAGCCATGCGCAGAAGTT |
| *DDF1* | DDF1_fw | CGCGATCGTATATGGAAGAC |
|  | DDF1_rev | AACTTCTAACGCCTGGGACA |
| *FT* | FT-qRT-F | CGAGTAACGAACGGTGATGA |
|  | FT-qRT-R | CGCATCACACACTATATAAGTAAAACA |
| *PP2A* | PP2A-fw | CAGCAACGAATTGTGTTTGG |
|  | PP2A-rev | AAATACGCCCAACGAACAAA |
| *UBC21* | UBC21-fw | TCCTCTTAACTGCGACTCAGG |
|  | UBC21-rev | GCGAGGCGTGTATACATTTG |

**List of primers used for genotyping**

| *SVP* | SVP-2F | GATTTTGGATTTTTGACCCACT |
| --- | --- | --- |
|  | SVP-3R | TTAGTCGGTGGCTCTTGTCC |
| *FLC* | AtFLCPro-F | TCATGCGGTACACGTGGCAA |
|  | AtFLCex1-R | TCGCCGGAGGAGAAGCTGTA |
| *DIN10* | DIN10 RT-PCR For | CTTCTTCGCTTTCTGGCATTG |
|  | DIN10RT-PCR Rev | CGAACCGCCGGTTTAATCGT |
| *FRI* | AtFRIex1-F | TTGATAAGGATGAGTGGTTCGA |
|  | AtFRIint1-R | TGTCAACAAAAGGAACCACCTT |
| *GA2OX8* | MR82-617F06ox83 | CTATATGTTTCTAGATCGTACC |
|  | MR83-617F06ox85 | GGCATGTGAAATACAATGAATA |

|  |  |
| --- | --- |

**REFERENCES**

1. Bailey T, Krajewski P, Ladunga I, Lefebvre C, Li Q, Liu T, Madrigal P, Taslim C, Zhang J: **Practical Guidelines for the Comprehensive Analysis of ChIP-seq Data.** *PLoS Comput Biol* 2013, **9:**e1003326.

2. Zhou Q, Su X, Wang A, Xu J, Ning K: **QC-Chain: fast and holistic quality control method for next-generation sequencing data.** *PloS one* 2013, **8:**e60234.

3. Chen Y, Negre N, Li Q, Mieczkowska JO, Slattery M, Liu T, Zhang Y, Kim TK, He HH, Zieba J, et al: **Systematic evaluation of factors influencing ChIP-seq fidelity.** *Nature methods* 2012, **9:**609-614.

4. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.** *Genome biology* 2009, **10:**R25.

5. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R: **The Sequence Alignment/Map format and SAMtools.** *Bioinformatics* 2009, **25:**2078-2079.

6. Bardet AF, He Q, Zeitlinger J, Stark A: **A computational pipeline for comparative ChIP-seq analyses.** *Nat Protoc* 2012, **7:**45-61.

7. Feng J, Liu T, Qin B, Zhang Y, Liu XS: **Identifying ChIP-seq enrichment using MACS.** *Nat Protoc* 2012, **7:**1728-1740.

8. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS: **Model-based analysis of ChIP-Seq (MACS).** *Genome biology* 2008, **9:**R137.

9. Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, Batzoglou S, Bernstein BE, Bickel P, Brown JB, Cayting P, et al: **ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia.** *Genome Res* 2012, **22:**1813-1831.

10. Li D, Brown J, Huang H, Bickel P: **Measuring reproducibility of high-throughput experiments.** *Annals of Applied Statatistics* 2011, **5:**1752-1779.

11. Schweikert C, Brown S, Tang Z, Smith PR, Hsu DF: **Combining multiple ChIP-seq peak detection systems using combinatorial fusion.** *BMC Genomics* 2012, **13 Suppl 8:**S12.

12. Wuest SE, O'Maoileidigh DS, Rae L, Kwasniewska K, Raganelli A, Hanczaryk K, Lohan AJ, Loftus B, Graciet E, Wellmer F: **Molecular basis for the specification of floral organs by APETALA3 and PISTILLATA.** *Proc Natl Acad Sci U S A* 2012, **109:**13452-13457.

13. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, et al: **Bioconductor: open software development for computational biology and bioinformatics.** *Genome biology* 2004, **5:**R80.

14. Madrigal P, Krajewski P: **NarrowPeaks: Shape-based Analysis of Variation in ChIP-Seq using Functional PCA. R package version 1.9.4.**; 2013. [[http://www.bioconductor.org/](http://www.bioconductor.org/" \t "_blank)]

15. Muino JM, Kaufmann K, van Ham RC, Angenent GC, Krajewski P: **ChIP-seq Analysis in R (CSAR): An R package for the statistical detection of protein-bound genomic regions.** *Plant Methods* 2011, **7:**11.

16. Zhu LJ, Gazin C, Lawson ND, Pages H, Lin SM, Lapointe DS, Green MR: **ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data.** *BMC Bioinformatics* 2010, **11:**237.

17. Quinlan AR, Hall IM: **BEDTools: a flexible suite of utilities for comparing genomic features.** *Bioinformatics* 2010, **26:**841-842.

18. Benjamini Y, Hochberg Y: **Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing.** *Journal of the Royal Statistical Society Series B (Methodological)* 1995, **57:**289–300.

19. Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T: **deepTools: a flexible platform for exploring deep-sequencing data.** *Nucleic Acids Res* 2014, **42:**W187-191.

20. Thorvaldsdottir H, Robinson JT, Mesirov JP: **Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration.** *Briefings in bioinformatics* 2013, **14:**178-192.

# Supplementary material for: Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis
**Source:** Genome Biol. 2015 Feb 11;16(1):31. doi: 10.1186/s13059-015-0597-1
**Supplement:** Additional file 21: Figure S12. — Beanplots for the distribution of motif occurrences/instances found in 100 random sets of equal numbers of sequences as in ChIP seq datasets and statistical comparison with ChIP-seq data. (A,B) Beanplot distribution of CArG-box, G-box and CE-box motifs identified in FLC ChIP-seq dataset (A) and SVP ChIP-seq dataset (B). Red dots indicate the number of occurrences/instances in ChIP-seq datasets. (C,D) Total sequences (under peaks), total occurrences/instances of a motif in those sequences, instances expected by chance (median of distribution of 100 random sets) and P-value for observed ocurrences/instances in ChIP-seq datasets for each motif in tabular form.

A

FLC

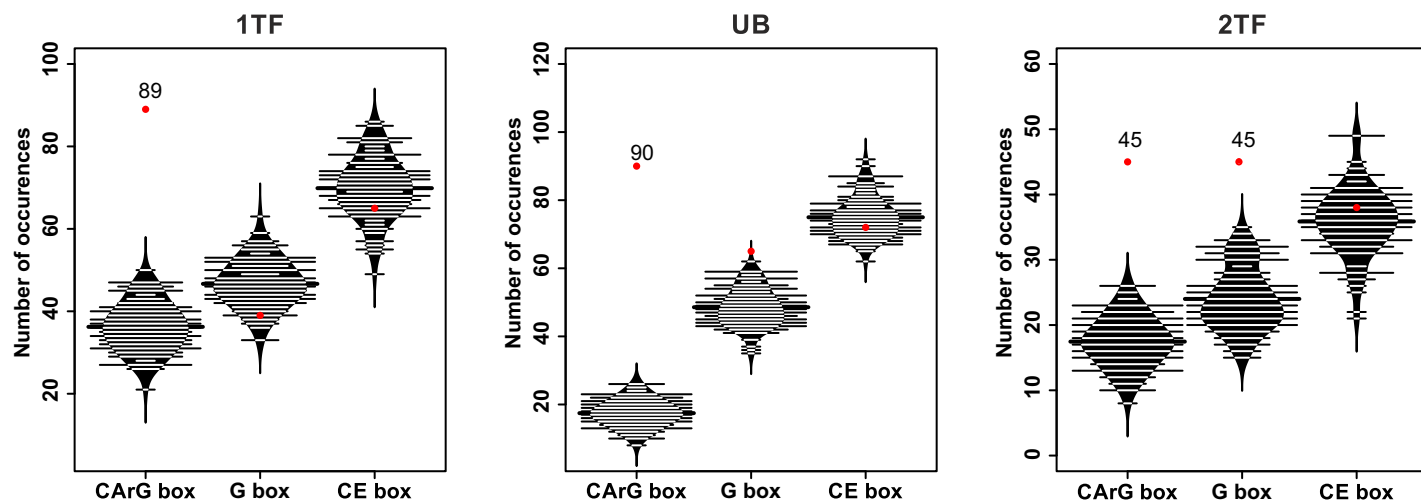

B

SVP

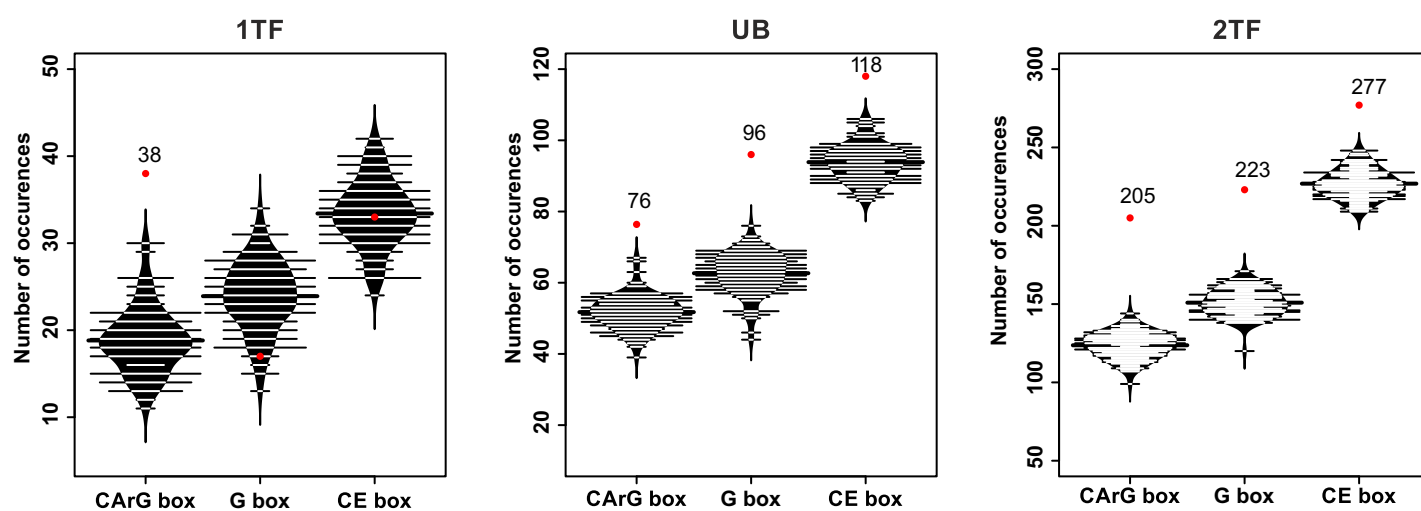

C

FLC

| 1TF         |                 |             |                                         |         | UB          |                 |             |                                         |         | 2TF         |                 |             |                                         |         |
|-------------|-----------------|-------------|-----------------------------------------|---------|-------------|-----------------|-------------|-----------------------------------------|---------|-------------|-----------------|-------------|-----------------------------------------|---------|
| Cis element | Total Sequences | Occurrences | Occurrences by chance (100 random sets) | P-value | Cis element | Total Sequences | Occurrences | Occurrences by chance (100 random sets) | P-value | Cis element | Total Sequences | Occurrences | Occurrences by chance (100 random sets) | P-value |
| CArG box    | 244             | 89          | 36(median)                              | 2.5e-19 | CArG box    | 175             | 90          | 38(median)                              | 6.5e-20 | CArG box    | 132             | 45          | 17(median)                              | 8.0e-13 |
| Gbox        | 244             | 39          | 46.5(median)                            | 0.17    | Gbox        | 175             | 65          | 48(median)                              | 0.003   | Gbox        | 132             | 45          | 23(median)                              | 1.05e-5 |
| CE box      | 244             | 65          | 70(median)                              | 0.5     | CE box      | 175             | 72          | 75(median)                              | 0.6     | CE box      | 132             | 38          | 36(median)                              | 0.6     |

SVP

D

| 1TF         |                 |             |                                         |         | UB          |                 |             |                                         |         | 2TF         |                 |             |                                         |         |
|-------------|-----------------|-------------|-----------------------------------------|---------|-------------|-----------------|-------------|-----------------------------------------|---------|-------------|-----------------|-------------|-----------------------------------------|---------|
| Cis element | Total Sequences | Occurrences | Occurrences by chance (100 random sets) | P-value | Cis element | Total Sequences | Occurrences | Occurrences by chance (100 random sets) | P-value | Cis element | Total Sequences | Occurrences | Occurrences by chance (100 random sets) | P-value |
| CArG box    | 98              | 38          | 18.5(median)                            | 2.2e-7  | CArG box    | 144             | 76          | 52(median)                              | 1.6e-7  | CArG box    | 379             | 205         | 125(median)                             | 0       |
| Gbox        | 98              | 17          | 25(median)                              | 0.6     | Gbox        | 144             | 96          | 36(median)                              | 8.0e-9  | Gbox        | 379             | 223         | 151(median)                             | 3.2e-17 |
| CE box      | 98              | 33          | 33(median)                              | 0.9     | CE box      | 144             | 118         | 94.5(median)                            | 1.5e-6  | CE box      | 379             | 273         | 226.5(median)                           | 3.3e-7  |

# Supplementary material for: Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis
**Source:** Genome Biol. 2015 Feb 11;16(1):31. doi: 10.1186/s13059-015-0597-1
**Supplement:** Additional file 25: Figure S14. — FLC and SVP:GFP binding in a complex-exclusive manner. Local enrichment of SVP:GFP and FLC binding for the 30 peak regions defined to be complex-exclusive after statistical analysis of ChIP-seq data. Peak location and gene annotation are described in the table.

5kb

### Region 1

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

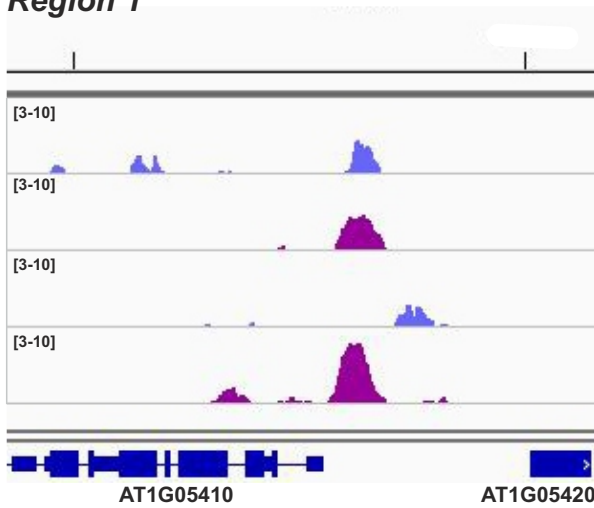

### Region 2

[3-10]

[3-10]

[3-10]

[3-10]

AT1G07128

AT1G07135

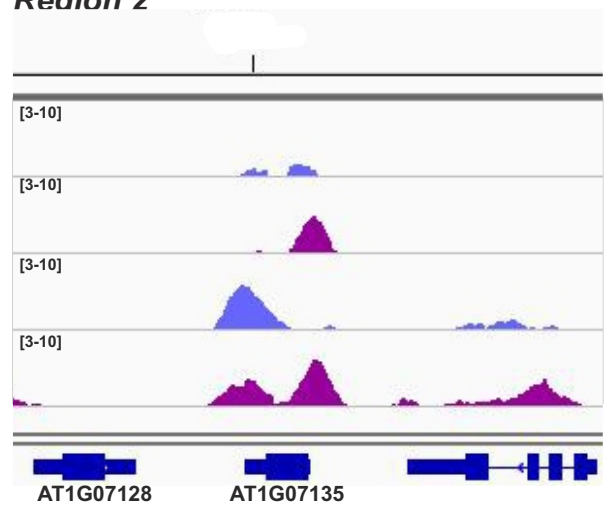

### Region 3

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

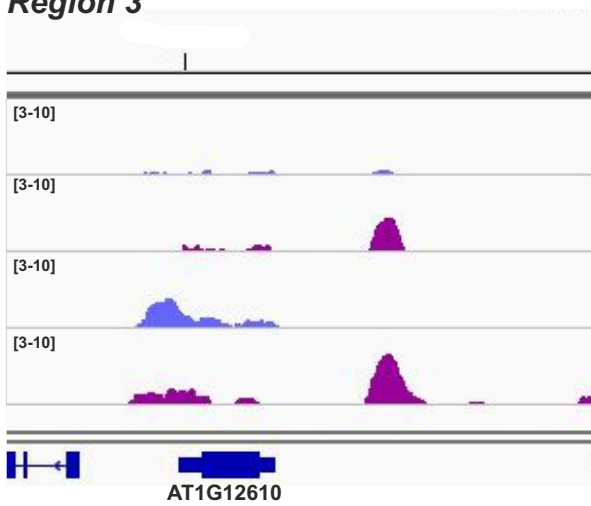

### Region 4

[3-10]

[3-10]

[3-10]

[3-10]

AT1G14890

AT1G14900

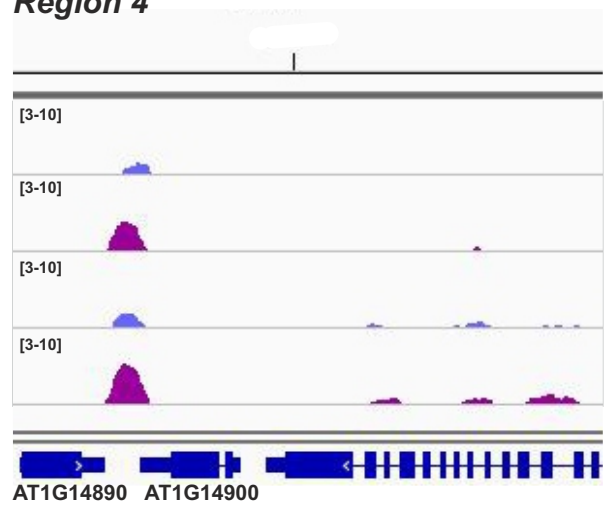

### Region 5

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

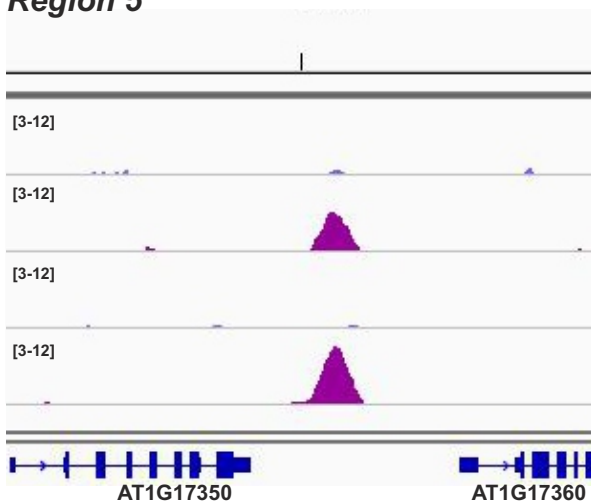

### Region 6

[3-12]

[3-12]

[3-12]

[3-12]

AT1G23860

AT1G23870

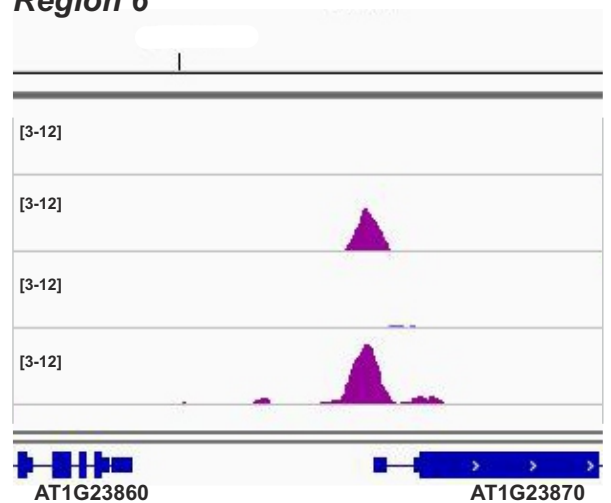

### Region 7

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

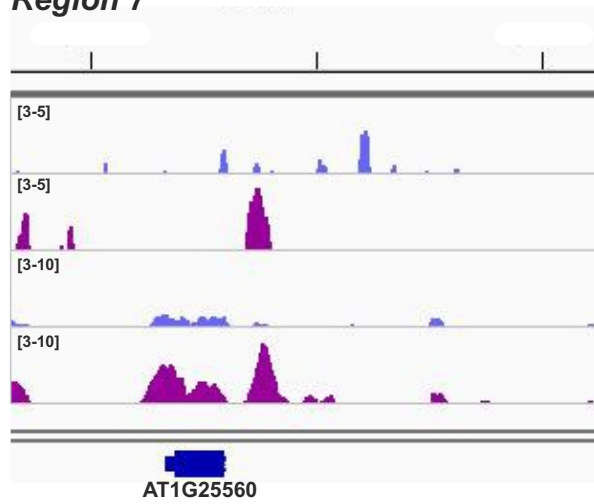

### Region 8

[3-10]

[3-10]

[3-10]

[3-10]

AT1G52390

AT1G52400

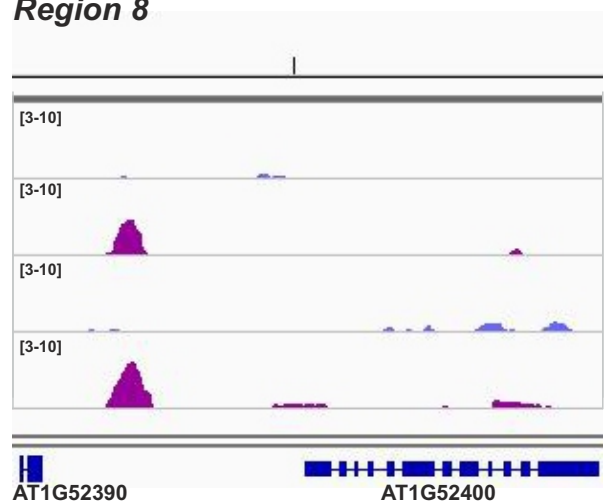

### Region 9

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

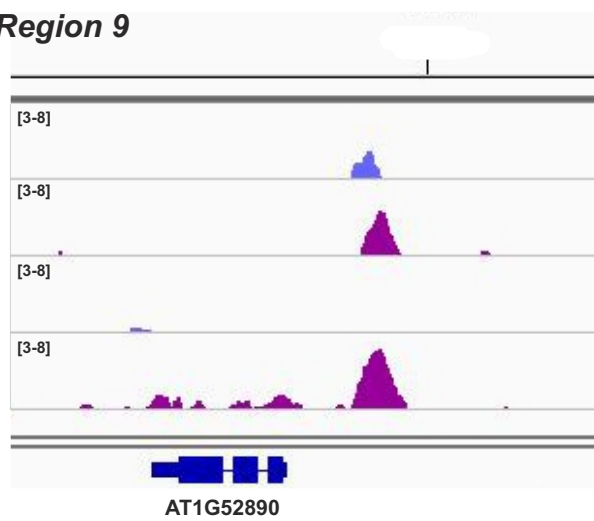

### Region 10

[3-15]

[3-15]

[3-10]

[3-10]

AT1G71696

AT1G71697

AT1G71710

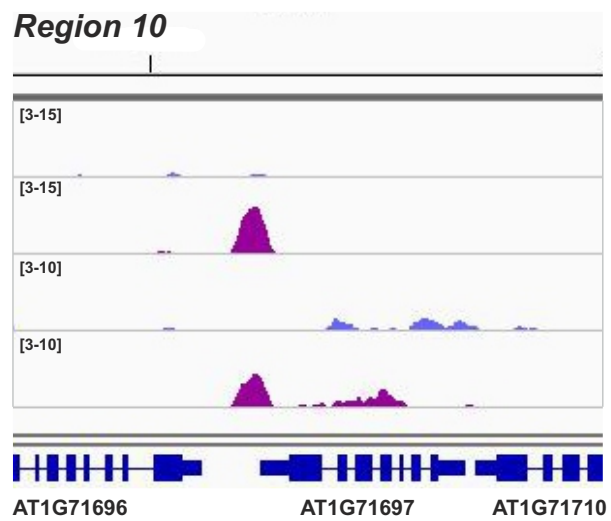

### Region 11

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

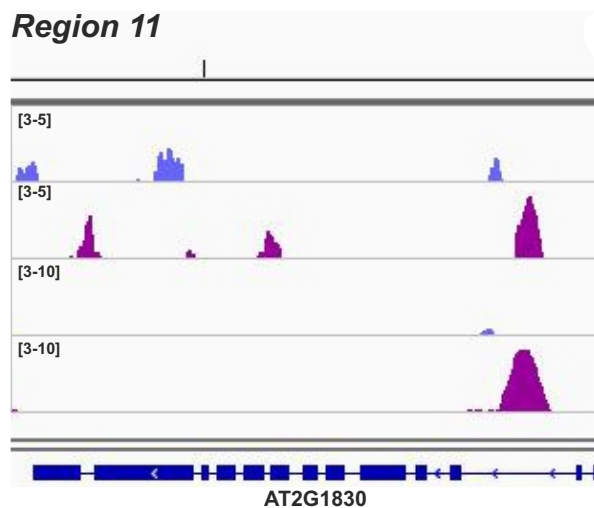

### Region 12

[3-15]

[3-15]

[3-15]

[3-15]

AT2G25460

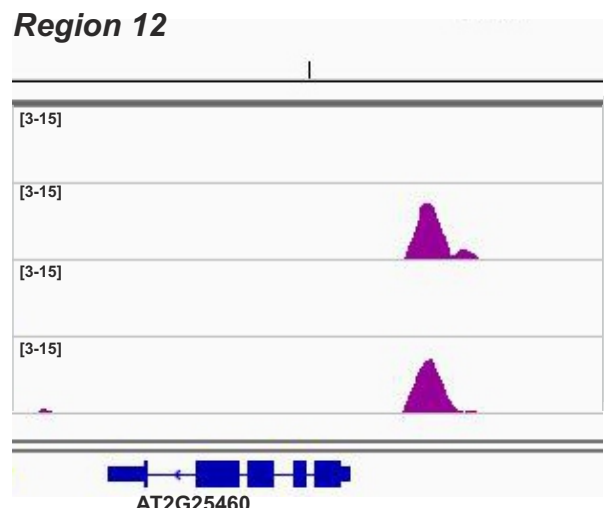

### Region 13

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

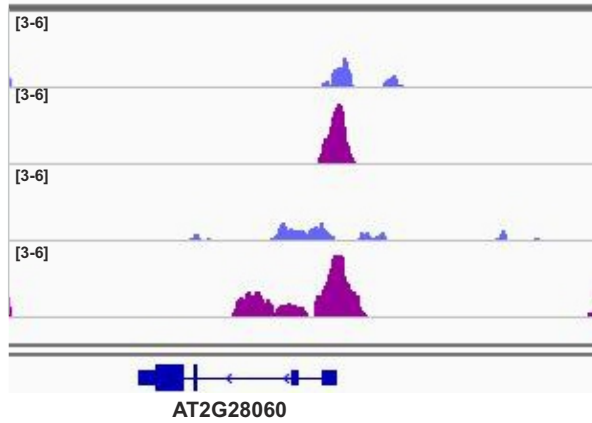

AT2G28060

### Region 14

[3-10]

[3-10]

[3-15]

[3-15]

AT3G05540

AT3G05545

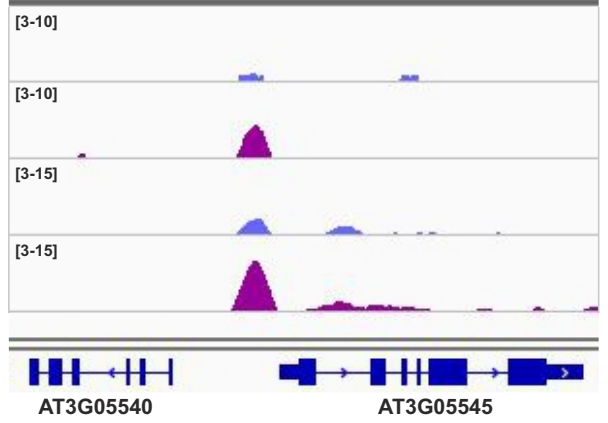

### Region 15

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

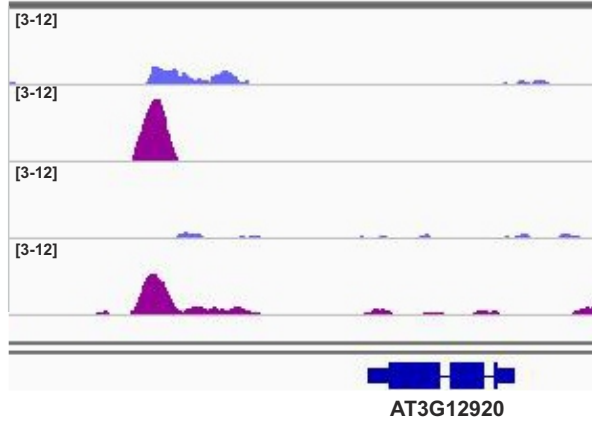

AT3G12920

### Region 16

[3-10]

[3-10]

[3-10]

[3-10]

AT3G23250

AT3G23255

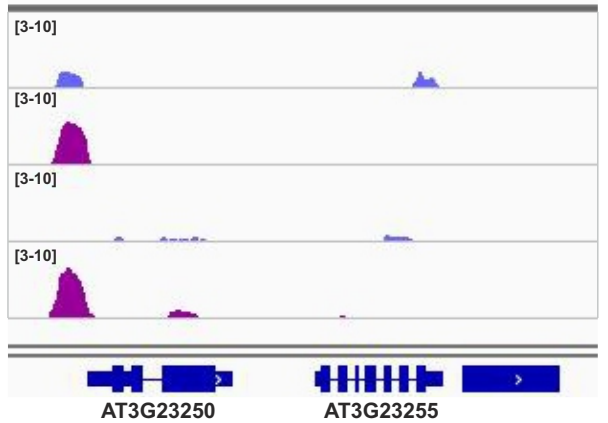

### Region 17

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

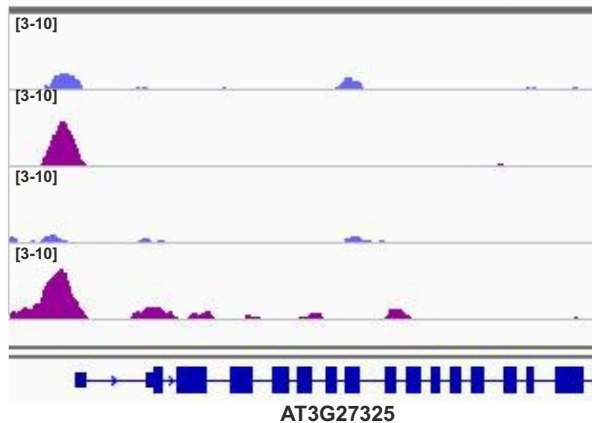

AT3G27325

### Region 18

[3-10]

[3-10]

[3-10]

[3-10]

AT3G56000

AT3G56010

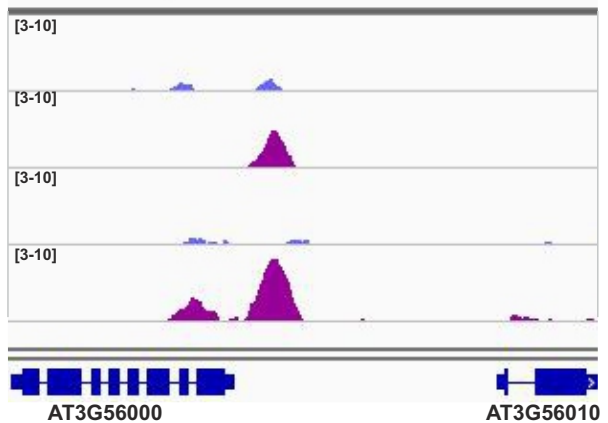

### Region 19

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

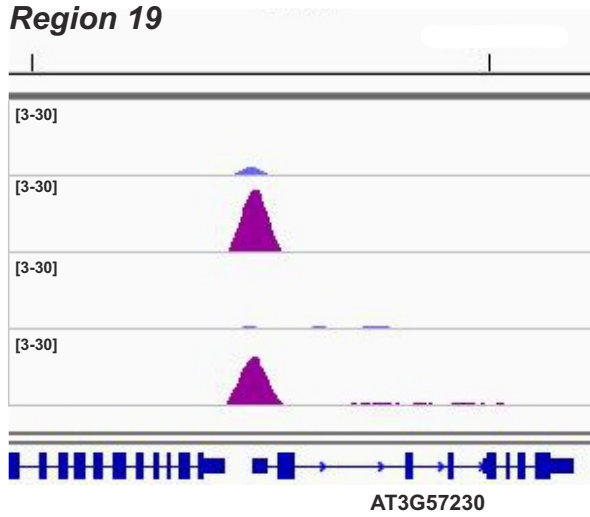

### Region 20

[3-10]

[3-10]

[3-10]

[3-10]

AT3G57800

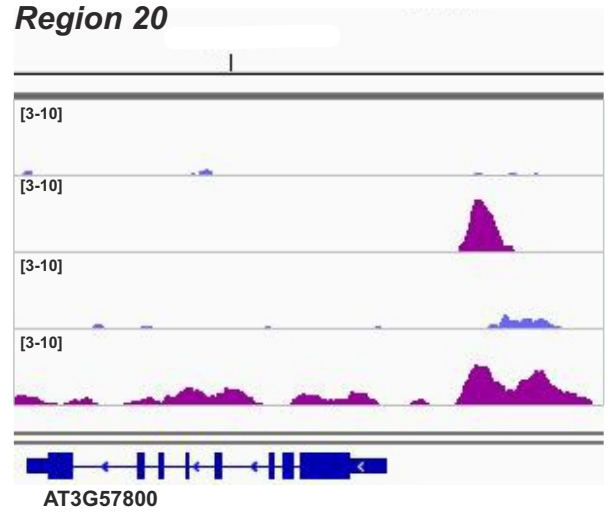

### Region 21

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

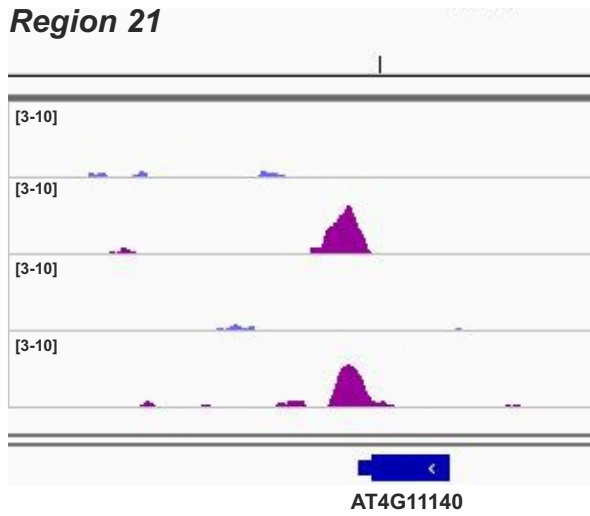

### Region 22

[3-10]

[3-10]

[3-10]

[3-10]

AT4G11820

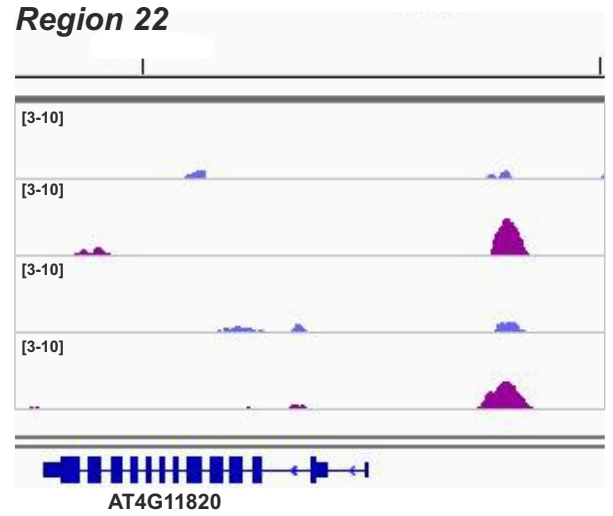

### Region 23

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

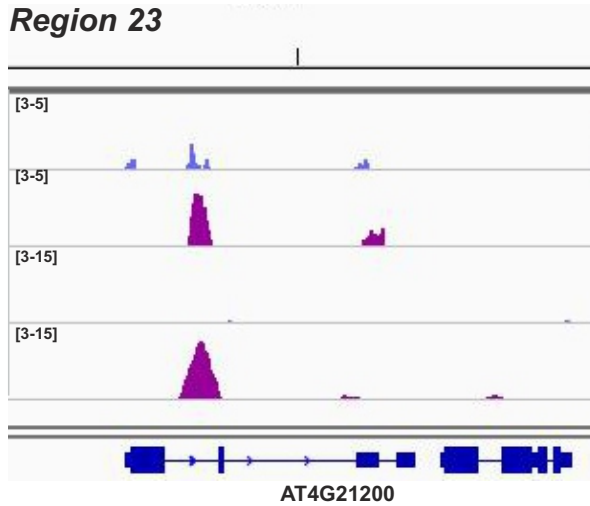

### Region 24

[3-8]

[3-8]

[3-8]

[3-8]

AT4G22190

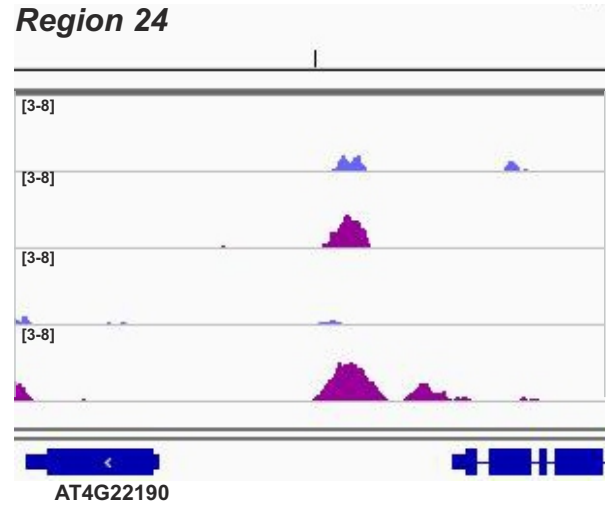

### Region 25

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

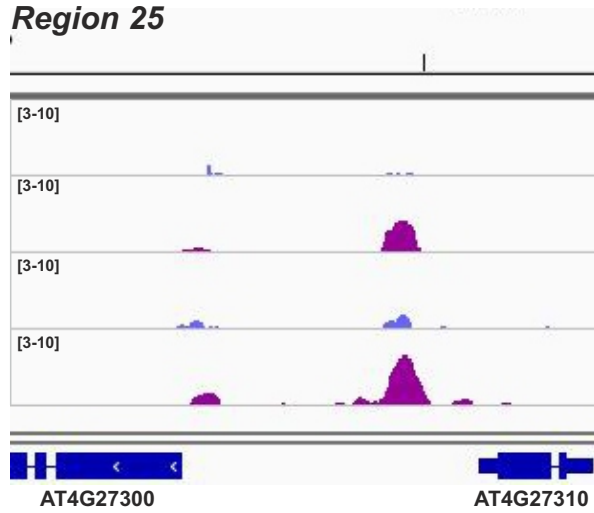

### Region 26

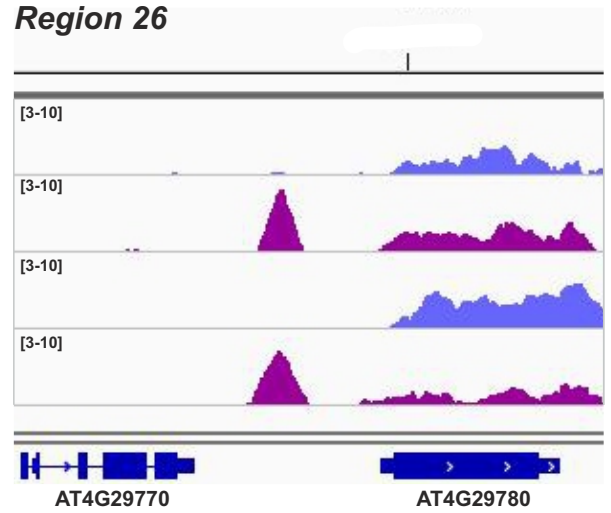

### Region 27

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

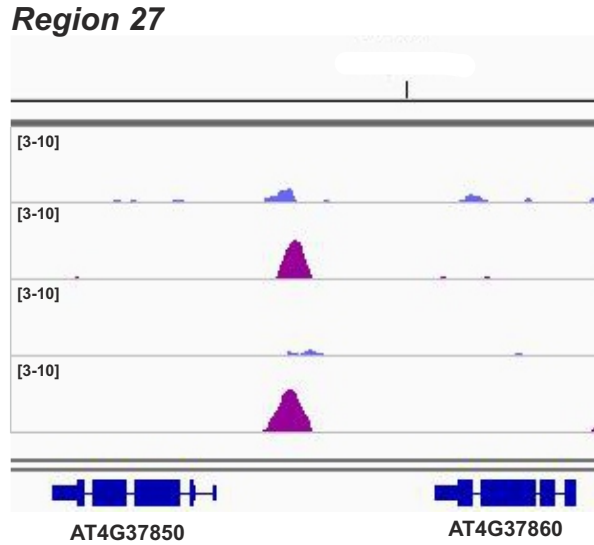

### Region 28

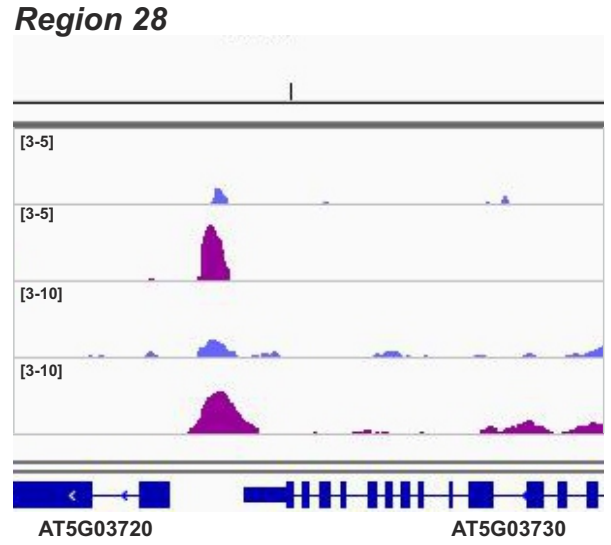

### Region 29

FLC in *svp-41*

FLC in SVP

SVP in *flc-3*

SVP in FLC

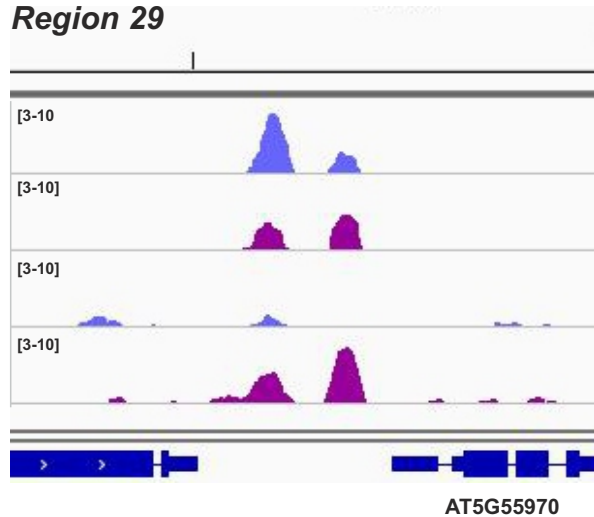

### Region 30

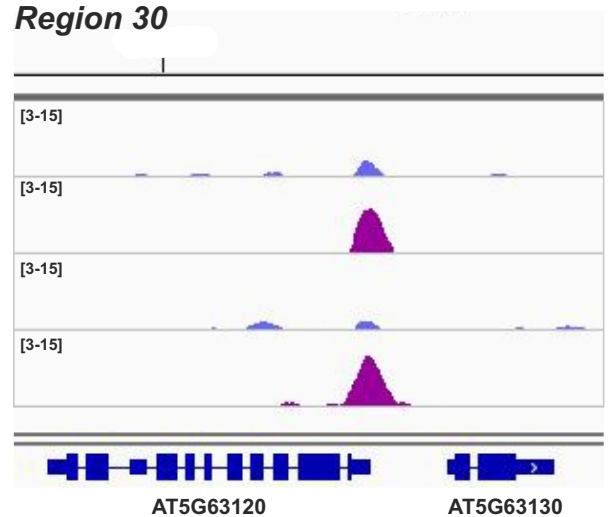

| Region    | Peak Location          | Associated Genes                                                                                                                                                                     |
|-----------|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Region 1  | Chr1:1588052-1588318   | <b>AT1G05410</b> Protein of unknown function (DUF1423),<br><b>AT1G05420</b> ovate family protein 12 (OFP12)                                                                          |
| Region 2  |                        | <b>AT1G07128</b> NA<br><b>AT1G07135</b> glycine-rich protein                                                                                                                         |
| Region 3  |                        | <b>AT1G12610</b> DWARF AND DELAYED FLOWERING 1 (DDF1)                                                                                                                                |
| Region 4  |                        | <b>AT1G14890</b> Plant invertase/pectin methylesterase inhibitor superfamily protein<br><b>AT1G14900</b> high mobility group A (HMGA)                                                |
| Region 5  | Chr1:5945181-5945641   | <b>AT1G17350</b> NADH:ubiquinone oxidoreductase intermediate-associated protein 30,<br><b>AT1G17360</b> BEST Arabidopsis thaliana protein match is: COP1-interacting protein-related |
| Region 6  | Chr1:8431888-8432297   | <b>AT1G23860</b> RS-containing zinc finger protein 21 (RSZP21),<br><b>AT1G23870</b> trehalose-phosphatase/synthase 9 (TPS9)                                                          |
| Region 7  | Chr1:8983623-8983948   | <b>AT1G25560</b> TEMPRANILLO 1 (TEM1),<br><b>AT1G52390</b> unknown protein                                                                                                           |
| Region 8  | Chr1:19513031-19513330 | <b>AT1G52400</b> beta glucosidase 18 (BGLU18)                                                                                                                                        |
| Region 9  |                        | <b>AT1G52890</b> NAC domain containing protein 19 (NAC019)                                                                                                                           |
| Region 10 |                        | <b>AT1G71696</b> SUPPRESSOR OF LLP1 1 (SOL1)                                                                                                                                         |
| Region 11 | Chr2:368825-369022     | <b>AT1G71697</b> choline kinase 1 (CK1)<br><b>AT2G01830</b> WOODEN LEG (WOL),<br><b>AT2G25460</b> CONTAINS InterPro DOMAIN/s: C2 calcium-dependent membrane targeting                |
| Region 12 | Chr2:10836136-10836667 | <b>AT2G25470</b> receptor like protein 21 (RLP21)                                                                                                                                    |
| Region 13 | Chr2:11952075-11952335 | <b>AT2G28060</b> 5'-AMP-activated protein kinase beta-2 subunit protein,<br><b>AT3G05540</b> Methionine sulfoxide reductase (MSS4-like) family protein                               |
| Region 14 |                        | <b>AT3G05545</b> RING/U-box superfamily protein                                                                                                                                      |
| Region 15 | Chr3:4119358-4119728   | NA<br><b>AT3G23250</b> MYB15,                                                                                                                                                        |
| Region 16 | Chr3:8308906-8309182   | <b>AT3G23255</b> unknown protein                                                                                                                                                     |
| Region 17 | Chr3:10094742-10095088 | <b>AT3G27325</b> hydrolases, acting on ester bonds,<br><b>AT3G56000</b> cellulose synthase like A14 (CSLA14),                                                                        |
| Region 18 | Chr3:20786142-20786287 | <b>AT3G56010</b> unknown protein                                                                                                                                                     |
| Region 19 |                        | <b>AT3G57230</b> AGAMOUS-LIKE 16                                                                                                                                                     |
| Region 20 |                        | <b>AT3G57800</b> bHLH DNA-binding superfamily protein                                                                                                                                |
| Region 21 | Chr4:6794561-6794843   | <b>AT4G11140</b> cytokinin response factor 1 (CRF1),<br><b>AT4G11820</b> HYDROXYMETHYLGLUTARYL-COA SYNTHASE (HMGS)                                                                   |
| Region 22 |                        | <b>AT4G21200</b> GIBBERELLIN 2-OXIDASE 8                                                                                                                                             |
| Region 23 |                        | <b>AT4G22190</b> unknown protein                                                                                                                                                     |
| Region 24 |                        | <b>AT4G27300</b> S-locus lectin protein kinase family protein                                                                                                                        |
| Region 25 | Chr4:13674604-13674936 | <b>AT4G27310</b> B-box type zinc finger family protein<br><b>AT4G29770</b> unknown protein                                                                                           |
| Region 26 | Chr4:14578403-14578760 | <b>AT4G29780</b> unknown protein                                                                                                                                                     |
| Region 27 | Chr4:17798605-17798904 | <b>AT4G37850</b> bHLH DNA-binding superfamily protein<br><b>AT5G03720</b> heat shock transcription factor A3 (HSFA3)                                                                 |
| Region 28 |                        | <b>AT5G03730</b> CONSTITUTIVE TRIPLE RESPONSE 1 (CTR1)                                                                                                                               |
| Region 29 |                        | <b>AT5G55970</b> RING/U-box superfamily protein<br><b>AT5G63120</b> P-loop containing nucleoside triphosphate hydrolases superfamily protein                                         |
| Region 30 | Chr5:25322058-25322490 | <b>AT5G63130</b> Octicosapeptide/Phox/Bem1p family protein                                                                                                                           |

# Supplementary material for: Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis
**Source:** Genome Biol. 2015 Feb 11;16(1):31. doi: 10.1186/s13059-015-0597-1
**Supplement:** Additional file 28: Figure S18. — Venn diagrams showing the overlapping set of putative targets for SVP and FLC between this and previous studies. (A) Venn diagram for SVP ChIP-seq targets in Gregis et al. [4], Tao et al. [9] and the results presented in this study. (B) Venn diagram for targets of FLC reported in Deng et al. [3] and the results presented in this study. (C) Comparison between experimental procedures, sequencing technologies, and bioinformatic approaches used for genome-wide identification of SVP and FLC targets in the studies in (A) and (B).

A

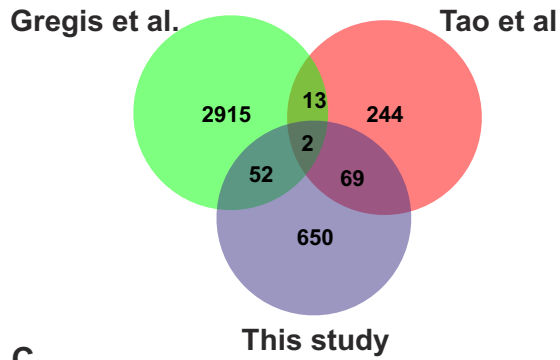

B

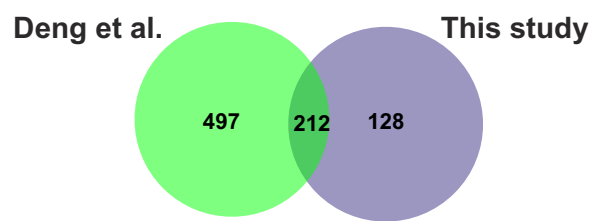

C

| SVP ChIP                     | Tao et al. | Gregis et al.       | This study                |
|------------------------------|------------|---------------------|---------------------------|
| Technology                   | ChIP-chip  | Genome AnalyzerII   | Illumina HiSeq 2000       |
| Genotype                     | 35S:SVP    | pSVP:SVP:GFP        | pSVP:SVP:GFP              |
| Growth conditions            | 9 days LD  | 2 weeks SD          | 2 weeks SD                |
| Antibody                     | anti-SVP   | anti-GFP (Clontech) | anti-GFP (abcam)          |
| Replicates n°                | 3          | 2(1)*               | 3                         |
| Mapping Tools                | -          | SeqMan              | Bowtie                    |
| Analysis Tools (Peak caller) | TileMapv2  | CSAR                | MACS (v2) and NarrowPeaks |

\* 2 biological replicates were used for DNA preparation, but reads from each replicate were pooled before read mapping for analysis.

| FLC ChIP                     | Deng et al.        | This study                |
|------------------------------|--------------------|---------------------------|
| Technology                   | Genome Analyzer II | Illumina HiSeq 2000       |
| Genotype                     | <i>FRI FLC SVP</i> | <i>FRI FLC SVP</i>        |
| Growth conditions            | 12 days L D        | 2 weeks SD                |
| Antibody                     | anti-FLC           | anti-FLC                  |
| Replicates n°                | 1                  | 3                         |
| Mapping Tools                | not reported       | Bowtie                    |
| Analysis Tools (Peak caller) | QuEST and MACS     | MACS (v2) and NarrowPeaks |

How the deposited data were processed for this re-analysis (not part of the article)

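The data were ChIP-seq peaks of SVP:GFP and of FLC in *A. thaliana* seedlings. The 18 samples formed 6 conditions with 3 samples each: SVP:GFP in WT and in *flc-3*, FLC in WT and in *svp-41*, and a negative control for each protein. Every sample was matched to its condition and replicate from its label and the methods of the paper. The labels and the paper differ in the day length (LDs in the labels, SDs in the paper) and, for Text S2, in the number of control samples.

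The authors removed low-quality and duplicated reads, aligned the rest to TAIR10 with Bowtie, called peaks with MACS against the negative control, kept the peaks that passed their IDR threshold, and of these kept the peaks that NarrowPeaks also detected. A deposited list for each protein and genotype gives the start, end and summit of each merged peak, its assigned genes, a fold-enrichment and a −log10 p-value. The fold-enrichment is the ratio of the sample to the control that the authors' peak calling reported. The −log10 p-value is also from the authors' peak calling. Which replicate or merged call gave the values of a merged peak is not stated in the parts of the paper that were read. Values of fold-enrichment and −log10 p-value were compared within a list, except that the alternatives with the same minimum −log10 p-value in all 4 lists take it as comparable between lists, although it depends on their depth. The deposited lists were the only processed data used, and 0 of their columns with values were left unused. Reads, coverage tracks and peaks of single replicates were not used here, so the depth per sample is unknown and no replicate error can be given. The quantitative comparison of peak heights between genotypes in the paper needs the reads and was not repeated.

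Peaks were compared with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. Overlaps of at least 1 bp were counted as shared and checked against bedtools 2.31.1. The genome sequence and annotation were TAIR10.1, with 27444 protein-coding genes. The coordinates of the lists were used with it because nearly every assigned gene lay within the window that the paper gives, 3 kb upstream to 1 kb downstream. Copies of the 200 bp around each summit were searched with blastn 2.17.0, and a copy needed at least 95% identity over at least 150 bp. The same search was made at 20000 random positions.

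Target genes were those assigned by the authors. The 1TF, UB and 2TF sets followed the paper, with the UB peaks of SVP:GFP taken from the WT list and those of FLC from the *svp-41* list, which gives the numbers in the paper. Motifs were searched as consensus strings, where the paper searched with position weight matrices, which were not used here. Shares of target genes found in a single genotype were compared by Chi-square test with continuity correction. Overlaps and motif matches were compared with 1000 random sets, summit distances with 10000 random sets, and medians by permutation test with 100000 resamples. Shared genes and DEGs were compared by Fisher's exact test against the protein-coding genes, with Benjamini-Hochberg adjustment over 24 tests of DEGs and over the 6 sets for the co-occurrence of motifs. The threshold was 0.05 for p-values and 3 for Z-scores, as in the methods of the paper. The DEG lists are the paper's, and all 12 lists had the size the paper states. Confidence intervals of shares are 95% Wilson intervals.

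The genes named in the text are the 29 genes that the paper names in connection with ChIP-seq peaks and the genes of the 3 peaks with the highest −log10 p-value in each list. *CLF* was added after its peaks were seen. Alternatives included a −log10 p-value of at least 20, 1 threshold for all 4 lists (17.2, the minimum of SVP:GFP in WT), lists of equal size (246 peaks), other definitions of overlap, gene window, promoter, motif and background, and, chosen after seeing the data, lists without peaks at copied sequence, genes assigned again with TAIR10.1, promoters counted before genes, FLC UB peaks from the WT list and DEGs compared with the WT lists only.

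The steps named in this paragraph were tested on simulated data with known answers. Overlaps equalled those of bedtools in 50 of 50 pairs of lists. Planted overlaps were called in 200 of 200 pairs and absent ones in 6 of 200. All 200 planted CArG-boxes were found, and the motif test called 17 of 20 sets with planted motifs and 0 of 20 without. Copies were counted right at 30 of 30 near-identical, 30 of 30 diverged and 30 of 30 single positions. Fisher's exact test called 200 of 200 planted gene overlaps and 7 of 200 without one, and the permutation test of medians called 200 of 200 planted differences and 8 of 200 without one. The class of position was right at 300 of 300 random positions. The Chi-square tests of shares, the test of summit distances, the co-occurrence of motifs, the families of related sequence and the tests on the scores of Table S6 were not tested on simulated data.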

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

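The tests by families of related sequence, between the WT and mutant lists, and at *CLF* were chosen after the results were seen.

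The paper's results on genes leave out the peaks without an assigned gene, which numbered 39 for SVP:GFP in WT, 53 in *flc-3*, 103 for FLC in WT and 177 in *svp-41*. Most of those in the last 3 lists lay at copied sequence: 8 of the 39, 40 of the 53, 87 of the 103 and 159 of the 177. Among all peaks, the share at copied sequence was 5.16%, 24.4%, 32.4% and 46.1%, compared with 10.4% of random positions. A technical explanation is that reads of repeated sequence, placed by the aligner at a copy, give peaks without binding. In that case a CArG-box should be no more frequent under these peaks than at random positions of copied sequence. Within 100 bp of the summits it was more frequent for FLC in *svp-41* (13 of 193 peaks, Z-score 7.97) and over the 4 lists together (19 of 382 peaks, compared with 21 of 2083 random positions, Z-score 7.76). These Z-scores take the peaks as independent. For SVP:GFP in WT (Z-score −0.524), SVP:GFP in *flc-3* (1.80) and FLC in WT (2.95) it was not past the threshold of 3, with 0, 2 and 4 peaks at copied sequence that had a CArG-box.

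The peaks at copied sequence are not independent of each other, since related copies carry the same bases. The 382 peaks fell into 92 families of related sequence, the largest with 93 peaks, and the 19 peaks with a CArG-box into 4 families, 13 of them into the same family. Counted by families, with 1 member taken from each, 4 of 92 had a CArG-box, compared with 16 of 1428 families of random positions (Fisher's exact test, one-sided, p = 0.0288). With the member drawn at random, p was under 0.05 in 926 of 1000 draws and at most 0.130. With a family counted when any member had a CArG-box, it was 4 of 92 compared with 20 of 1428 (Fisher's exact test, one-sided, p = 0.0526). The result thus depends on the member taken, and repeated sequence and binding cannot be told apart. The peaks at copied sequence were a larger share of the list without the partner for SVP:GFP (odds ratio 5.93) and for FLC (odds ratio 1.78), and the larger p of the 2 proteins was 0.000193 (Fisher's exact test, two-sided). This test takes the peaks as independent, although related copies and peaks found in both lists are not. The larger share may come from binding without the partner, but every other difference between the WT and mutant lists, such as their depth or their threshold, has the same grouping and stays open. The sequence around the summit matched the mitochondrial genome at 11 peaks of SVP:GFP in *flc-3* and the chloroplast genome at 11. For SVP:GFP in WT both numbers were 0, for FLC in WT 0 and 2, and in *svp-41* 0 and 5. Reads from these genomes may thus enter the *flc-3* list more than the others, and their share is unknown. The number of reads that match several places was not analysed here.

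Along *CLF* (AT2G23380, chromosome 2 from 9955092 to 9960386), SVP:GFP in *flc-3* had 9 peaks, between 9955111 and 9960396, with fold-enrichments from 2.55 to 4.95. The text of the paper does not name this gene, which its supplementary tables list as a target in *flc-3*, and the other 3 lists had 0 peaks there. The summits lay in coding exons at 7 peaks, in the 5′UTR at 1 and in the 3′UTR at 1, and the peaks covered 47.7% of the gene. In the other lists, a window of 6000 bp held at most 3 peaks for SVP:GFP in WT and 2 for FLC in each genotype. None of the 9 summits lay at copied sequence. Extra copies of the gene's sequence in the *flc-3* line alone would leave the WT signal of these regions no higher than at the other regions found only in *flc-3*, which binding found only in *flc-3* would do as well. In the paper's Table S6 the median WT score of the 9 regions minus that of the 89 others was −0.202 (permutation test, two-sided, p = 0.388). Binding at CArG-boxes would give more matches than random regions have: 0 peaks had an exact CArG-box, and with at most 1 mismatch 3 of 9 had a match, compared with 2.56 on average (Z-score 0.357). With 9 regions of a single gene in a single line, neither explanation is excluded, and these tests cannot tell them apart. All 9 summits lay in exons, and neither test took this into account. Binding of SVP:GFP to this gene in the absence of FLC also stays open, as no other biological explanation was tested.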

How the results depend on the processing

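The alternatives were set before the data were examined, except for 5 chosen after seeing the data: leaving out peaks at copied sequence, assigning genes again with the RefSeq annotation, counting promoters before genes, taking the FLC UB peaks from the WT list, and comparing DEGs with the WT lists only. The cause of the changes below was not tested, except that a stricter threshold, equal list sizes, a narrower gene window and leaving out peaks reduce the lists by construction.

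No paired analysis was possible because each protein and genotype has a single merged list, in which the replicate numbers no longer appear. For the same reason leaving out each replicate in turn was not possible with the final lists. Text S2 of the paper gives the number of reproducible peaks for each pair of replicates, before the last filter and as counts only. These counts overlapped between WT and mutant for both proteins. The depth of the samples, which is unknown, also limits every comparison of the numbers of peaks between lists.

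The overlap of peaks kept its direction and its side of the threshold in each of the 4 pairs of lists under every alternative run: from 73 to 144 peaks for SVP:GFP in WT and *flc-3*, from 55 to 183 for FLC in WT and *svp-41*, from 36 to 86 for SVP:GFP in *flc-3* and FLC in *svp-41*, and from 60 to 143 for SVP:GFP and FLC in WT. The median distances of summits did so too, between 12 and 30 bp. The difference in strength between shared and other peaks of SVP:GFP stayed past the threshold under every alternative. So did the difference in unique target genes of SVP:GFP, from 12.0 to 64.7 percentage points. Shared genes are in both lists, so for both proteins the sign of this difference is that of the difference in the number of genes, and its stability adds nothing to those numbers.

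With a −log10(*P*) of at least 20, there were 112 peaks and 135 genes for SVP:GFP in *flc-3*, 77 peaks and 89 genes for FLC in WT, and 152 peaks and 162 genes in *svp-41*. The difference in unique target genes of FLC passed the threshold at −29.4 percentage points. The difference in promoter summits between WT and mutant no longer did, at 9.22 percentage points for SVP:GFP and 4.85 for FLC, nor did the share of promoter summits of FLC in WT against random positions, at 31.2%. The CArG-box fell under a Z-score of 3 in SVP:GFP UB peaks (2.93) and FLC 2TF peaks (1.97), and the G-box in FLC UB peaks (1.91). The Z-score of the G-box turned positive in SVP:GFP 1TF (0.866) and FLC 1TF peaks (0.593). The odds ratio of both motifs in FLC 1TF peaks changed to 2.69. Among DEGs, odds ratios crossed 1 for SVP:GFP targets and genes down-regulated in leaves of *svp-41 flc-3* (1.07), and for FLC targets and genes down-regulated in apices of *svp-41* (2.53) and of *svp-41 flc-3* (1.54).

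With 1 threshold for all 4 lists, there were 140 peaks and 170 genes for SVP:GFP in *flc-3*, 91 and 101 for FLC in WT, and 185 and 197 in *svp-41*. The difference in unique target genes of FLC was −32.8 percentage points and passed the threshold. For promoter summits of FLC, the difference of 2.12 percentage points and the share of 30.8% in WT no longer passed. The odds ratios of FLC targets among genes down-regulated in apices crossed 1 for *svp-41* (2.14) and *svp-41 flc-3* (1.30).

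With equal list sizes, the difference in unique target genes of FLC reversed to 5.76 percentage points, not past the threshold, with 282 genes in WT and 250 in *svp-41*. Odds ratios crossed 1 for SVP:GFP targets among genes down-regulated in apices of *svp-41* (1.01), leaves of *svp-41 flc-3* (1.17) and apices of *svp-41 flc-3* (1.25), and for FLC targets among genes down-regulated in apices of *svp-41* (1.22) and leaves of *svp-41 flc-3* (0.932). The exact binomial test on the unique target genes of FLC passed the threshold at the same difference of −7.02 percentage points. It compares the 157 genes found only in WT with the 208 found only in *svp-41*, which is the same as comparing the numbers of genes of the lists, 340 and 391.

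Without peaks at copied sequence, FLC in *svp-41* had 226 peaks. The difference in strength between shared and other FLC peaks passed the threshold at 0.371, and the share of promoter summits of FLC in *svp-41* passed it at 50.4%. The differences in promoter summits between WT and mutant no longer passed, at 5.31 percentage points for SVP:GFP and 3.55 for FLC. The Z-score of the G-box in FLC 1TF peaks turned positive, at 1.79.

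With summits from 1 kb upstream of a gene to its end, the 4 lists had 407, 162, 167 and 184 genes (SVP:GFP in WT and *flc-3*, FLC in WT and *svp-41*). The odds ratios of FLC targets among genes down-regulated in apices crossed 1 for *svp-41* (1.73) and *svp-41 flc-3* (1.05). With the nearest gene only, the lists had 454, 176, 203 and 220 genes, and the odds ratio for apices of *svp-41* was 1.47. The odds ratio of FLC targets among genes down-regulated in leaves of *svp-41 flc-3* crossed 1 with any base of the peak in the window (0.939) and with the RefSeq annotation (0.996). With the WT lists only, those of FLC crossed 1 for genes down-regulated in apices of *svp-41* (1.46) and leaves of *flc-3* (0.998). None of the down-regulated lists passed the threshold under any of the alternatives named here.

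With genes in any of the 4 lists as the background, the odds ratio of genes shared without the partner reversed to 0.694 and that of genes in both 2TF sets to 0.748. Every gene of that background is in a list by construction, which lowers these odds ratios whatever the sharing, so the reversal says nothing against it. With all changed genes as the background, odds ratios crossed 1 for SVP:GFP targets among genes down-regulated in leaves of *svp-41* (0.852), leaves of *flc-3* (0.683) and apices of *flc-3* (0.829), and for FLC targets among genes down-regulated in leaves of *flc-3* (0.642), apices of *flc-3* (0.776) and leaves of *svp-41 flc-3* (0.316). Against that background, the odds ratios of genes up-regulated in apices of *svp-41* for SVP:GFP (3.73) and in leaves (1.11) and apices (4.11) of *flc-3* for FLC no longer passed the threshold.

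For the strength of shared against other FLC peaks, the difference passed the threshold with summits within 100 bp (0.396) and with −log10(*P*) in place of fold-enrichment (3.10). With promoters of up to 1 kb, the difference in promoter summits of SVP:GFP (6.15 percentage points) no longer passed. With promoters counted before genes, the difference for FLC (6.10 percentage points) and the share of SVP:GFP in *flc-3* against random positions (54.1%) no longer passed, and the shares of FLC in WT (43.8%) and in *svp-41* (37.7%) fell below those of random positions.

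With at most 1 mismatch, the Z-score of the CArG-box was 1.44 in SVP:GFP 1TF and 2.35 in UB peaks, under the threshold, and 6.38 in 2TF peaks, past it. The odds ratios of both motifs then crossed 1 in SVP:GFP 2TF (1.18), FLC 1TF (3.31) and FLC 2TF peaks (1.18). With 5 or 7 A/T bases the Z-score fell under 3 in SVP:GFP 1TF (1.29) and UB peaks (0.263) and in FLC 1TF (2.82), UB (2.73) and 2TF peaks (2.36). With random regions taken upstream of genes, the CArG-box in SVP:GFP UB peaks (2.96) and the G-box in FLC UB peaks (2.85) fell under 3. Within 100 bp of the summits the CArG-box in SVP:GFP 2TF peaks passed it (3.47). With 250 bp on either side of the summit, the odds ratio of both motifs in SVP:GFP 2TF peaks was 1.14. With at most 2 mismatches, the Z-score of the CE-box in FLC 1TF peaks turned positive (0.333).

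At the named genes, the number of lists with an assigned peak changed in 44 comparisons with the alternatives set beforehand and stayed the same in 130, and changed in 1 and stayed the same in 57 with those added later. The CE-box gave no Z-score, because no random region had a match, in SVP:GFP UB peaks within 100 bp of the summits, in FLC UB peaks within 100 bp and with a −log10(*P*) of at least 20, and in FLC 2TF peaks with that threshold, with random regions upstream of genes and without peaks at copied sequence. The odds ratio of both motifs in SVP:GFP 1TF peaks had no value with at most 1 mismatch.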

Differences from the paper's values

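No test in this part was chosen after seeing the results, and the alternatives named are those set before the data were examined unless a sentence says otherwise.

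The lowest share of DEGs bound by either protein among the 3 mutants was 9.74%, in *svp-41 flc-3*, and the paper's is 15%. None of the alternatives set before the data were examined closed the gap: the share was 7.95% with a −log10(*P*) of at least 20, 8.44% with 1 threshold, 7.14% with equal list sizes, 6.66% with summits from 1 kb upstream to the end of the gene, 9.90% with any base of the peak in the window and 7.79% with the nearest gene only. Of the genes down-regulated in apices, 3.36% were bound, and the paper gives less than 2%. With summits from 1 kb upstream to the end of the gene, and with the nearest gene only, the share was 1.68%. The other 4 alternatives left it at 3.36%. This share counts genes bound by either protein, while Figure 5 of the paper shows the proteins separately. SVP:GFP had a peak at 3 of the 119 genes and FLC at 1. By protein and mutant, the share was from 0.990 to 1.98% in *svp-41* and *svp-41 flc-3*. In *flc-3*, with 26 genes, it was 7.69% for SVP:GFP and 3.85% for FLC.

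The paper screened for motifs with position weight matrices, and consensus strings were searched here, so the Z-scores and the co-occurrence of motifs below compare different measures. For the CArG-box, the Z-score in SVP:GFP 1TF peaks was 4.04 and the paper's is about 5.2 (Fig. 4B, read by eye). It was 5.72 with a −log10(*P*) of at least 20 and 5.43 within 100 bp of the summits, which closed the gap. The other alternatives (random regions upstream of genes, 1 mismatch, and 5 or 7 A/T bases) did not. In SVP:GFP UB peaks it was 3.26 and the paper's is about 7 (Fig. 4B, read by eye), and only the 100 bp around the summits closed the gap (6.69). In SVP:GFP 2TF peaks it was 1.59 and the paper's is about 10 (Fig. 4B, read by eye). No alternative closed this gap, and the nearest was 6.38 with at most 1 mismatch. In FLC 1TF peaks it was 7.52 and the paper's is about 9 (Fig. 4B, read by eye), and only the 100 bp around the summits closed the gap (9.09). In FLC 2TF peaks it was 3.51 and the paper's is about 7.2 (Fig. 4B, read by eye), and only at most 1 mismatch closed the gap (7.36).

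For the G-box, the Z-score in SVP:GFP UB peaks was 13.9 and the paper's is about 8.4 (Fig. 4B, read by eye). No alternative closed the gap, with values of 10.8 with a −log10(*P*) of at least 20, 19.7 within 100 bp of the summits and 12.4 with random regions upstream of genes. In SVP:GFP 2TF peaks it was 12.7 and the paper's is about 11 (Fig. 4B, read by eye). Random regions upstream of genes closed that gap (10.3), and the other 2 alternatives did not. In FLC 1TF peaks it was −0.0156 and the paper's is about 0.8 (Fig. 4B, read by eye). A −log10(*P*) of at least 20 closed that gap (0.593), and the other 2 did not. In FLC 2TF peaks it was 9.56 and the paper's is about 6.5 (Fig. 4B, read by eye), and none of the 3 alternatives closed the gap (5.14, 8.48 and 8.37).

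For the CE-box, the Z-score in SVP:GFP 1TF peaks was −0.0447 and the paper's is about 0.5 (Fig. 4B, read by eye). In SVP:GFP UB peaks it was 52.8 and the paper's is about 6.3 (Fig. 4B, read by eye). None of the alternatives closed either gap. The lowest value in UB peaks was 32.2 with at most 2 mismatches.

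The paper's main text gives 264 peaks for SVP:GFP in *flc-3*, while the list held 246, the number that the paper's Text S2 also gives. The paper gives 223 target genes in common between SVP:GFP and FLC, and the WT lists had 213. For the Chi-square test on unique target genes of FLC the paper gives P = 0.1, and the value here was p = 0.0689 (Chi-square test). The paper gives 20% of the up-regulated genes in leaves and apices as bound, and the value here was 13.8%.

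The paper states that the canonical CArG-box was the most enriched motif in every set. In SVP:GFP UB and 2TF peaks and in FLC 2TF peaks the Z-score of the G-box was higher (13.9, 12.7 and 9.56) than that of the CArG-box (3.26, 1.59 and 3.51). The paper's own Z-scores (Fig. 4B, read by eye) also had the G-box higher in SVP:GFP UB (about 8.4 and 7) and 2TF peaks (about 11 and 10). In FLC 2TF peaks they did not (about 6.5 and 7.2). The paper's statement follows its motif discovery with MEME, which is a different measure. The paper states that boxes with 5 or 7 A/T bases were enriched in every category, and their Z-score was under 3 in all 6 sets, between 0.263 and 2.82. The paper states that CArG-box and G-box co-occurred when both proteins were present. None of the 6 sets showed this at an adjusted p under 0.05 with exact matches, nor did any of the 5 sets with a value at 1 mismatch, and 3 of the 7 peaks with both motifs had them at the distance the paper names.

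The paper states that most binding sites were in promoters and that the partner did not affect this. Summits upstream of genes were 47.4%, 35.8%, 37.1% and 28.2% of the 4 lists. For SVP:GFP the difference between genotypes was past the threshold (Chi-square test, p = 0.00308), and it was not with a −log10(*P*) of at least 20, with promoters of up to 1 kb, or without peaks at copied sequence, an alternative chosen after seeing the values. It stayed past the threshold with 1 threshold for all 4 lists, with the midpoint of the peak and with promoters counted before genes. The share was over 50% for SVP:GFP in both genotypes with promoters counted before genes (65.4% and 54.1%), where random positions gave 52.8% and 52.4% and FLC had 43.8% in WT and 37.7% in *svp-41*. It was also over 50% for FLC in WT (54.0%) and *svp-41* (50.4%) without peaks at copied sequence. Both alternatives were chosen after seeing the values.

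The paper states that binding to *AGL16* depends on the complex. FLC in *svp-41* had a peak there with a fold-enrichment of 3.99, which was absent with a −log10(*P*) of at least 20 and with 1 threshold for all 4 lists. That peak ranked 223 of 419, and the FLC peak in WT ranked 7 of 315. The paper's methods tentatively class genes as complex-dependent when binding profiles differ significantly from WT, so a weaker peak without SVP does not by itself go against its statement. The paper places *GA2OX8* among the genes bound only by the complex, at canonical CArG-boxes of its first intron. It also reports independent ChIP of FLC and of SVP:GFP at this gene, which was not repeated here. Absence from a peak list therefore does not by itself go against FLC binding there. Of the 4 lists, only that of SVP:GFP in WT had a peak at *GA2OX8*, and under every alternative run 1 list had a peak there. Its summit was in intron 2 of the annotation used here, and the peak contained no exact CArG-box.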

Other observations

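The tests on the number of FLC peaks, the share of summits in promoters, the FLC peaks at copied sequence found only in *svp-41*, the G-box at equal length, and the SVP:GFP peaks along *SVP* were chosen after the results were seen.

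FLC had 1.33 times as many peaks in *svp-41* as in WT. Without peaks at copied sequence the ratio was 1.06, so that at the thresholds of the authors peaks at copied sequence may account for the larger number in *svp-41*. With the same threshold in both lists the surplus stayed: there were 185 peaks in *svp-41* and 91 in WT with 1 threshold for all 4 lists, and 152 and 77 with a −log10(*P*) of at least 20, and without peaks at copied sequence the ratio was 1.82 and 1.74. Those values take the −log10(*P*) as comparable between lists of unknown depth, so they leave the cause of the surplus open. The surplus may also depend on the replicates, since the counts for pairs of replicates in Text S2 overlapped between the genotypes. The share of summits in promoters was higher in WT than in the mutant, and without peaks at copied sequence the difference was 5.31 percentage points for SVP:GFP (Chi-square test, p = 0.249) and 3.55 for FLC (Chi-square test, p = 0.517). Peaks at copied sequence are thus a candidate explanation for that difference. Leaving them out also makes the lists smaller, and a biological effect of the partner on the place of binding stays open.

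Of the 86 SVP:GFP peaks in *flc-3* shared with FLC in *svp-41*, 38 lay at copied sequence. Without peaks at copied sequence 48 shared peaks remained, compared with 0.324 on average in random placement (permutation test, p = 0.001, the smallest they can give), which argues against copied sequence as the whole cause of the sharing. The SVP:GFP and FLC lists were called against different control samples. Open chromatin, which raises peaks of any protein at the same places, was not tested.

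In the paper's Table S6, FLC UB regions scored higher in *svp-41* than in WT. Outside copied sequence 81 of 112 did so, or 72.3% (exact binomial test, p = 2.53e-06), which argues against copied sequence as the whole cause. Of the FLC regions at copied sequence found only in *svp-41*, 69 of 130 scored higher in *svp-41*, or 53.1% (exact binomial test, p = 0.539), compared with 107 of 114 outside copied sequence (Fisher's exact test, two-sided, odds ratio 0.074, p = 1.30e-13). The peaks at copied sequence found only in *svp-41* may therefore be peaks that passed the threshold in that list alone, with a similar score in WT. This was seen for FLC only. Of the SVP:GFP regions at copied sequence found only in *flc-3*, 46 of 47 scored higher in *flc-3* (median log2 ratio of WT to *flc-3* −0.43). Regions chosen for a peak in the mutant and none in WT favour higher scores in the mutant.

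Peaks found only in WT may be weaker peaks that pass the threshold in WT and not in the mutant. The SVP:GFP peaks in WT were divided by −log10(*P*) into 4 groups of nearly equal size. In the lowest group 5.34% were shared with *flc-3*, and in the highest group 72.3%, a difference of 67.0 percentage points (Chi-square test over the 4 groups, p = 3.46e-41). For FLC the shares were 45.6% and 80.8%, a difference of 35.2 percentage points (Chi-square test, p = 3.77e-05). The shares rose with the strength of the peak, as weaker peaks near a threshold would give. In the paper's Table S6, however, the score was higher in WT at 379 of 379 SVP:GFP 2TF regions (median log2 difference 0.78) and at 118 of 132 FLC 2TF regions (median log2 difference 0.65), which peaks of similar height on either side of a threshold would not give. These regions were chosen for a peak in WT and none in the mutant, which favours higher scores in WT. A lower signal in the mutant therefore stays open beside the threshold. For SVP:GFP such a signal was not limited to regions found only in WT, since the UB regions had a median log2 difference of 0.85. For the FLC UB regions it was −0.50, in the other direction. In the highest groups, 36 of 130 SVP:GFP peaks and 15 of 78 FLC peaks were not shared, which also leaves a dependence on the partner open. The depth of the lists, which would decide how many weak peaks pass, is unknown.

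The G-box was frequent in UB and 2TF peaks and not in 1TF peaks. Within 100 bp of the summits its Z-score was 15.0 in SVP:GFP 2TF peaks and 8.48 in FLC 2TF peaks. These values decide nothing about the length of the peaks, because the random regions have the lengths of the peaks. The median width was 591 bp in SVP:GFP 2TF and 242 bp in 1TF peaks, and 233 bp and 251 bp for FLC, whose 2TF peaks were thus not the longer ones. If longer peaks were the cause for SVP:GFP, the G-box would be no more frequent in 2TF than in 1TF peaks at equal length, but within 100 bp of the summits it was in 51 of 379 and 2 of 98 peaks (Fisher's exact test, odds ratio 7.46, p = 0.000487), which argues against length as the whole cause. If copied sequence among the 1TF peaks were the cause, the G-box would be enriched in FLC 1TF peaks without it, but the Z-score was 1.79, under the threshold of 3. The difference between 2TF and 1TF peaks outside copied sequence, within 100 bp of the summits, had an odds ratio of 3.91 for SVP:GFP (Fisher's exact test, p = 0.044) and 5.55 for FLC (Fisher's exact test, p = 0.00111). Binding of the complex near G-boxes stays open as a hypothesis.

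Along *SVP* itself, the SVP:GFP peaks covered 93.5% of the gene in WT and 68.3% in *flc-3*, and the FLC peaks 11.4% and 10.5%. The lowest coverage by SVP:GFP was 5.99 times the highest by FLC. Extra copies of the gene brought in by the SVP:GFP construct, absent from the *35S::GFP* control and from the FLC samples, are a candidate explanation. Binding of SVP:GFP to the gene, where FLC also had peaks, stays open.

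Peaks were dense in a few parts of the genome. From 9.5 to 10 Mb of chromosome 2, where *SVP* and *CLF* lie, there were 16 peaks of SVP:GFP in *flc-3* and 9 in WT, with 0 at copied sequence. The first 0.5 Mb of chromosome 2 held 10 peaks of SVP:GFP in WT, 13 in *flc-3*, 31 of FLC in WT and 40 in *svp-41*, of which 4, 12, 29 and 39 lay at copied sequence. From 11.5 to 12 Mb of chromosome 5 there were 17 FLC peaks in WT and 23 in *svp-41*, with 16 and 22 at copied sequence. From 3.5 to 4 Mb of chromosome 2 there were 14 and 16, with 14 and 15 at copied sequence. From 3 to 3.5 Mb of chromosome 2 there were 13 peaks of SVP:GFP in *flc-3*, with 11 at copied sequence, and from 17 to 17.5 Mb of chromosome 4 there were 8 in WT, with 0 at copied sequence.

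Each pair of lists of the same protein was called against the same control samples. Chance differences in the controls enter both lists and raise their overlap without any effect. How much of the overlap this gives was not analysed here, since it needs the reads.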
